# B1 SINE-binding ZFP266 impedes mouse iPSC generation through suppression of chromatin opening mediated by reprogramming factors

**DOI:** 10.1038/s41467-023-36097-9

**Published:** 2023-01-30

**Authors:** Daniel F. Kaemena, Masahito Yoshihara, Meryam Beniazza, James Ashmore, Suling Zhao, Mårten Bertenstam, Victor Olariu, Shintaro Katayama, Keisuke Okita, Simon R. Tomlinson, Kosuke Yusa, Keisuke Kaji

**Keywords:** Reprogramming, CRISPR-Cas9 genome editing

## Abstract

Induced pluripotent stem cell (iPSC) reprogramming is inefficient and understanding the molecular mechanisms underlying this inefficiency holds the key to successfully control cellular identity. Here, we report 24 reprogramming roadblock genes identified by CRISPR/Cas9-mediated genome-wide knockout (KO) screening. Of these, depletion of the predicted KRAB zinc finger protein (KRAB-ZFP) *Zfp266* strongly and consistently enhances murine iPSC generation in several reprogramming settings, emerging as the most robust roadblock. We show that ZFP266 binds Short Interspersed Nuclear Elements (SINEs) adjacent to binding sites of pioneering factors, OCT4 (POU5F1), SOX2, and KLF4, and impedes chromatin opening. Replacing the KRAB co-suppressor with co-activator domains converts ZFP266 from an inhibitor to a potent facilitator of iPSC reprogramming. We propose that the SINE-KRAB-ZFP interaction is a critical regulator of chromatin accessibility at regulatory elements required for efficient cellular identity changes. In addition, this work serves as a resource to further illuminate molecular mechanisms hindering reprogramming.

## Abstract (web summary)

Induced pluripotent stem cell (iPSC) reprogramming is inherently inefficient. Here the authors identify 24 reprogramming roadblock genes through a CRISPR/Cas9-mediated genome-wide knockout screen including a KRAB-ZFP Zfp266, knockout of which consistently enhances murine iPSC generation.

## Introduction

The reprogramming of somatic cells into iPSCs via the overexpression of *Oct4 (Pou5f1)*, *Sox2*, *Klf4,* and *c-Myc* (OSKM) has provided an important tool for medical research and cell therapies^1^. Equally importantly, the generation of fully functional iPSCs that are indistinguishable from ESCs from somatic cells has demonstrated that cellular identity can be completely converted from one type to another by overexpression of master transcription factors. This has provided a model system to understand how to control cellular identity. Inhibition of *Trp53* and *Cdkn1a* (*p21*) revealed OSKM-induced apoptosis and senescence as major roadblock of iPSC generation^2–8^. Knockdown of *Dot1l* and *Suv39h1* has demonstrated H3K79me and H3K9me3 as critical epigenetic modifications that impede this cell conversion^9,10^. Thus, identifying genes that act against successful reprogramming provides a foundation to understand critical molecular mechanisms involved in pluripotency induction.

Transposable elements (TEs), which constitute approximately 45% of mouse and human genomes, can take part in gene expression regulation as cis-regulatory elements or non-coding RNAs^11^. Long terminal repeat (LTR) retrotransposons, long and short interspersed nuclear elements (LINEs and SINEs) are the three major classes of human/mouse TEs and the functional importance of the first two groups in pluripotent cells has been described^12,13^. Knockdown of the long interspersed nuclear element 1 (LINE1) inhibits mouse ESC self-renewal and induces a transition to a 2-cell-like state^12^. KLF4 activates transcription of LTR retrotransposon human endogenous retrovirus subfamily H (HERVH) during reprogramming, the down-regulation of which is critical for exit from the pluripotent state of human iPSCs^13^. Chromatin accessibility at SINEs, which constitute ~25% of TEs, is particularly high in mouse pre-implantation embryos and ESCs^14^, but the functional importance of this has not yet been demonstrated. Krüppel-associated box (KRAB) zinc-finger proteins (ZFPs) form the largest TF family in mouse and human genomes with over 300 members^15^. They have evolved to suppress the expression and transposition of rapidly mutating TEs, with about two-thirds of human KRAB-ZFPs estimated to bind to TEs^16^. Thus, some KRAB-ZFPs might be involved in the regulation of the above-mentioned pluripotency-associated LINE1 and HERVH expression. The binding of KRAB-ZFPs on TEs can also regulate the expression of nearby genes^17^. Knockout of the KRAB-ZFP cluster in chromosome 2 or chromosome 4, which contains 40 or 21 KRAB-ZFPs respectively, in mouse ESCs preferentially up-regulated genes near specific classes of LTR retrotransposons and LINEs^18^. Overexpression of ZNF611 in human ESCs down-regulated genes near primate-specific SINE-VNTR-Alu (SVA) retrotransposons^19^. Nevertheless, only a small number of KRAB-ZFPs that predominantly bind SINEs have been reported^16,18^, and the importance of KRAB-ZFP/SINE interaction for gene expression regulation is not well understood.

Here, we report an unbiased genome-wide CRISPR KO screen with a library containing 90,230 sgRNAs targeting 18,424 protein-coding genes focusing on iPSC reprogramming. This screen identifies 24 reprogramming roadblock genes, including previously reported 8. Of those, KO of the previously uncharacterized mouse KRAB-ZFP gene *Zfp266* accelerates the kinetics of reprogramming and improved the efficiency of iPSC generation by 4- to 10-fold in various reprogramming contexts. In this work, we reveal that ZFP266 is able to bind to B1 SINEs adjacent to OSK binding sites during reprogramming, where it impedes chromatin opening. Thus, these B1 SINEs containing loci are critical genetic elements that modulate the efficiency of OSKM-mediated mouse iPSC generation. This work serves as a resource for better understanding reprogramming mechanisms and highlights SINEs as a previously undescribed TE class involved in pluripotency induction.

## Results

### CRISPR/Cas9-mediated genome-wide KO screening identified 24 reprogramming roadblock genes

We have previously generated a Cas9 expressing mouse ES cell line, named Cas9 TNG MKOS, with a *Nanog-GFP-ires-Puro* reporter and a doxycycline-inducible *MKOS-ires-mOrange* polycistronic reprogramming cassette in the Sp3 locus (Supplementary Fig. 1A, B)^20,21^. Efficient KO by lentiviral sgRNA delivery in both Cas9 TNG MKOS ESCs and mouse embryonic fibroblasts (MEFs), generated through morula aggregation of these ESCs, was confirmed using sgRNAs against *Icam1* and *Cd44*, respectively, resulting in >80% loss of protein within 72 h (Supplementary Fig. 1C, D). Reprogramming of Cas9 TNG MKOS MEFs following sgRNA transduction against known roadblock genes *Trp53* and *Rb1*^3–8,22^, and essential genes *Pou5f1* and *Kdm6a*^23^, reproduced the expected reprogramming enhancement and reduction phenotypes (Supplementary Fig. 1E–G), confirming that the CRISPR-based KO system is a powerful tool to investigate gene function in reprogramming. We then performed genome-wide KO screening using a previously published lentiviral sgRNA library^24^, with an optimized reprogramming condition consisting of 8 days of reprogramming factor expression followed by 8 days of puromycin selection for *Nanog*-GFP^+^ iPSCs (Fig. 1A and Supplementary Fig. 1H–K). This condition resulted in an average coverage of ~170 MEFs/sgRNA/screening replicate. Genomic DNA from flow-sorted *Nanog*-GFP^+^ iPSCs was then collected in triplicate, and integrated sgRNAs were Illumina-sequenced after PCR amplification alongside the original sgRNA plasmid library.

**Fig. 1:**
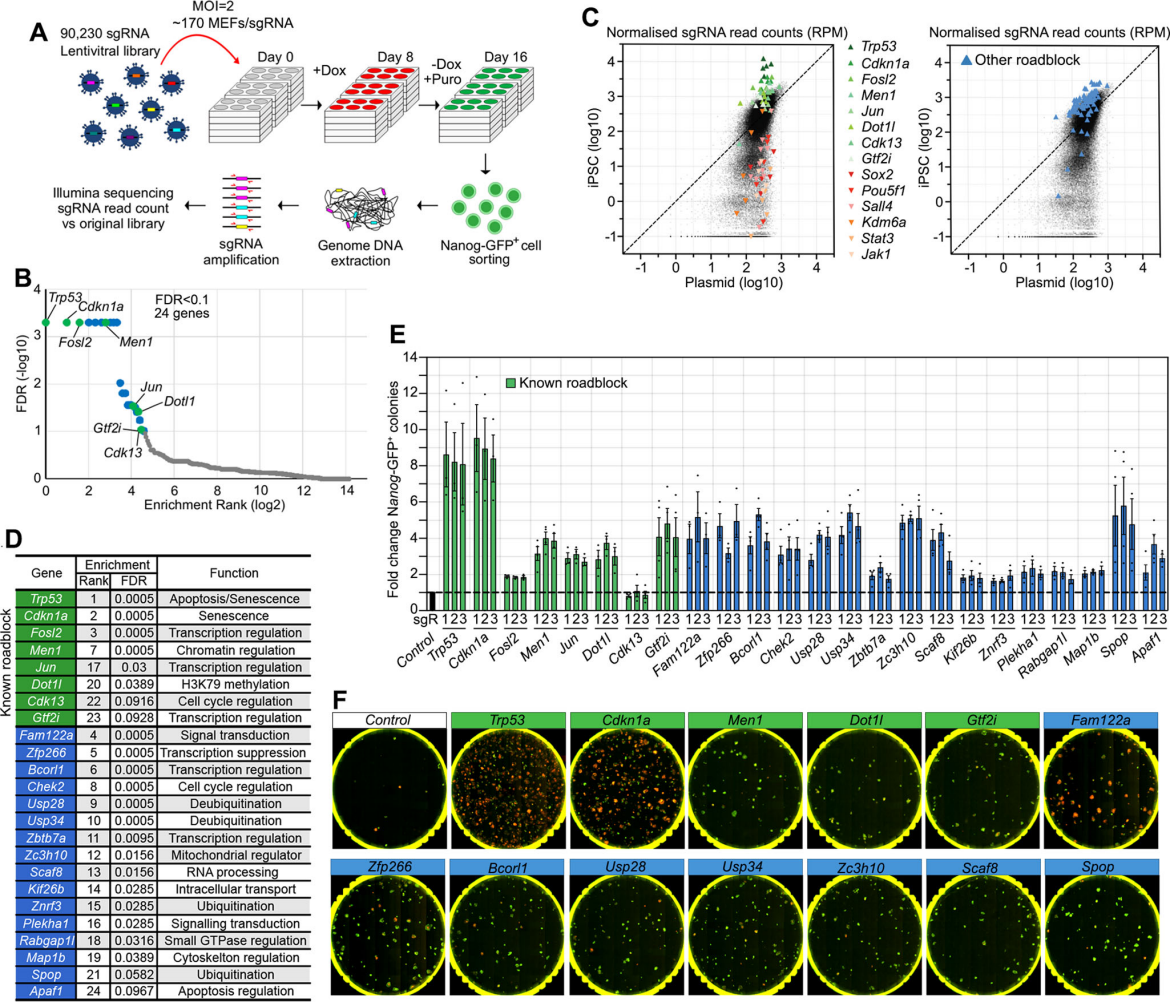
A genome-wide CRISPR screen identifies reprogramming roadblock genes. **A** Schematic diagram of the screening strategy. sgRNA library infected Cas9 TNG MKOS MEFs were cultured in +dox for 8 days then in -dox and +Puro for additional 8 days. Integrated sgRNAs were amplified from *Nanog*-GFP^+^ cells for Illumina sequencing. **B** Enrichment FDR ranking with MAGeCK. 24 genes, including eight previously reported (green) roadblock genes, were identified using a cut-off of FDR < 0.1. **C** Normalized sgRNA read counts in the initial plasmid library versus mutant iPSC pool. sgRNAs against previously reported roadblock genes (green) and genes essential for reprogramming (red/orange) exhibited expected enrichment/depletion respectively (left). sgRNAs against other 16 roadblock genes identified in this screen are highlighted in blue (right). **D** Enrichment rank, FDR, and function of the 24 discovered roadblock genes. **E** Validation of the screen result with three individual sgRNAs per gene. This graph is a summary of five data sets shown in Supplementary Figure 2A. **F** Representative whole-well images of KO reprogramming of 13 top roadblocks from (**E**). Previously reported roadblock genes were labeled in green. Red; mOrange, Green; *Nanog*-GFP. Source data are provided as a Source Data file.

The normalized read counts of all sgRNAs and analysis of the screening results with MAGeCK^25^ are available in Supplementary Data 1, 2 and at https://kaji-crispr-screen-updated.netlify.app. Using a false discovery rate (FDR) < 0.1 as a cut-off, we identified 24 genes as reprogramming roadblocks (Fig. 1B). This included 5 previously characterized genes: *Trp53*, *Cdkn1a*, *Dotl1,* and AP-1 transcription factor members *Jun* and *Fosl2*^9,26^, and 3 genes previously uncharacterized yet identified in other screens, *Men1, Gtf2i*, *and Cdk13*^27,28^, signifying the robustness of our screen (Fig. 1C, D). When the top 3 ranked sgRNAs for each gene were individually tested, transduction of *Trp53* and *Cdkn1a* sgRNAs produced the largest increase in *Nanog*-GFP^+^ colony numbers (Fig. 1E, F), although they also significantly increased the number of partially reprogrammed colonies (Fig. 1F and Supplementary Fig. 2A). Transduction of sgRNAs targeting all other genes, except for *Cdk13*, enhanced *Nanog*-GFP^+^ colony formation between 2- and 6-fold (Fig. 1E and Supplementary Fig. 2A), verifying the inhibitory effects of the reprogramming roadblock genes. Expression of the validated 23 roadblock genes during reprogramming did not follow any common particular pattern and many of them exhibited consistently low expression, compared to the common housekeeping genes or the reprogramming and pluripotency marker genes^29^ (Supplementary Fig. 2B). This highlights the advantage of functional screening to identify their inhibitory effects over relying on expression profiling.

Of the roadblock genes we identified, KO of *Fam1222a*, *Zfp266*, *Bcorl1*, *Usp28*, *Usp34*, *Zc3h10*, *Scaf8*, and *Spop* resulted in a > 4-fold enhancement similar to or better than previously reported roadblocks (Fig. 1E). We therefore further characterized these 8 reprogramming roadblocks (Fig. 1F, blue), alongside the previously reported roadblocks *Trp53, Cdkn1a, Men1, Dot1l* and *Gtf2i* (Fig. 1F, green), as 13 top roadblocks.

### *Zfp266* KO consistently enhances and accelerates the attainment of pluripotency

Reprogramming roadblock function is influenced by multiple elements such as the stoichiometry or expression levels of OSKM, culture conditions, and starting cell types^20^. Thus, we examined the KO effects of our 13 top roadblocks in different reprogramming contexts. We first performed *piggyBac* transposon-based reprogramming with an *MKOS* or STEMCCA (*OKSM*) reprogramming cassette^30,31^ (Supplementary Fig. 3A). The STEMCCA cassette expresses lower levels of KLF4 protein due to an N-terminal truncation following a 2A peptide^32^, resulting in inefficient mesenchymal-epithelial transition (MET) and a higher proportion of partially reprogrammed cells^20,33^. *piggyBac* delivery of the MKOS cassette together with each sgRNA against all the 13 roadblocks enhanced reprogramming of *Cas9 Nanog*-GFP MEFs as seen with Cas9 TNG MKOS MEFs before (Fig. 2A, B), despite a markedly lower KO efficiency with the *piggyBac* system compared to lentiviral sgRNA delivery (Supplementary Fig. 3B). In STEMCCA-mediated *piggyBac* reprogramming, KO of all roadblocks, except *Cdkn1a*, *Fam122a*, and *Zc3h10*, increased the number of *Nanog*-GFP^+^ colonies, although *Cdkn1a* and *Fam122a* KO also drastically increased *Nanog*-GFP^-^ colony numbers (Fig. 2C, D). It is likely that *Fam122a* KO suppresses reprogramming-induced senescence/apoptosis like *Cdkn1a* KO, and high exogenous KLF4 expression is required to push those partially reprogrammed cells toward an iPSC state. In particular, the KO of *Zfp266* increased numbers of *Nanog*-GFP^+^ colonies ~10-fold with almost all colonies expressing *Nanog*-GFP unlike *Cdkn1a* and *Fam122a* KO (Fig. 2C, D). When *piggyBac MKOS* + sgRNA vectors were used to reprogram *Cas9* expressing neural stem cells (NSCs), sgRNAs against *Men1, Fam122a, Zfp266* and *Usp34* increased reprogramming efficiency, with KO of *Zfp266* again leading to the greatest enhancement in NANOG^+^ colony formation (∼5-fold) (Fig. 2E, F). When we explored reprogramming kinetics by assessing expression changes of reprogramming markers, CD44, ICAM1, and *Nanog*-GFP^29^ using Cas9 TNG MKOS MEFs, KO of 5 genes, *Men1*, *Gtf2i, Dot1l, Zfp266,* and *Zc3h10*, demonstrated accelerated reprogramming (Fig. 2G, H, and Supplementary Fig. 3C). In summary, KO of *Zfp266* exhibited the most context-independent and robust reprogramming enhancement amongst all roadblock genes we identified. Furthermore, it could also increase the number of NANOG^+^ iPSC colonies and decrease the number of NANOG^-^ iPSC colonies in the presence of *Trp53, Cdkn2a*, or *Fam122a* gRNAs, all of which tend to generate a high number of NANOG^-^ partially reprogrammed colonies, indicating that reprogramming enhancement by *Zfp266* KO is not due to circumvention of reprogramming factor-induced senescence and apoptosis (Supplementary Figure 3D). We, therefore, investigated further how ZFP266 impedes the reprogramming process.

**Fig. 2:**
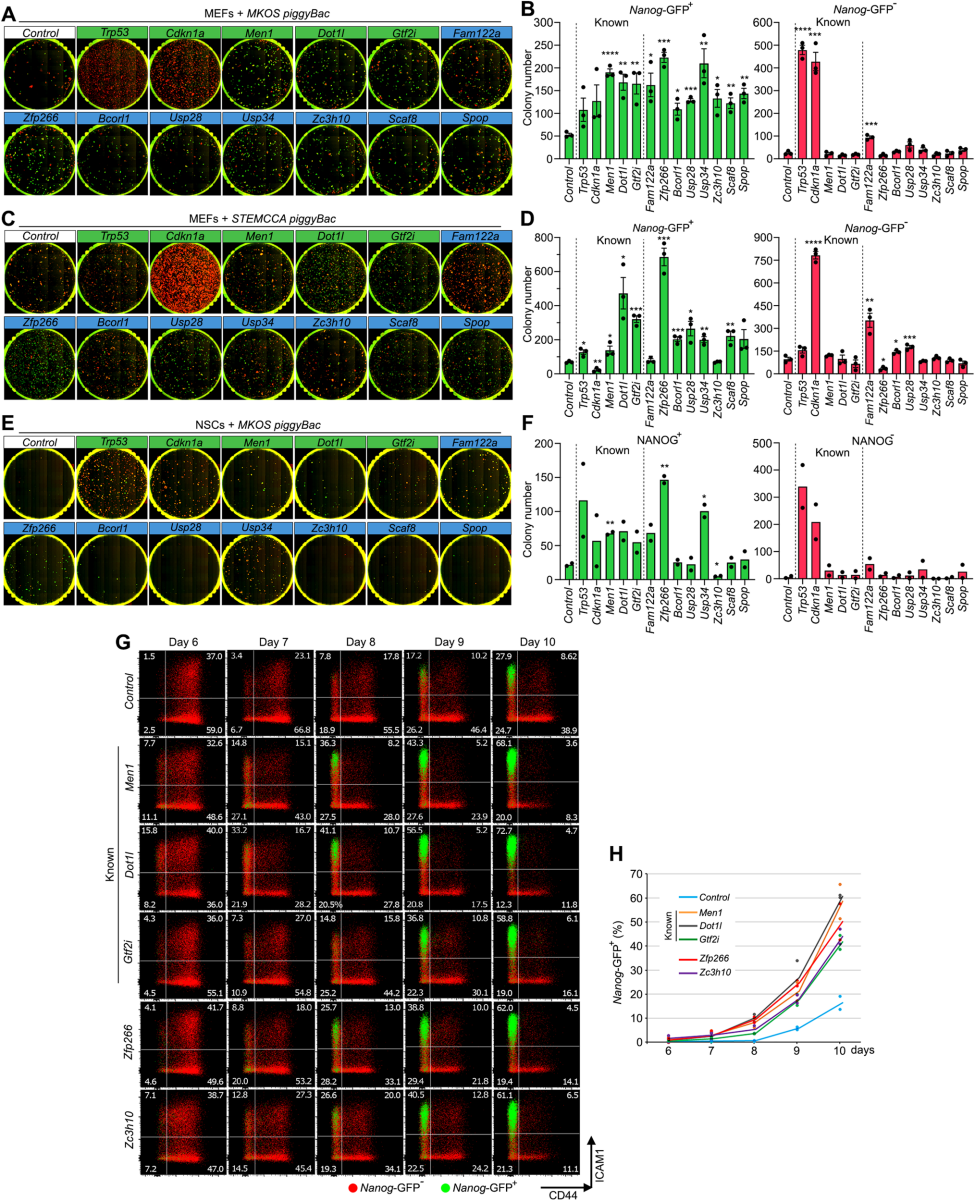
Characterization of the roadblock gene KO in different reprogramming systems and kinetics. **A**, **C** *Cas9* expressing *Nanog*-GFP MEF reprogramming with MKOS (A), STEMCCA (C) *piggyBac* transposons with sgRNA expression at day 15. Red; mOrange, Green; *Nanog*-GFP. **B**, **D** *Nanog*-GFP^+^ and *Nanog*-GFP^-^ mean colony numbers from **A** and **C**. The graphs in **B** and **D** represent an average of three independent experiments. **E** *Cas9* expressing NSC reprogramming with MKOS *piggyBac* transposons with sgRNA expression at day 15. Green; immunofluorescence for NANOG. **F** NANOG + and NANOG- mean colony numbers from **E**. The graph represents an average of two independent experiments. **G** Accelerated CD44/ICAM/*Nanog*-GFP expression changes by sgRNA expression against the roadblock genes (*n* = 2). Red; *Nanog*-GFP- cells, Green; *Nanog*-GFP + cells. **H** Quantification of *Nanog*-GFP + cells from day 6 to 10 of reprogramming. The graph represents an average of two independent experiments. In **B**, **D**, **F**, ****p < 0.0001, ***p < 0.001, **p < 0.01,*p < 0.05. Source data and exact *p*-values are provided as a Source Data file.

### ZFP266 impedes activation of pluripotency genes via its KRAB domain

*Zfp266* is predicted to encode a KRAB-ZF protein with a singular KRAB-A module in the N-terminus and putative DNA binding domain with 12x C2H2 type zinc finger array in the C-terminus (Fig. 3A). KRAB domains are known to interact with co-suppressor KAP-1/TRIM28, a scaffold protein that can recruit epigenetic modifiers and promote the formation of heterochromatin and transcriptional repression^34^, suggesting that ZFP266 acts as a suppressor. Consistent with the reprogramming enhancement by *Zfp266* KO, overexpression of exogenous *Zfp266* completely disrupted reprogramming (Fig. 3B). Exogenous overexpression of *Zfp266* mutants either lacking the entire KRAB domain or containing point mutations which disrupt the interaction with KAP-1/TRIM28^35,36^ could not abolish *Zfp266* sgRNA-mediated reprogramming enhancement even though the *Zfp266* mutants were resistant to the sgRNA (Fig. 3C, D). This clearly demonstrates that Zfp266 inhibits reprogramming through its KRAB-domain.

**Fig. 3:**
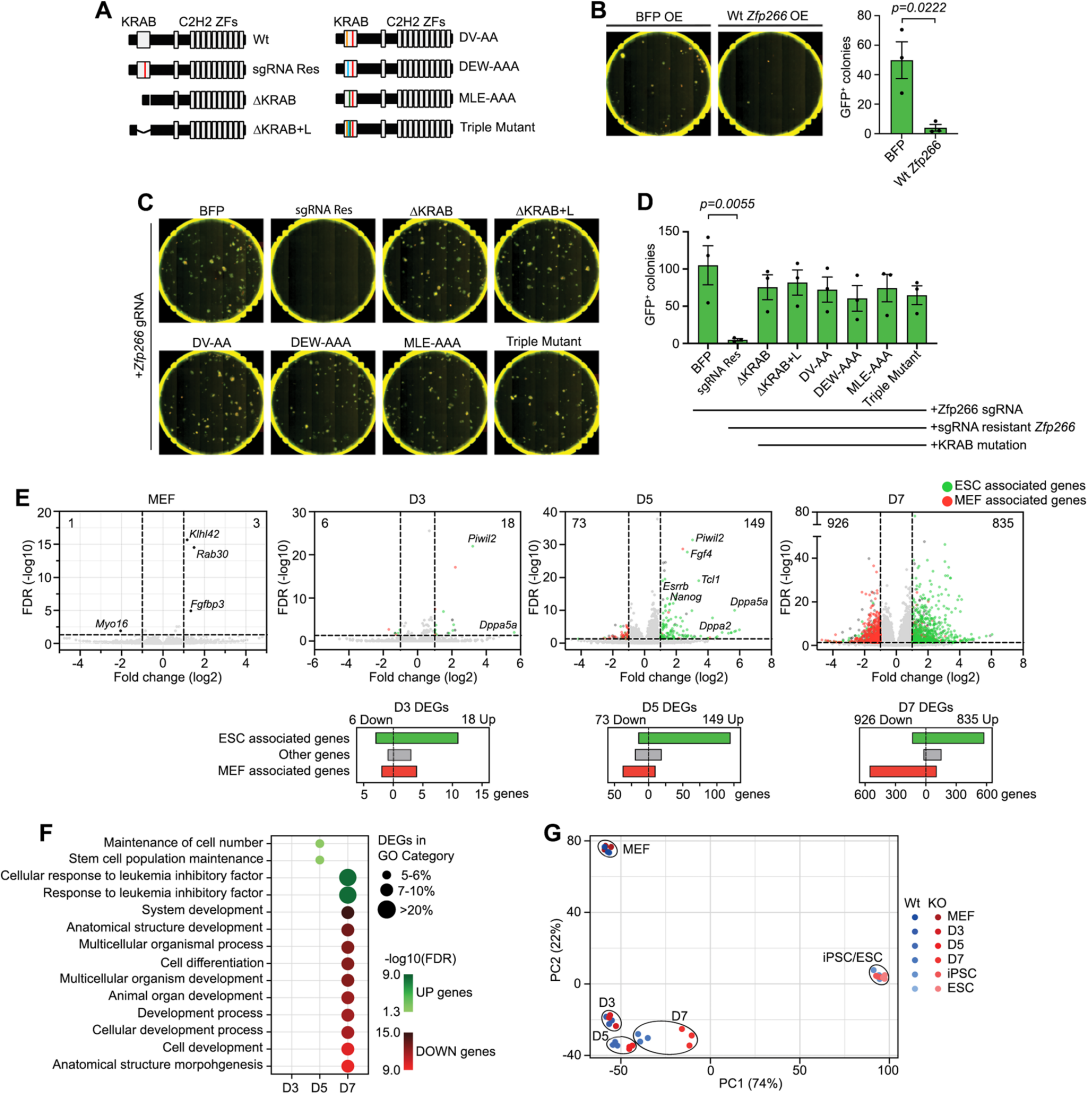
ZFP266 impedes activation of pluripotency genes via its KRAB domain. **A** Diagram of *Zfp266* Wt and mutants. A red bar indicates a silent mutation that confers sgRNA resistance. KRAB domain deletion mutants with (ΔKRAB + L) and without a linker (ΔKRAB) do not have the sgRNA target sequence. DV-AA, DEW-AAA, MLE-AAA mutants have alanine substitutions in the indicated critical amino acids in the KRAB domain. Triple mutant contains all the alanine substitutions. **B** *Nanog*-GFP MEF reprogramming with MKOS *piggyBac* transposons and BFP or Wt *Zfp266* cDNA overexpression, imaged at day 15. Red; mOrange, Green; *Nanog*-GFP. Data represent an average of 3 independent experiments. Error bars indicate SEM, significance calculated using an  unpaired two-tailed *t*-test. **C** *Cas9 Nanog*-GFP MEF reprogramming with MKOS *piggyBac* transposons, *Zfp266* sgRNA expression as well as cDNA overexpression of BFP, sgRNA resistant *Zfp266*, or sgRNA resistant *Zfp266* with mutations in KRAB domain, imaged at day 15. Red; mOrange, Green; *Nanog*-GFP. **D** Mean *Nanog*-GFP^+^ colony numbers of **C**. Data represent an average of 3 independent experiments. Error bars indicate SEM, *p*-values calculated using  a one-way ANOVA test. **E** RNA-Seq volcano plot of *Zfp266* KO vs Wt MEF, day 3, 5, and 7 of reprogramming. Up-regulated and down-regulated genes in KO cells are shown to the right and left of the plot, respectively (cut-off FDR < 0.05, log2FC > |1 | ). ESC- and MEF-associated genes (FDR < 0.05, log2FC > |1| in ESCs vs MEFs) are highlighted in green and red. Graphs below volcano plots show the number of ESC-associated, MEF-associated and other genes within D3, D5, D7 reprogramming differentially expressed genes (DEGs). **F** GO enrichment analysis of upregulated and downregulated genes in *Zfp266* KO reprogramming. **G** Principal component analysis of *Zfp266* Wt and KO RNA-Seq samples. Blue dots indicate Wt samples, red dots indicate KO samples, three samples per timepoint. Source data are provided as a Source Data file.

To assess further the function of ZFP266, we examined the gene expression changes associated with its depletion (Supplementary Data 3). *Zfp266* gRNA expression in Cas9 TNG MKOS MEFs caused >80% out-of-frame insertion-deletion mutations (indels) (Supplementary Fig. 4A). Nevertheless, RNA-seq of MEFs 4 days after *Zfp266* sgRNA transduction revealed only 4 differentially expressed genes (DEGs) (FDR < 0.05, log2FC > |1 | ), demonstrating that loss of ZFP266 alone was not sufficient to cause drastic gene expression changes in MEFs (Fig. 3E, Supplementary Data 4). In contrast, the number of DEGs between *Zfp266* KO and wild-type cells rapidly increased during reprogramming from 24 at day 3, to 222 at day 5, and to 1761 at day 7 (Fig. 3E, Supplementary Data 5–7). The majority of DEGs at day 3 and day 5 were upregulated (75% and 67% respectively, Fig. 3E), consistent with the predicted role for *Zfp266* as a transcriptional suppressor. Enhanced up-regulation of pluripotency-associated genes *Piwil2* and *Dppa5a* at day 3, and *Nanog, Esrrb, Dppa2*, *Tcl1*, etc. at day 5, was already detected in *Zfp266* KO (Fig. 3E). Furthermore, over 60% (11/18), 80% (120/149), 69% (575/835) of up-regulated DEGs in *Zfp266* KO cells at day 3, 5, 7 of reprogramming were genes more highly expressed in ESCs compared to MEFs (FDR < 0.05, log2FC > |1 | ) (Fig. 3E, green, Supplementary Data 8). Gene ontology (GO) enrichment analysis identified ‘stem cell population maintenance’ in day 5 and ‘response to leukemia inhibitory factor’ in day 7 up-regulated DEGs as the most enriched terms (Fig. 3F), while downregulated DEGs at day 7 were significantly enriched in developmental and differentiation terms (Fig. 3F). Principal component analysis (PCA) also indicated that gene expression changes that have occurred in *Zfp266* KO reprogramming at day 5 and 7 reflected an accelerated transition towards a pluripotent state, while *Zfp266* KO iPSCs and ESCs clustered together with wild-type iPSCs/ESCs (Fig. 3G). iPSC clones generated in *Zfp266* KO reprogramming (*Zfp266* KO iPSCs) had comparable pluripotency gene expression, proliferation rate, and an in vitro differentiation capacity to wild-type iPSC clones (Supplementary Fig. 4B–D). Nevertheless, when global gene expression was closely examined, *Zfp266* KO and wild-type iPSCs exhibited 956 DEGs (FDR < 0.05, log2FC > |1 | ) (Supplementary Fig. 4E). It was in contrast to a relatively small number of DEGs (206, FDR < 0.05, log2FC > |1 | ) between *Zfp266* KO and wild type ESCs (Supplementary Fig. 4F). Enriched GO terms in the Zfp266 KO/wild type iPSC DEGs were diverse, with some overlap with those in the Zfp266 KO/wild type ESC DEGs (Supplementary Fig. 4G, H). Taken together, these data indicate that *Zfp266* KO enhances and accelerates reprogramming by permitting a more efficient activation of pluripotency genes by OSKM, while this is accompanied by altered expression of some other genes that would not be affected when *Zfp266* is knocked out in a pluripotent state.

### *Zfp266* KO in MEFs results in chromatin opening at B1 SINE-containing ZFP266 binding sites

One possible mechanism by which ZFP266 impedes reprogramming is that it binds and suppresses the pluripotency loci in MEFs and other differentiated cells. To investigate this possibility, we mapped ZFP266 binding sites in MEFs using DamID-seq, which does not required specific antibodies^37,38^. This identified 15,119 unique ZFP266 binding sites (Fig. 4A), predominantly situated in introns or intergenic regions (Supplementary Fig. 5A, Supplementary Data 9). These ZFP266 binding sites have low chromatin accessibility as measured by ATAC-seq in MEFs, 72 h after reprogramming, as well as in iPSCs^39^ (Fig. 4A). 

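In DamID-seq, the protein of interest is fused to the bacterial DNA adenine methyltransferase Dam, which methylates the adenine of GATC sequences close to where the fusion protein sits. DpnI then cuts only methylated GATC sites, DpnII cuts the unmethylated ones, and the fragments with methylated ends are amplified and sequenced. MEFs (mouse embryonic fibroblasts) were nucleofected with a plasmid for Dam-ZFP266 in 5 samples and with a plasmid for Dam only in 5 samples, and were sorted 48 h later. Dam alone methylates accessible chromatin, so the Dam only samples give the background. The authors removed adapters, aligned the paired reads to GRCm38, removed mitochondrial and blacklisted reads, and counted the reads on each DpnII fragment, that is, on each stretch between neighbouring GATC sites. Daim then called peaks of Dam-ZFP266 over Dam only across the 10 samples, and the outcome is 1 list with the position, score, signal value, p and q of each peak. The list pools the samples, so the read depth of each sample and the spread between replicates are unknown, and no sample could be left out. All errors given for the peaks are therefore those of random control regions, not of biological replicates.

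Every peak start and every peak end lay 2 bases into a GATC of GRCm38, and no peak ran past a chromosome end, so each peak is a run of whole DpnII fragments. Of the peaks, 8417 (55.7%) were 1 fragment and 3020 (20.0%) were 2 fragments. The genome held 6669599 such fragments with a median length of 260 bp, and 8.66% of them were at least 1000 bp long, while 70.4% of the peaks made of 1 fragment were. Peaks were compared with 1000 sets of control regions, each with the chromosome and length of its peak, a start at a random GATC site and no assembly gap. Control regions placed uniformly and control regions matched for GC content (the closest of 20 candidates) were also used. After the data had been seen, 4 further kinds were added. Regions within 100 kb of the peak and free of peaks were the first of these, and regions of as many DpnII fragments as the peak and of its length to within 5% were the second. The last 2 were such fragment-matched regions that were also matched for GC content, and fragment-matched regions within 1 Mb and free of peaks. A ratio below is the share of peaks over the mean share of control regions starting at a GATC, unless another kind is named, and its p is a two-sided permutation p from the rank among the 1000 sets, which cannot be smaller than 0.002.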

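The 15119 peaks had a median length of 1777 bp (range 193 to 93799 bp) and together covered 1.18% of the ungapped genome. Peaks were assigned by their midpoint, with a promoter taken as 1000 bp upstream to 100 bp downstream of a transcript start and with the curated RefSeq transcripts of GRCm38. Introns or intergenic regions held 14302 peaks (94.6%), against 95.3% of control regions (ratio 0.992, permutation p = 0.002, the smallest possible). The direction of this small difference depended on the control regions. With GC matching it was smaller and did not pass the test (ratio 0.996, permutation p = 0.0619). With fragment-matched regions it was about as small and passed (ratio 0.996, permutation p = 0.038). Against regions within 100 kb the share was higher in peaks (ratio 1.01, permutation p = 0.002, the smallest possible). Taken separately, introns held 6871 peaks (45.4%, against 36.3% of control regions) and intergenic regions 7431 (49.2% against 59.0%), each with permutation p = 0.002, the smallest possible. Exons held 295 peaks (1.95% against 2.37%, permutation p = 0.002, the smallest possible). Regions around transcript ends held 172 peaks, a share of 1.14% that did not differ from the 1.08% of control regions (permutation p = 0.513). When peaks less than 1 kb apart were joined, 13505 separate loci remained, fewer than the mean of 14807 in the control sets (ratio 0.912, permutation p = 0.002, the smallest possible), and with joining up to 5 kb the ratio was 0.806.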

ZFP266 binding sites were predominantly enriched for somatic AP-1 TF motifs (Fig. 4B), and little OSKM binding was observed at the same loci in 48 hr reprogramming or ESC ChIP-Seq datasets^40,41^ (Supplementary Figure 5B, C). This disputed the idea that ZFP266 functions as a suppressor at the pluripotency-related gene loci in differentiated cells. Thus, we investigated whether any TE families were enriched in ZFP266 binding sites, since many KRAB-ZFPs are known to bind and suppress transcription of TEs^15^. 

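The AP-1 core motif TGACTCA, or TGAGTCA on the other strand, occurred at least once in 6688 of the peaks (44.2%) and in 25.4% of control regions (range over the 1000 sets 24.1 to 26.7%). The ratio was 1.74 (adjusted permutation p = 0.00266 with Benjamini-Hochberg adjustment over the 4 motifs tested). It ranged from 1.57 against control regions matched for fragments and GC content to 2.28 in the central 200 bp of the peaks. Motif positions were exact matches to a consensus, whereas Fig. 4B rests on position weight matrices, so the shares are not on the scale of that figure. A KLF core motif (CCMCRCCC, where M is A or C and R is A or G) was found in 6332 peaks (41.9% against 30.6%, ratio 1.37, adjusted permutation p = 0.00266), and its ratio fell to 1.11 against regions within 100 kb. A SOX motif (CCATTGT) was found in 3838 peaks, a lower share than in control regions (25.4% against 29.5%, ratio 0.861, adjusted permutation p = 0.00266). This deficit was not detectable against fragment-matched regions within 1 Mb (ratio 1.01, permutation p = 0.346). An OCT4::SOX2 motif was found in 11 peaks (0.0728% against 0.0985%, adjusted permutation p = 0.416). In the central 200 bp 0 peaks had it, against 0.00900% of control regions, a difference within the spread of the control sets (permutation p = 0.527). The ChIP-seq data sets on OSKM binding were not used here.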

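B1 SINEs are a family of short retrotransposed repeats of the mouse genome. They were located in GRCm38 by blastn with the B1 SINE consensus sequence of 145 bp that the paper gives, at no less than 80 bp and 70% identity, which found 281541 elements with a median identity of 86.6% and a median aligned length of 137 bp. No repeat annotation was used, and other SINE families were not analysed here. At least 1 base of a B1 SINE lay in 4974 peaks (32.9%) and in 17.3% of control regions (range over the control sets 16.4 to 18.2%), a ratio of 1.90 (permutation p = 0.002, the smallest possible). Control regions within 100 kb of the peaks moved this ratio most. They held a B1 SINE in 25.7% of cases, and the ratio was 1.28 (permutation p = 0.002, the smallest possible). The fraction of bases that the reference genome marks as repeats of any family was lower in peaks than in control regions (0.280 against 0.377, permutation p = 0.002, the smallest possible).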

In line with this, we found the 15,119 ZFP266 DamID-seq peaks in MEFs were highly enriched in SINEs with about two-thirds (10,523) overlapping with SINEs (Fig. 4C, D). 

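With a stricter definition of a B1 SINE (at least 100 bp at 85% identity), 3550 peaks (23.5%) held one against 10.0% of control regions, a ratio of 2.34 (permutation p = 0.002, the smallest possible). The ratio rose with the similarity to the consensus. It was 1.48 for B1 SINEs under 80% identity, 1.76 from 80 to 90%, 2.57 from 90 to 95% and 2.73 at 95% or more, the last class being present in 474 peaks. For elements under 80% identity the direction changed against regions within 100 kb, where the ratio was 0.917 (permutation p = 0.004). The 3779 peaks with the highest score in the authors' deposited table held a B1 SINE in 38.9% of cases (19.0% of their control regions, ratio 2.05). The 3779 with the lowest score held one in 28.2% (16.3%, ratio 1.73), and the difference of 0.313 between these ratios was larger than in any control set (permutation p = 0.002, the smallest possible). Peaks with a high score were longer (median 1999 bp against 1658 bp), which the length-matched control regions take into account. With control regions matched for GC content the ratio of all peaks was 1.69, and with fragment-matched regions it was 1.80 (each permutation p = 0.002, the smallest possible).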

Of SINE subfamilies, B1 SINEs in particular exhibited both the most significant enrichment and the most abundant overlap with ZFP266 binding sites (Fig. 4C, D). Furthermore, de novo motif analysis of ZFP266 binding sites identified 3 long de novo motifs which all corresponded to parts of the B1 SINE consensus sequence (Fig. 4E), suggesting that ZFP266 might bind B1 SINEs.

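The consensus of Fig. 4E reads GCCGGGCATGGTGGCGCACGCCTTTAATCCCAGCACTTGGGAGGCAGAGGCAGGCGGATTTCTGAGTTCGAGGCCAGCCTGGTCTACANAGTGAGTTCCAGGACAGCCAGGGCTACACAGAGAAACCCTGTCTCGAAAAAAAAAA. The first motif marked on it is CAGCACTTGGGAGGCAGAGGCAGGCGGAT, the second is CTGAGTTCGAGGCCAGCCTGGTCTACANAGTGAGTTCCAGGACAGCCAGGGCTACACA, and the third is its terminal run of A. A B1 SINE whose alignment spanned the first motif was present in 4756 peaks (31.5% against 16.3% of control regions, ratio 1.93), and one spanning the second in 4635 peaks (30.7% against 15.6%, ratio 1.96). A run of 10 A on either strand, in or outside a SINE, was present in 5933 peaks (39.2% against 32.4%, ratio 1.21). All 3 had permutation p = 0.002, the smallest possible. The first 2 counts largely repeat the 4974 peaks with any B1 SINE (ratio 1.90), since most elements span both motifs. A shared base anywhere in the element counted, so they are no separate evidence for these motifs. Within 250 bp after the peak midpoint, 3.14% of bases lay in a B1 SINE, compared with 2.30% in the first and 2.36% in the last 250 bp of the window reaching 5 kb to each side. The density of AP-1 core motifs was 0.388 per kb at the midpoint and 0.207 and 0.203 per kb at the ends of the window. B1 SINEs had a plateau rather than a narrow summit, with 3.04% of bases already at 1000 to 750 bp before the midpoint. AP-1 motifs in that bin were at 0.296 per kb.

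**Figure D1:**
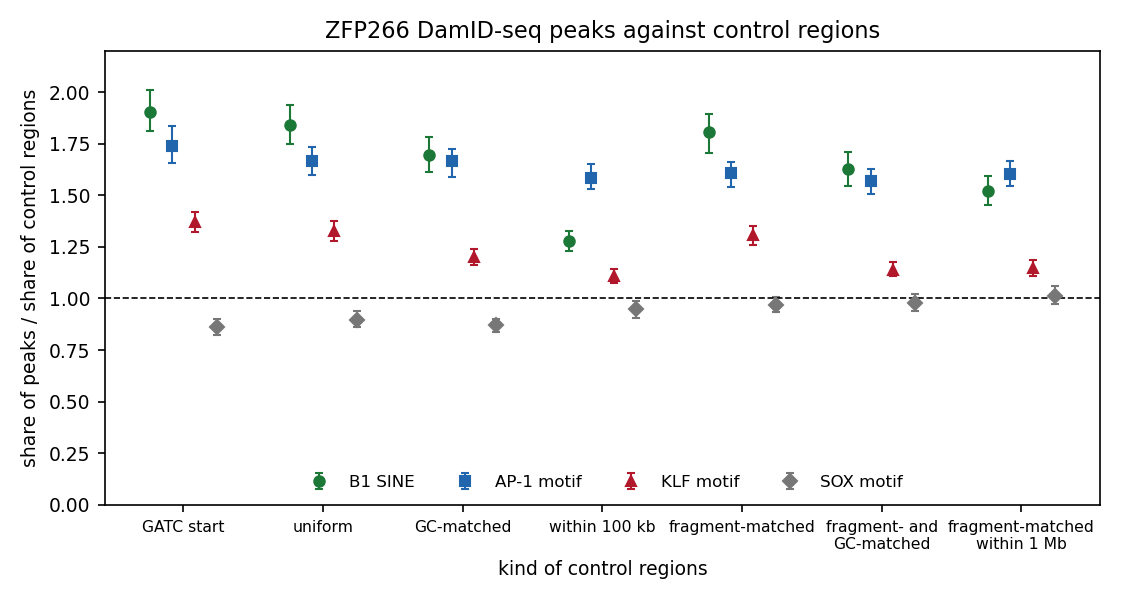
Share of DamID-seq peaks with a B1 SINE (circles), an AP-1 motif (squares), a KLF motif (triangles) or a SOX motif (diamonds) divided by the mean share of control regions (vertical axis), for the 7 kinds of control regions (horizontal axis). Bars run from the ratio to the highest control set to the ratio to the lowest of the 1000, the dashed line marks equal shares, and the B1 SINE ratio is lowest, at 1.28, against regions within 100 kb.

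**Figure D2:**
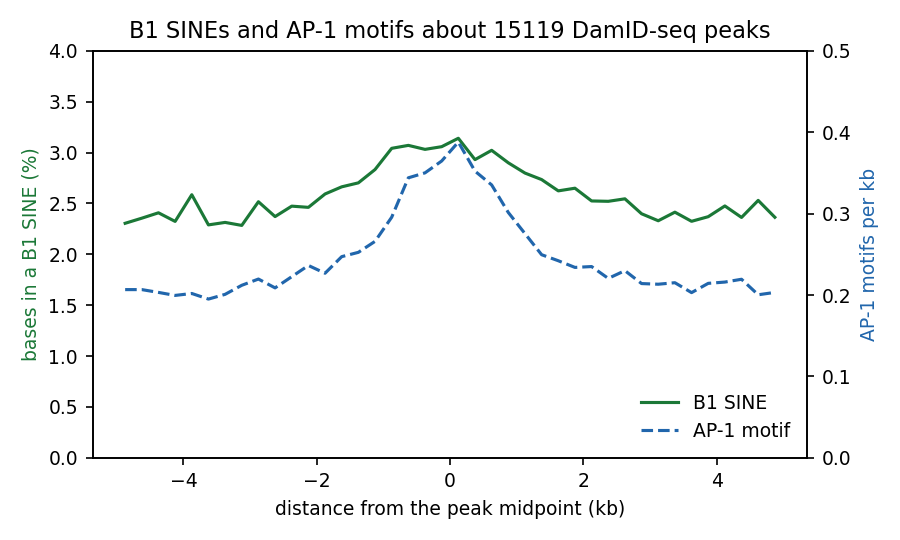
Percent of bases in a B1 SINE (solid line, left axis) and AP-1 motifs per kb (dashed line, right axis) in bins of 250 bp up to 5 kb to each side of the midpoints of the 15119 peaks (horizontal axis, distance in kb). Both lines have their highest bin next to the midpoint, at 3.14% and 0.388 per kb. The B1 SINE line is nearly level within 750 bp of the midpoint, from 2.93 to 3.14%.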

**Fig. 4:**
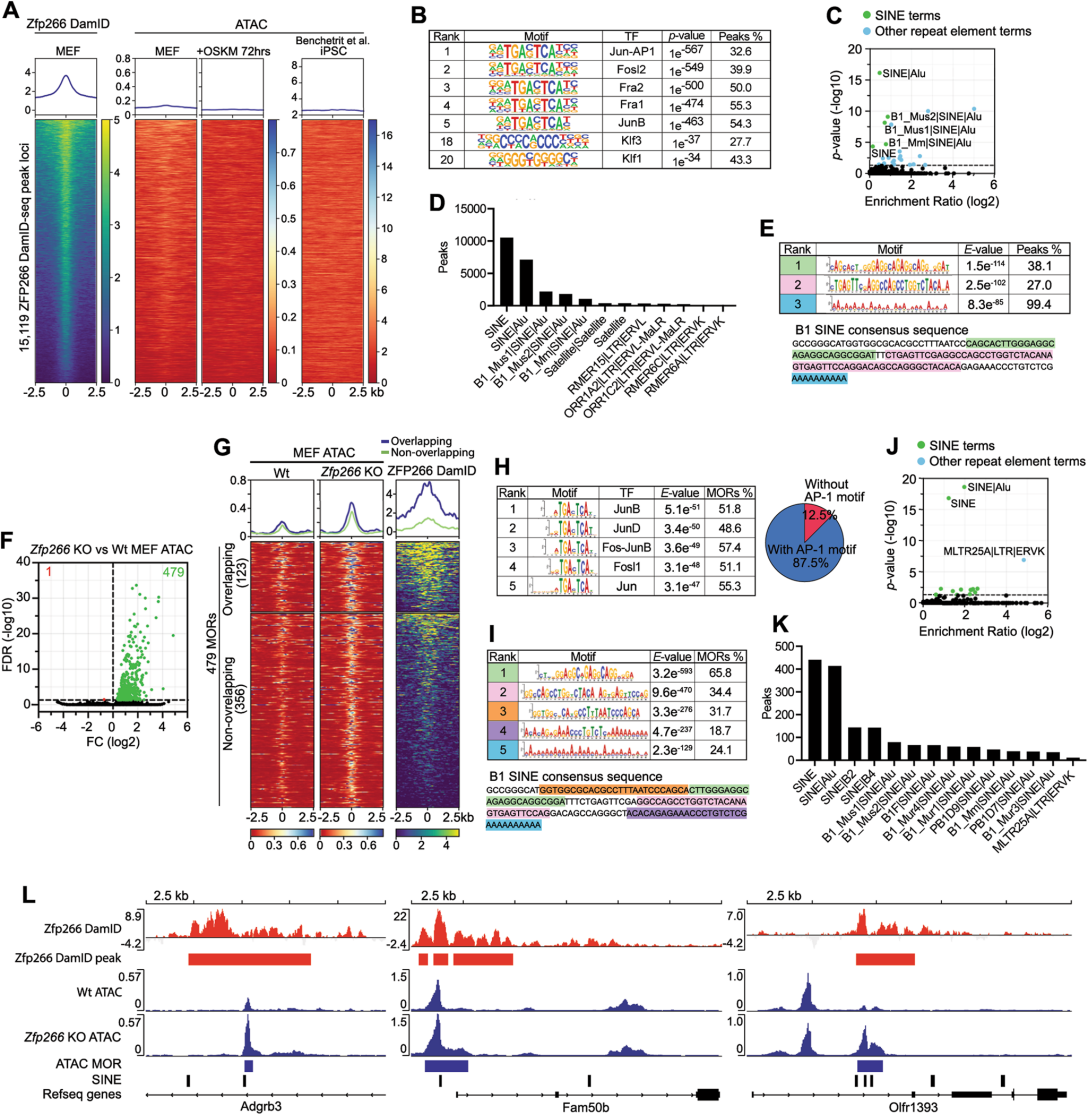
*Zfp266* KO in MEFs results in chromatin opening at the SINE-containing ZFP266 binding sites. **A** ZFP266 DamID-seq signals in MEFs, ATAC-seq signals in MEFs, +72 h of reprogramming, and iPSCs at the ZFP266 DamID-seq peak loci. **B** Motif enrichment analysis with HOMER on ZFP266 DamID-seq peaks. **C** Significance and fold enrichment ratio of transposable element (TE) families overlap with Dam-ZFP266 peaks. Green dots indicate significantly enriched SINEs, blue dots indicate other significantly enriched TEs. The *p*-values were calculated by the cumulative hypergeometric distribution (a one-tailed test) in **B** and **C**. **D** Number of ZFP266 DamID-seq peaks that overlap with TEs. **E** De novo motif discovery analysis with MEME on ZFP266 DamID-seq peaks. The identified motifs correspond to parts of the B1 SINE consensus sequence, indicated by matching colors. **F** Volcano plot of *Zfp266* KO vs Wt MEF ATAC-seq. Green and red dots indicate more open regions (MORs) and more closed regions in *Zfp266* KO MEFs, respectively (FDR < 0.05). **G** ATAC-seq and ZFP266 DamID-seq signals in the *Zfp266* KO MEF MORs, overlapped (top) and non-overlapped (bottom) with ZFP266 DamID peaks in MEFs. **H** Motif enrichment analysis on *Zfp266* KO MEF MORs. Percentages of MORs containing each motif and AP-1 motif are indicated. **I** De novo motif discovery analysis on *Zfp266* KO MEF MORs. The top five most significant motifs correspond to parts of the B1 SINE consensus sequence, indicated by matching colors. **J** Significance and fold enrichment ratio of transposable element (TE) families overlap with Zfp266 KO MEF MORs. Green dots indicate significantly enriched SINEs, blue dots indicate other significantly enriched TEs. The *p*-values were calculated by the cumulative hypergeometric distribution. **K** Number of *Zfp266* KO MEF MORs that overlap with TEs. **L** Examples of *Zfp266* KO MEF MORs (Blue) with SINE (black), overlapping with ZFP266 DamID-seq peaks (red).

We next examined how depletion of ZFP266 might affect chromatin accessibility. To this end, we performed ATAC-Seq of *Zfp266* KO MEFs and identified 479 more open regions (MORs) compared to WT MEFs, while only one locus was found to be a more closed (Fig. 4F and Supplementary Data 10). Considering the predicted suppressor function of ZFP266, we next examined whether ZFP266 binds to the MORs in wild-type MEFs. 

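The 479 regions that are more open in *Zfp266* KO MEFs were taken from the paper's Supplementary Data 10 with their coordinates (median length 982 bp), and the DamID-seq peaks from the deposited list. At least 1 base was shared with a peak by 127 MORs (26.5%, Wilson 95% interval 22.8 to 30.6%). The same regions placed at random on their chromosomes with their lengths kept met a peak in 1.93% of cases on average and in at most 5.01% over 10000 placements. The ratio was 13.7 (two-sided permutation p = 0.0002, the smallest that 10000 placements can give). Placing the regions only within 100 kb of their origin lowered the ratio most, to 5.94, with the same p. No placement of MORs, here or below, was matched for accessibility, so accessible chromatin as such stays open as a cause. Peaks covered at least 50% of the MOR in 88 cases (18.4%). A B1 SINE lay in 54.3% of the MORs and in 12.3% of the placed regions. By the paper's own ATAC-seq values, the median log2 fold change of accessibility in KO was 0.97 for MORs with a peak and 1.12 for MORs without one, a difference that did not pass a permutation test (two-sided p = 0.0635 from 100000 resamples). Read coverage of DamID-seq at single MORs was not analysed here.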

Although only about 25% (123/479) of *Zfp266* KO MEF MORs overlapped with ZFP266 DamID-seq peaks, non-overlapped MORs also had increased DamID-seq signals albeit at a lower level (Fig. 4G), unlike randomly selected control regions with similar chromatin accessibility (Supplementary Fig. 5D). This suggests that more than 25% of MORs are likely bound by ZFP266, while they were not identified as a ‘peak’ with our DamID-seq peak calling pipeline due to the cut-off criteria and/or technical limitations. 

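Of the 352 MEF MORs that shared no base with a DamID-seq peak, 56 (15.9%) had a peak within 5 kb. Among randomly placed regions that met no peak, 4.77% had one within that distance (ratio 3.34, two-sided permutation p = 0.0002, the smallest possible). When the regions were placed within 100 kb of their origin, 11.1% had a peak that near, and the ratio fell to 1.44 (permutation p = 0.0014). The length of the DpnII fragment at the MOR midpoint, which limits the resolution of DamID-seq, differed by less than the sampling noise between MORs with a peak (median 657 bp) and without (median 635.5 bp, two-sided permutation p = 0.832 from 100000 resamples). With the MORs sorted by this length into 4 groups, the share with a peak was 25.8% on the shortest fragments, 26.1% and 22.7% in the middle groups and 31.4% on the longest. A peak was present at 76 of the 260 MORs with a B1 SINE (29.2%) and at 51 of the 219 without (23.3%), a difference that Fisher's exact test did not resolve (odds ratio 1.36, two-sided p = 0.147).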

In fact, similar to ZFP266 DamID-seq peaks in MEFs, *Zfp266* KO MEF MORs were mainly located in intergenic regions and introns (Supplementary Fig. 5E), and enriched in AP-1 TF motifs, with 87% of all *Zfp266* KO MEF MORs containing at least one AP-1 TF motif (Fig. 4H). De novo motif discovery analysis also identified 5 motifs that overlap with the B1 SINE consensus sequence (Fig. 4I), consistent with the fact that SINEs were the most enriched repetitive element (Fig. 4J), and 92% (441/479) of *Zfp266* KO MEF MORs had at least one SINE (Fig. 4K). Overall, these data suggest that ZFP266 binds to B1 SINEs in MEFs to keep target loci closed, and removal of ZFP266 allows TFs that binds nearby, like AP-1 TFs, to facilitate chromatin opening (Fig. 4L). However, ZFP266 does neither bind to nor regulate pluripotency gene loci in MEFs.

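The loci of Fig. 4L were read from the peak list, the paper's table of MORs and GRCm38. The MOR in an intron of *Adgrb3* lies on chromosome 1 from 25199382 to 25199813, with a log2 fold change in KO of 1.70 by the paper. It sits inside a peak from 25196453 to 25202843, with a signal value of 0.93 in the authors' deposited table. A B1 SINE on the minus strand from 25199308 to 25199441, 80.3% identical to the consensus, reads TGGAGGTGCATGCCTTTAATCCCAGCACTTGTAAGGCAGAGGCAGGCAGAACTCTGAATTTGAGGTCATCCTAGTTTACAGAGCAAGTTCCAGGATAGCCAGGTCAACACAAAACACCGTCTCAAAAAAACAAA. An AP-1 core motif (TGAGTCA) follows at 25199597 to 25199603. The MOR at *Olfr1393* lies on chromosome 11 from 49273376 to 49274344, within the extent of the gene but between its curated transcripts (log2 fold change 2.25 by the paper). Its peak runs from 49273326 to 49275588, with a signal value of 0.78 in the authors' deposited table. Here a B1 SINE of 100 bp, from 49273283 to 49273382 on the plus strand at 79.2% identity, overlaps only the edge of the MOR, and an AP-1 core motif lies at 49273591 to 49273597. The MOR at *Fam50b* lies on chromosome 13 from 34733322 to 34735409 with its midpoint in the promoter (log2 fold change 0.62 by the paper). It is met by a peak from 34733021 to 34733461 and by another from 34734702 to 34737584, with signal values of 1.64 and 1.50 in the authors' deposited table. It held 2 AP-1 core motifs, at 34734037 and 34735252, and no B1 SINE by the length and identity limits used. The paper's reasoning starts from the B1 SINEs in the DamID-seq peaks and the de novo motifs that match B1. It takes in the share of MORs that meet a peak and the raised DamID-seq signal at the other MORs. It ends with the SINEs, de novo B1 motifs and AP-1 motifs within the MORs. From these, the paper proposes that ZFP266 sits on B1 SINEs in MEFs and keeps the loci closed, and that nearby TFs such as AP-1 open them once ZFP266 is gone. Its later luciferase assays in HEK293T cells, with B1 SINEs present or deleted, are further evidence that it gives for binding to B1 SINEs.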

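A list of 15 genes was taken from the paper, 9 of which it calls pluripotency genes or markers and 6 of which (*Sall4*, *Klf2*, *Fbxo15*, *Dnmt3l*, *Tet1* and *Tet2*) it names only among pluripotency genes or other genes highly expressed in ESCs. A DamID-seq peak lay in the gene or within 10 kb of it for 5 of them (*Nanog*, *Pou5f1*, *Sall4*, *Esrrb* and *Tet1*). Random lists of 15 protein-coding genes of similar length had 4.14 such genes on average (range 0 to 11), and the difference was within the spread of the lists (ratio 1.21, two-sided permutation p = 0.792 from 10000 lists). Within the gene itself, *Esrrb* and *Tet1* had a peak, 2 genes against a mean of 2.62 in the lists (permutation p = 0.982). With only the peaks that have an FDR under 0.05 and a signal value above 1 in the authors' deposited table, a subset chosen after the values had been seen, 4 genes had a peak within 10 kb against 1.54 (ratio 2.60, permutation p = 0.109). Of the 9 genes alone, a split made after the values had been seen, 3 had a peak within 10 kb (*Nanog*, *Pou5f1* and *Esrrb*) against 2.28 (ratio 1.31, permutation p = 0.818). Within the gene itself only *Esrrb* of these 9 had a peak, 1 gene against 1.35 (ratio 0.739). The *Esrrb* peak lies in an intron on chromosome 12 from 86395999 to 86397448. *Tet1* held 2 peaks, one of which lies in an intron on chromosome 10 from 62844733 to 62848188. That peak does not reach an FDR under 0.05 in the authors' deposited table (−log10 q 1.04). The peak nearest to *Nanog* lies 6534 bp from the gene, on chromosome 6 from 122699429 to 122700954. That of *Pou5f1* lies at a distance of 6053 bp, on chromosome 17 from 35498580 to 35499978. For *Sall4* the distance is 5686 bp, to a peak on chromosome 2 from 168742372 to 168742645, which does not reach that FDR either (−log10 q 1.14). Of the other genes, *Dppa5a* had a peak within 50 kb, at 16451 bp, and the nearest peak to *Dppa4* was 405567 bp away. With 15 genes, only a large departure from the random lists could have been detected.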

### *Zfp266* KO in reprogramming results in chromatin opening at B1 SINE-containing OSK binding sites

In order to address why *Zfp266* KO results in significant reprogramming enhancement, we performed ATAC-seq 72 h after reprogramming with and without *Zfp266* KO. Similar to the KO effects in MEF, *Zfp266* KO reprogramming cells exhibited 1522 MORs, the majority of which were situated in intergenic regions and introns (Supplementary Fig. 6A), with only 86 more closed regions compared to wild-type cells (Fig. 5A, Supplementary Data 11). They were also significantly enriched in SINEs, particularly B1 SINEs (Fig. 5B), with >90% (1459/1522) of MORs containing at least one SINE (Fig. 5C). De novo motif discovery analysis also identified motifs that correspond to the B1 SINE consensus sequence as the most significant motifs (Fig. 5D). However, these loci hardly overlapped with *Zfp266* KO MEF MORs (Fig. 5E), suggesting a context dependency for which loci become more open in the absence of ZFP266. The overlap with MEF ZFP266 DamID-seq peaks was also minimal, with only ~10% of MORs overlapping (Supplementary Fig. 6B), and non-overlapped MORs did not have increased DamID-seq signals compared to the control regions with a similar chromatin accessibility (Supplementary Fig. 6B). This indicated that upon OSKM expression, ZFP266 changes binding sites at which it regulates chromatin accessibility. 

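Supplementary Data 11 lists 1522 MORs of *Zfp266* KO reprogramming cells (median length 975 bp), which were set against the same peaks. The peaks come from MEFs, not from reprogramming cells. Of these MORs, 179 (11.8%, Wilson 95% interval 10.2 to 13.5%) shared a base with a peak. Random placement gave 1.92% on average and at most 3.35%, a ratio of 6.14 (two-sided permutation p = 0.0002, the smallest possible). When each MOR was moved only within 100 kb, the ratio was 2.97 (permutation p = 0.0002, the smallest possible). These placements were not matched for accessibility either. Among the other 1343 MORs, 146 (10.9%) had a peak within 5 kb, while 4.68% of placed regions without a peak did (ratio 2.32, permutation p = 0.0002, the smallest possible). Against placement within 100 kb this ratio was 1.17 (9.30% of placed regions, permutation p = 0.0318). Distance to a peak is another measure than the read coverage of the MORs, which was not analysed here.

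**Figure D3:**
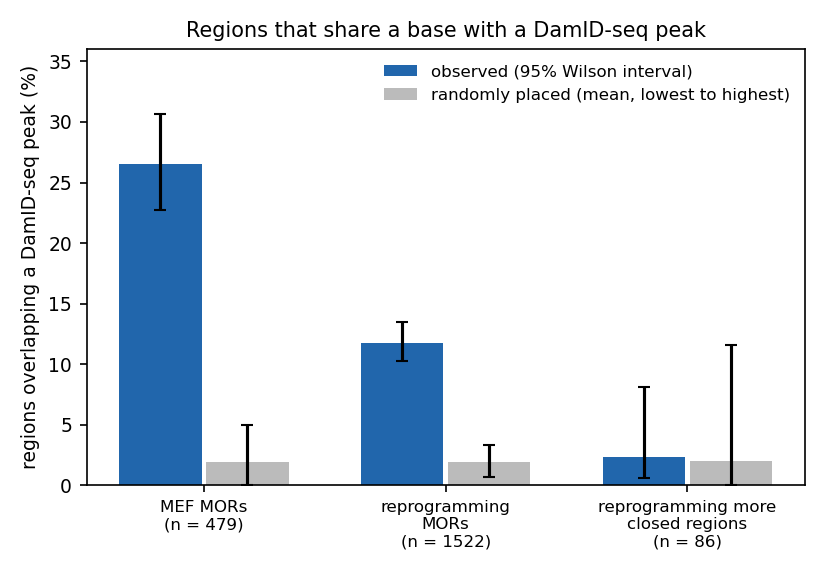
Percent of regions that share a base with a DamID-seq peak (vertical axis) for the 479 MEF MORs, the 1522 reprogramming MORs and the 86 more closed regions of reprogramming cells (horizontal axis). Dark bars are the observed shares with Wilson 95% intervals, grey bars the mean of 10000 random placements with their lowest and highest value, and the MEF MORs stand at 26.5% against 1.93%.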

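The shares of MEF and reprogramming MORs with a MEF peak differed (odds ratio 2.71, two-sided p = 1.31e-13, Fisher's exact test). The odds ratio stayed between 2.65 and 3.43 over the other settings, and was 2.86 (p = 1.81e-13, Fisher's exact test) with every MOR set to 500 bp about its midpoint. Of the 86 regions that are more closed in KO reprogramming cells, 2 met a peak (2.33%, Wilson 95% interval 0.640 to 8.09%), which did not differ from their random placements (1.97%, permutation p = 1.00). Reprogramming MORs met peaks more often than these closed regions (odds ratio 5.60, two-sided p = 0.00424, Fisher's exact test). DamID-seq in reprogramming cells was not analysed here, so the values speak only of the MEF peaks.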

TF motif enrichment analysis revealed that KLF, SOX, and the OCT4::SOX2 motifs were highly enriched in *Zfp266* KO reprogramming MORs, particularly with KLF family (KLF1, KLF5, KLF4, KLF9, KLF12) motifs identified in >90% of these MORs, while AP-1 TF motifs were also enriched (Fig. 5F). Next, we classified *Zfp266* KO reprogramming MORs into two groups using *K*-means clustering (Fig. 5G). The first cluster (121 regions) are open in both wild-type and *Zfp266* KO MEFs, and then becomes more closed upon reprogramming, while *Zfp266* KO cells are more resistant to this closing (cluster 1, Fig. 5G). The second cluster contained the majority (1401) of *Zfp266* KO reprogramming MORs, which are closed in both wild-type and *Zfp266* KO MEFs, and become open following reprogramming, an effect which is enhanced when *Zfp266* is knocked out (cluster 2, Fig. 5G). Cluster 2 indicates that removal of ZFP266 facilitates reprogramming factor-mediated chromatin opening. In fact, we observed OSK binding in cluster 2 reprogramming MORs with particularly strong KLF4 signal using published reprogramming 48-h ChIP-Seq datasets^41^ (Fig. 5H). Similar OSK binding was observed in an ESC ChIP-Seq dataset albeit to a lesser extent^40^ (Supplementary Fig. 6C), and about one third of the cluster 2 loci have an open chromatin state in iPSCs (Supplementary Fig. 6D), suggesting that some of the MORs are OSK targets in pluripotent cells. Interestingly, while both OSK binding and motifs were enriched close to the MOR peak summit (within 70 bp) (Fig. 5H, I), SINEs were depleted from summits and were instead enriched immediately upstream or downstream (~70 bp away from the summit) (Fig. 5I, J). Furthermore, B1 SINEs within the MORs had an orientation bias such that the 5’ head sequence was positioned inwards facing towards the peak summit (Fig. 5I, J). This positional and directional bias within the MOR was exclusive to B1 SINE subfamilies as B2 SINEs exhibited no such bias (Supplementary Fig. 6E). In order to make a careful analysis, we separated B1 SINEs within *Zfp266* KO reprogramming MORs into 4 groups based on its orientation and location; 1) on the positive strand and up-stream of MOR summits, 2) on the negative strand and up-stream of MOR summits, 3) on the positive strand and down-stream of MOR summits, and 4) on the negative strand and down-stream of MOR summits (Fig. 5K). When motif enrichment analysis was carried out with the midpoint of these ~140 bp B1 SINEs in the centre, it became clear that KLF and SOX motifs were enriched at/near the head and tail of B1 SINE, respectively (Fig. 5K). As the head and tail of B1 SINE are rich in G, and the tails are rich in A, it is possible that mutations in the B1 SINE sequence have resulted in the generation of KLF and SOX motifs, which are rich in G and A, respectively. The size of B1 SINE (~140 bp) is similar to the length of DNA wrapping the nucleosome core (~147 bp). When we examined nucleosome position against the B1 SINEs in *Zfp266* KO reprogramming MORs, we found that the midpoint of B1 SINEs were highly enriched in the nucleosome dyad in MEFs, indicating that nucleosomes are well-positioned in B1 SINEs. Interestingly, this means KLF/SOX motifs are enriched at the nucleosome DNA entry-exit sites (Fig. 5L, M). This feature was not specific to B1 SINEs within MORs and could be observed using all B1 SINEs, while enrichment of KLF4 motif was less prominent (Supplementary Fig. 6F). Notably, primate-specific Alu elements, which are closely related to rodent B1 SINEs, are also known to have strong association with nucleosomes^42^. Based on these data together with a report that somatic TFs’ binding sites drastically change upon OSKM expression^40^, we speculate that in response to reprogramming factor binding at KLF/SOX binding motifs in the head/tail of B1 SINEs, ZFP266 is recruited to those B1 SINEs during reprogramming, where it then acts to impede chromatin opening.

**Fig. 5:**
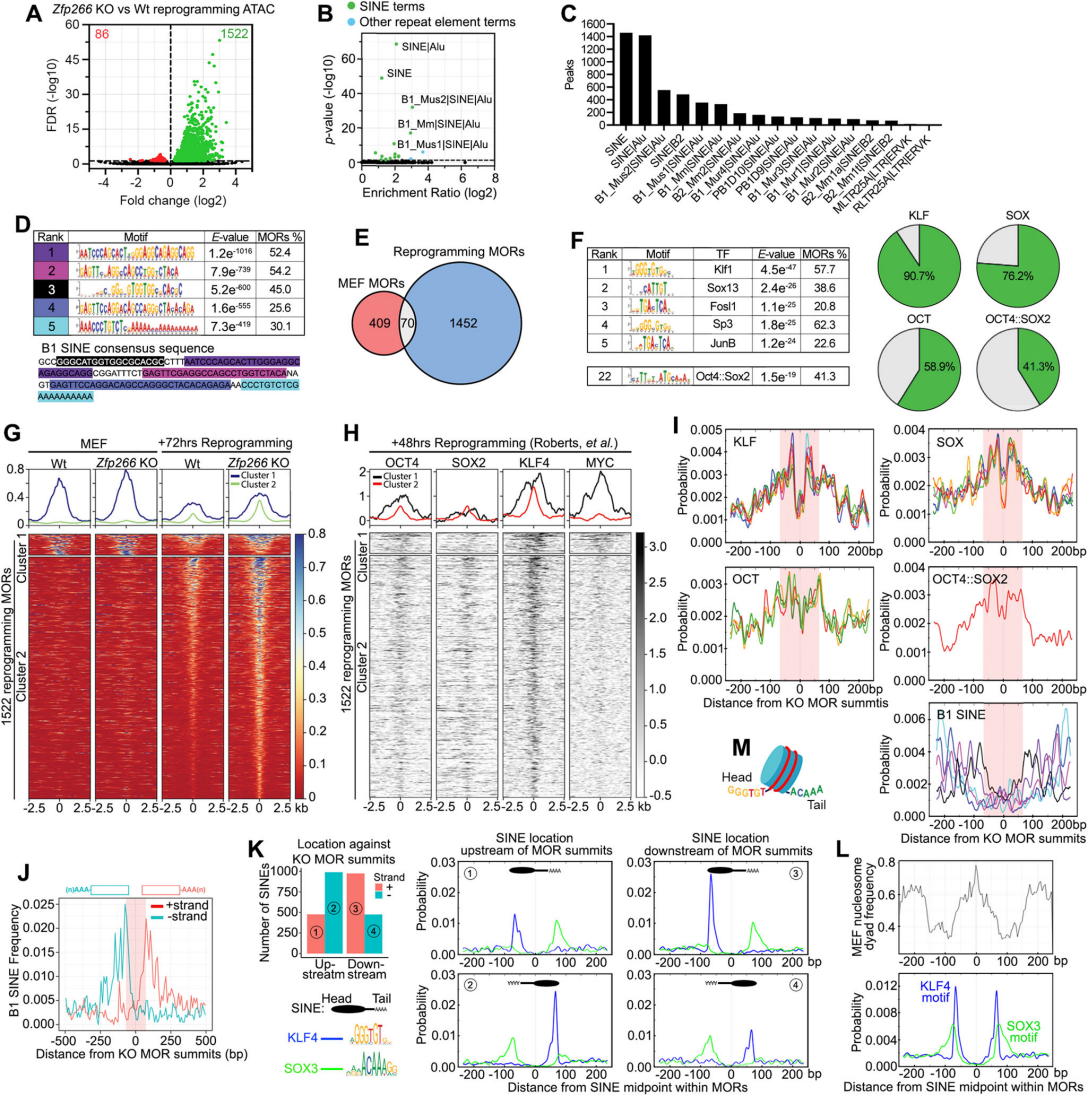
Reprogramming *Zfp266* KO MEFs results in chromatin opening at OSK bound, B1 SINE containing loci. **A** ATAC-seq volcano plot of *Zfp266* KO vs Wt reprogramming at 72 h. Green and red dots indicate more open regions (MORs) and more closed regions in *Zfp266* KO reprogramming, respectively (FDR < 0.05). **B** Significance and fold enrichment ratio of transposable element (TE) families within Zfp266 KO MEF MORs. Green dots indicate significantly enriched SINEs, blue dots indicate other significantly enriched TEs. The *p*-values were calculated by the cumulative hypergeometric distribution. **C** Number of *Zfp266* KO reprogramming MORs with TEs. **D** De novo motif discovery analysis on *Zfp266* KO reprogramming MORs. The motifs correspond to parts of the B1 SINE consensus sequence are indicated by matching colors. **E** Overlap between *Zfp266* KO MEF and *Zfp266* KO reprogramming MORs. **F** Motif enrichment analysis with *Zfp266* KO reprogramming MOR summits and percentages of MORs with KLF, SOX, OCT (POU) family and OCT4::SOX2 motifs. **G** Classification of *Zfp266* KO reprogramming MORs based on ATAC-seq signals in MEF and reprogramming 72 h. **H** Reprogramming 48 h OSKM ChIP-Seq heatmap at *Zfp266* KO reprogramming MORs. **I** KLF, SOX, OCT (POU) family, OCT4::SOX2 and SINE motif distribution within *Zfp266* KO reprogramming MORs. 70 bp from the summit is highlighted in pink. The colors of B1 SINE motifs correlate to those in **D**. **J** Orientation-biased distribution of B1 SINEs within *Zfp266* KO reprogramming MORs. Head of B1 SINE tends to locate on the MOR summit side. 70 bp from the summit is highlighted in pink. **K** Numbers of SINEs located on the plus (1, 3) or minus (2, 4) strand either upstream (1, 2) or downstream (3, 4) of the MOR summits in reprogramming MORs (left top). KLF4/SOX3 motif enrichment in each group with midpoint of B1 SINE in the centre (right four panels). **L** Nucleosome dyad frequency at B1 SINEs within reprogramming MORs using MNase-seq data with MEFs (GSM1004654) (top) and KLF4 and SOX3 motif enrichment at the same regions (bottom). **M** A model of nucleosome wrapped by B1 SINE with KLF and SOX motifs at the head and tail.

### Facilitating chromatin opening at ZFP266 targeted SINEs enhances reprogramming

In order to validate the binding of ZFP266 to SINEs, we generated an activator version of ZFP266 with the KRAB domain replaced by a flexible linker and three transactivating domains VP64, p65, and Rta (VPR)^43^ (Fig. 6A), and performed luciferase reporter assays using HEK293T cells. Enhanced luciferase expression was observed when VPR-*Zfp266*, but not blue fluorescent protein (BFP) or VPR only controls, was co-transfected with a reporter plasmid containing the B1 SINE consensus sequence upstream of a SV40 minimal promoter (Fig. 6B). Co-expression of wild-type *Zfp266* alongside VPR-*Zfp266* attenuated this reporter expression (Fig. 6C), confirming ZFP266 specifically binds B1 SINEs. We next examined whether VPR-ZFP266 can bind to *Zfp266* KO reprogramming MORs using the Luciferase assay. We selected SINE containing MORs in three genes, *B3gnt3*, *Piwil2,* and *Snx20*, whose transient up-regulation during reprogramming was significantly augmented by *Zfp266* KO (Fig. 6D). These loci are closed in MEFs, open up more in *Zfp266* KO cells upon reprogramming, and are bound by KLF4 at 48 h of reprogramming (Fig. 6E). Each MOR was cloned upstream of a minimal SV40 promoter in both a forward and reverse orientation in a luciferase reporter vector. We found that VPR-*Zfp266* could also enhance luciferase expression from these MOR reporter vectors (Fig. 6F), while co-expression of wild-type *Zfp266* ablated it (Fig. 6G). Deleting B1 SINE sequences from the *B3gnt3*, *Piwil2* and *Snx20* MORs diminished VPR-*Zfp266*’s ability to enhance luciferase expression, confirming that ZFP266 binds to reprogramming MORs specifically via B1 SINE sequences (Fig. 6H–J). We also confirmed that OSKM expression enhanced luciferase expression from the *B3gnt3* and *Snx20* MOR containing reporter vectors in MEFs (Fig. 6K), indicating that the MORs have OSKM-dependent regulatory activity. In addition, removing B1 SINE sequences from the *Snx20* MOR led to an increase in Luciferase expression following OSKM induction (Fig. 6L). While luciferase assays do not always reflect endogenous gene regulation, these data indicate that B1 SINEs function to repress reprogramming factor-mediated transactivation via ZFP266 binding. Finally, overexpression of the VPR-*Zfp266* together with OSKM led to accelerated and enhanced reprogramming with a robust appearance of *Nanog*-GFP^+^ colonies by day 9 (Fig. 7A, B). Taken together, we propose a model where 1) ZFP266 binds to B1 SINEs adjacent to KLF4/SOX2 binding motifs during reprogramming and acts to impede chromatin opening, and 2) KO of *Zfp266* (or recruitment of co-activators to these loci) tips the balance in favor of OSK, allowing them to establish a more open chromatin state to drive gene activation necessary for successful reprogramming (Fig. 7C).

**Fig. 6:**
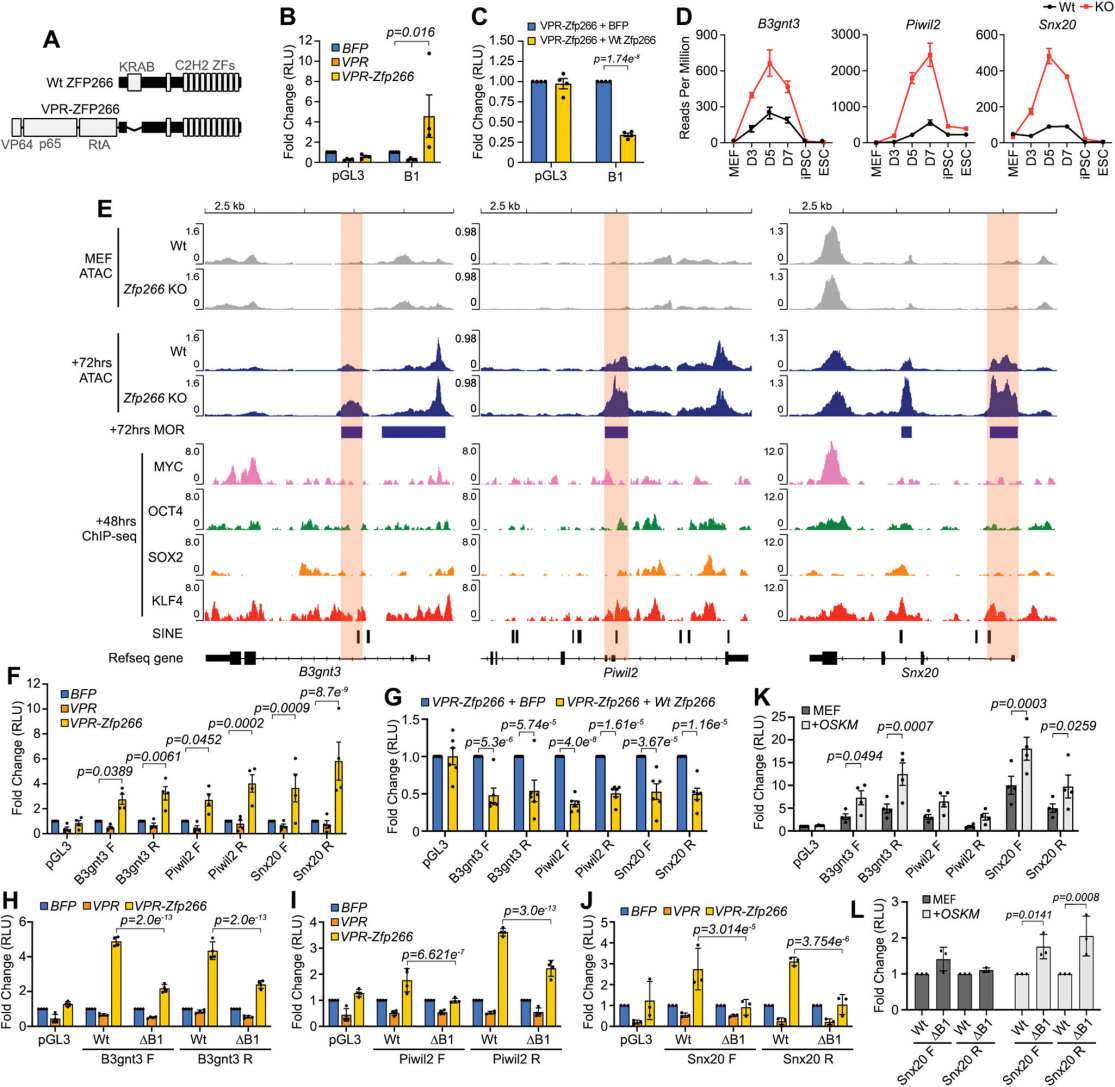
ZFP266 binds to B1 SINEs in Zfp266 KO reprogramming MORs to impede OSKM-mediated gene activation. **A** Diagram of Wt ZFP266 and a synthetic activator version of ZFP266, VPR-ZFP266. **B**, **C** Luciferase reporter assay with either an empty reporter vector pGL3 or with a reporter vector with the B1 SINE consensus sequence, co-expressed with either BFP, VPR only or VPR-*Zfp266* expression vectors (**B**), with either BFP or Wt *Zfp266* expression vectors in the presence of VPR-ZFP266 (**C**) in HEK293T cells. Data in B and C represent an average of 4 independent experiments. Error bars indicate SEM. RLU: Relative Light Units, significance calculated using a two-way ANOVA test. **D** *B3gnt3*, *Piwil2,* and *Snx20* mRNA expression from the *Zfp266* Wt and KO reprogramming RNA-seq data with 3 independent samples. **E** ATAC-seq, ChIP-seq signals at the *B3gnt3*, *Piwil2*, and *Snx20* MORs, cloned in both forward (F) and reverse (R) directions (relative to gene orientation) for luciferase reporter assays (highlighted in orange). Input subtracted ChIP-seq data are shown. **F**–**J** Luciferase reporter assay with an empty reporter vector pGL3 or vectors containing *B3gnt3*, *Piwil2,* and *Snx20* MORs co-transfected with either BFP, VPR only or VPR-*Zfp266* expression vectors (**F**), co-transfected with either BFP or Wt *Zfp266* expression vectors in the presence of VPR-ZFP266 (**G**), an empty reporter vector pGL3, vectors containing *B3gnt3* (**H**), *Piwil2* (**I**) and *Snx20* (**J**) MORs with (ΔB1) or without (Wt) B1 SINE deletion co-transfected with either BFP, VPR only or VPR-*Zfp266* expression vectors in HEK293T cells. **K**, **L** Luciferase reporter assay with empty reporter vector pGL3 or vectors containing *B3gnt3*, *Piwil2* and *Snx20* MORs (**K**), *Snx20* MOR reporter with (ΔB1) or without (Wt) B1 SINE deletion (**L**), using MEF with or without OSKM expression. **F**–**L**. Data represent an average of 3 (**J** and **L**), 4 (**F**, **H**, **I,** and **K**), and 6 (**G**) independent experiments. Error bars indicate SEM. *p-*values calculated using a two-way ANOVA test. Source data are provided as a Source Data file.

**Fig. 7:**
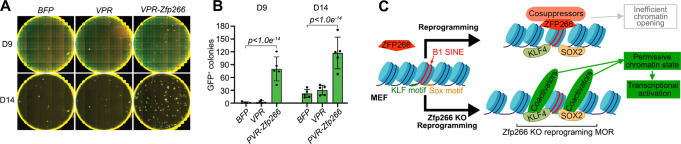
Chromatin accessibility at the ZFP266 target loci affects reprogramming efficiency. **A** Day 9 and day 14 after OSKM induction with overexpression of either BFP, *VPR* only or *VPR-Zfp266*. Red; mOrange, Green; *Nanog*-GFP. **B** Quantification of *Nanog*-GFP^+^ colony numbers at day 9 and day 14. Data represents an average of three independent experiments. Error bars indicate SEM. *p*-values calculated using a one-way ANOVA test. **C** Mechanistic model depicting how Zfp266 KO enhances reprogramming. Source data are provided as a Source Data file. B1 SINEs are strongly associated with nucleosomes and often have KLF and SOX motif at the head and tail due to **G** and **A** rich sequence, respectively. ZFP266 binds to some of SINEs in a cell type- and context-dependent manner. Upon reprogramming factor expression, ZFP266 is recruited to B1 SINE with KLF/SOX motifs at its head or tail, respectively, and impedes chromatin opening (top). Zfp266 KO results in increased chromatin accessibility in those loci, facilitating pluripotency gene expression.

In order to evaluate the possibility that this model acts on pluripotency gene induction, we looked into the positions of SINEs related to iPSC open chromatin loci. Of the 178,112 iPSC ATAC-seq peaks, 22% (39,353) had B1 SINEs, which were mostly closed in MEFs (Supplementary Fig. 7A). ~70 bp from the midpoint (i.e. head and tail regions) of these B1 SINEs are enriched in KLF and SOX motifs (Supplementary Fig. 7B), resulting in 21,150 iPSC ATAC-seq peaks with at least one B1 SINE and one KLF/SOX motif. 76 out of 137 genes with a GO term “stem cell population maintenance” were associated with such ATAC-seq peaks, including *Nanog, Esrrb,* and *Dppa2* (Supplementary Fig. 7C, D). Up-regulation of these pluripotency genes during reprogramming could be facilitated by lack of B1 SINE/ZFP266-mediated chromatin closing in *Zfp266* KO cells.

In order to investigate whether roles ZFP266 is conserved in human cell reprogramming, we first sought to identify the human orthologue of murine ZFP266. ZNF266, ascribed as the potential orthologue of ZFP266, displays a relatively low protein sequence similarity to ZFP266. However, two other KRAB-ZFPs, ZNF561, and ZNF562, have higher similarities (Supplementary Figures 8A, B), with ZNF561 having ~70% homology at the residues that specify target sequence (amino acids at positions −1, 2, 3, 6 within the ZF). Among those, only the overexpression of *ZNF561* led to the inhibition of mouse iPSC generation in the absence of endogenous *Zfp266* in a KRAB domain-dependent manner Supplementary Fig. 8C–F), indicating that ZNF561 is a possible orthologue of mouse ZFP266. Next, we examined if ZFP266 can bind to Alu elements in the human genome, which are closely related to Mouse B1 SINEs but have 2 7SL RNA-like sequences (Supplementary Fig. 8G). When the B1 SINE within the *Snx20* reporter was replaced by Alu, *VPR-Zfp266* could induce the reporter expression (Supplementary Fig. 8H), suggesting that ZFP266, and possibly ZNF561, can bind to Alu sequences. Nevertheless, *VPR-Zfp266* did not enhance human iPSC generation by OSKM (Supplementary Fig. 8I). Interestingly, only 5.9% of ATAC-seq peaks in human ESCs (9,210/155,757) contain an Alu sequence (Supplementary Fig. 8J), although KLF and SOX family motif enrichment were observed near the beginning of the 2nd 7SL-like sequence and at the end of these Alu within hESC ATAC-seq peaks, respectively (Supplementary Fig. 8K). In contrast, >20% of ATAC-seq peaks in mouse iPSCs (39,353/178,112) have B1 SINE, many of which are associated with pluripotency genes (Supplementary Fig. 7). We speculate that the non-conserved position of B1 SINE and Alu elements in the genome is in part contributing to *VPR-Zfp266* inability to enhance human iPSC generation.

## Discussion

Reprogramming towards iPSCs is a conflict between OSKM transcription factors trying to establish a pluripotent state and somatic factors trying to resist this disruption in cell identity. Our CRISPR screen identified 24 reprogramming roadblock genes, whose depletion facilitates OSKM-mediated pluripotency induction, including 8 previously reported roadblock genes. One of the most robust roadblock genes, *Zfp266*, is recruited to OSK binding sites through the recognition of adjacent B1 SINEs, where it impedes chromatin opening via its KRAB domain. This probably underlays the accelerated up-regulation of pluripotency gene by OSKM in both *Zfp266* KO and VPR-*Zfp266* overexpression reprogramming. In fact, many of *Zfp266* KO MORs at 72 h of reprogramming have an open chromatin state and bound by OSK in iPSCs/ESCs, and several of them are associated with pluripotency genes or other genes highly expressed in ESCs, including *Pou5f1, Sall4, Zfp42, Klf2, Piwil2, Fbxo15*, *Dnmt3l*, and *Tet1/2* (Supplementary Data 12). These genes were more efficiently up-regulated in *Zfp266* KO reprogramming compared to the control (Supplementary Data 3). In addition, more than 20% of iPSC open chromatin loci contained B1 SINEs, of which more than half had at least one KLF/SOX motif (Supplementary Figure 7). Therefore, depleting Zfp266 likely helps to accelerate the establishment of a pluripotent chromatin state. Loss of ZFP266 in MEFs resulted in only 4 DEGs, suggesting that ZFP266 may not play a significant role in a static state but act as a safeguard against drastic changes of cellular states mediated by newly expressed TFs and/or extracellular cues, such as cytokines. During early embryo development, i.e. 2–8 cell stage, ICM, and ESCs, SINEs, particularly B1 SINEs, are enriched in the open chromatin regions, but not in subsequent developmental stages^14^. The data from International Mouse Phenotyping Consortium shows that only 6.5% of pups from *Zfp266* heterozygous intercrosses are homozygous for the KO allele, presenting incomplete penetrance and suggesting possible roles of ZFP266 during development along with compensation mechanisms (https://www.mousephenotype.org/data/genes/MGI:1924769). Further investigation might reveal the roles of ZFP266 in B1 SINE region closing and regulation of neighboring genes during embryo development. A recent publication identified enrichment of B1 SINEs at the flanks of CD8 + T-cell specific enhancers^44^. Our analyzes revealed that B1 SINEs are strongly associated with nucleosomes, similar to Alu and LINE retrotransposons in human^42^. Moreover, we identified that B1 SINE-associated nucleosome DNA entry-exit sites are enriched in particular TF recognition motifs, including KLF and SOX family motifs. Thus, the positional bias of SINEs against regulatory regions/enhancers could be a much more general feature of B1 SINE, and SINEs could affect chromatin states via KRAB-ZFPs, while it could also be influenced by surrounding DNA sequences and/or other proteins. KLF4 has been shown to bind primate/human specific TEs in naive human ESCs and during reprogramming^13,19^. While B1 SINEs are restricted to rodents, KLF4 binding is enriched in the old world monkey-, ape-, and human-specific TEs, HERVH, HERVK, and SVA, in naïve human ESCs^19^. The enrichment of KLF4 binding in *Zfp266* KO reprogramming MORs with SINEs indicates the conserved function of KLF4 to regulate gene expression via TE-containing regions in reprogramming/pluripotency across species, which is of clear interest for further investigation. It has been reported that ~2/3 of human KRAB-ZFPs bind to TEs genome-wide, and KRAB-ZFPs suppress not only TEs, but also an expression of genes nearby^16,17^. Our results suggest a possibility that other KRAB-ZFPs could act as barriers in different TF-mediated cell conversions or differentiation of pluripotent cells to specific cell types, and therefore elimination of those obstacles or the use of engineered activator version of KRAB-ZFPs might realize more efficient cellular identity changes. Our CRISPR/Cas9-mediated genome-wide KO screening also identified several other genes whose inhibition of pluripotency induction would have never been predicted from transcriptomic analyzes. Further understanding how these genes hamper OSKM-mediated reprogramming will bring us a better understanding of how to control cellular identities.

## Methods

### Cell culture

MEFs were cultured in MEF medium (Glasgow minimum essential medium [GMEM] supplemented with 10% fetal calf serum [FCS], 100 U/ml penicillin-streptomycin, 13 non-essential amino acids (Invitrogen), 1 mM sodium pyruvate, 2 mM glutamine, 0.05 mM 2-mercaptoethanol (Life Technologies) supplemented with 5 ng/ml fibroblast growth factor-2 (FGF2) and 1 ng/ml heparin). ESCs were cultured in ESC medium (MEF medium without FGF2 and heparin, supplemented with human LIF [leukemia inhibitory factor], 100 U/ml), as described previously^20^. Reprogramming was performed in reprogramming medium (ESC medium supplemented with 300 ng ml^−1^ of doxycycline (Sigma) and 10 µg ml^−1^ of l-ascorbic acid or 2-Phospho-L-ascorbic acid trisodium salt (Vitamin C) (Sigma). NSCs were cultured in NSC complete medium consisting of DMEM/F-12 Media, 1:1 Nutrient Mixture (Sigma), 1X N2 supplement (Thermo Fisher Scientific), 1X B27 supplement (Thermo Fisher Scientific), 8 mM glucose (Sigma), 100 U ml^−1^ Penicillin/Streptomycin (ThermoFisher Scientific), 0.001% Bovine Serum Albumin (BSA) (ThermoScientific), 0.05 mM β-mercaptoethanol (Thermo Fisher Scientific), supplemented with 10 ng ml^−1^ mouse Epidermal growth factor (EGF) (Peprotech) and 10 ng ml^−1^ human FGF2 (Peprotech).

### Plasmids

Plasmids used in this work are summarized in Supplementary Data 13. The plasmids and their sequences are available upon request.

### Generation of Cas9 TNG MKOS ESC line and Cas9 TNG MKOS MEFs

The *Rosa26* targeting vector carrying EF1α-hCas9-ires-neo cassette (Addgene #67987) was electroporated into TNG MKOS ESC line derived from E14Tg2a mouse ESC line^20,24^. Correct targeting was confirmed by Southern blotting using KpnI and MscI digested genome DNA for a 5’ and 3’ probe, respectively. The 5’ and 3’ probes were generated from PCR amplicons using the following primers, 5’ forward CAAGTGCTCCATGCTGGAAGGATTG, 5’ reverse TGATTGGGGAGGATCCAGATGGAG, 3’ forward GGATTGCACGCAGGTTCTCCG 3’ reverse CGCCGCCAAGCTCTTCAGCAA and genome DNA (for 5’ probe) or the targeting vector (for 3’ probe) as a template. Cas9 TNG MKOS MEFs were isolated from E12.5 chimeric embryos generated via morula aggregation and the proportion of transgenic MEFs from each embryo was assessed by measuring % of mOrange^+^ cells after exposing 1/10^th^ of the dissociated cells to Dox for 2 days as described previously^20^. All animal experiments were approved by the University of Edinburgh Animal Welfare and Ethical Review Body, performed at the University of Edinburgh and carried out according to regulations specified by the Home Office and Project License. Mice were kept under 12 h of light (7 am − 7 pm) and 12 h of dark (7 pm–7 am) cycles.

### sgRNA screen

The sgRNA library (Addgene #67988) was prepared as described before^24^ 9 × 10^6^ high contributions (>98% mOrange^+^ 2 days after addition of dox) TNG MKOS Cas9 MEF plated across 90 wells of 6-well culture plates were exposed to lentiviral sgRNA library at MOI = 2 for 4 h. We used MOI = 2 (infection efficiency ~86%) in order to increase the coverage of the sgRNA library, presuming the scarcity of reprogramming relevant genes and the negligible probability of the same neutral sgRNAs being repeatedly present in combination with relevant sgRNAs. After viral-containing media was removed, the cells were cultured in 3 ml of reprogramming medium. The medium was replaced once 3 ml a day for the first 3 days, and then twice 4 ml a day from day 4 of reprogramming. From day 8, the media was switched to ESC medium supplemented with puromycin (1 μg ml^−1^) and the medium was replenished twice a day with 4 ml / well until day 16. Puromycin-resistant, *Nanog*-GFP^+^ cells were then sorted using the FACS AriaII (BD Biosciences) and stored at −80 °C as cell pellets before extraction of genomic DNA. The screening was performed in triplicate. Genomic DNA from 3 × 10^7^ sorted GFP^+^ cells was extracted using the Blood & Cell Culture DNA Maxi Kit (Qiagen). Amplification of sgRNA regions from the extracted genome and the original sgRNA plasmid library, and Illumina sequencing was performed as described before^45^. sgRNA read count data were analyzed with MAGeCK (version 0.4.4)^25^ and genes with enriched and depleted sgRNAs were detected using the test command (default parameters).

### Cas9 TNG MKOS MEF reprogramming

A total of 0.25 × 10^4^ Cas9 TNG MKOS MEFs were mixed with 9.5 × 10^4^ WT MEFs (129 strain) and seeded in gelatine-coated wells of 6-well plates. Cells were transduced with sgRNA lentiviruses at an MOI of 3 with 8 µg ml^−1^ Polybrene (Merck-Millipore) for 4 h and then reprogramming was initiated by addition of reprogramming medium. On day 14–16, whole well colony images were taken using the Celigo S Cell Cytometer (Nexcelom) and the number of *Nanog*-GFP^+^ and *Nanog*-GFP^-^ colonies were counted. The images shown for illustration were stitched using Celigo S Cell Cytometer and processed using ImageJ.

### *piggyBac* reprogramming of MEFs with sgRNA expression and/or *Zfp266* cDNAs

*Nanog*-GFP MEFs with or without Cas9 expression from the *Rosa* locus isolated from E12.5 embryos, or wild type MEFs were plated at 1.5 × 10^5^ cells per well in a gelatin-coated 6-well plate. Twenty-four h later co-transfection of a Dox-inducible *piggyBac* transposon vector carrying the *tetO-MKOS-ires-mOrange* or *tetO-STEMCCA-ires-mOrange* cassette with sgRNA expression cassette, *PB-CA-rtTA* vector with/without carrying a *P2A*-linked *Zfp266* cDNAs, and *pCMV-hyPBase* was performed using 500 ng each DNA and 6 μl of FugeneHD (Promega) as per manufacturer’s instructions^20,46,47^. Twenty-four h later reprogramming was initiated with reprogramming medium. Medium was changed every 2 days. For colony counting, whole well colony images were taken on day 14–16 using the Celigo S Cell Cytometer (Nexcelom) and colonies were counted with ImageJ.

### *piggyBac* reprogramming of NSCs with sgRNA expression

A GFP sgRNA vector was delivered into Cas9 and GFP expressing NSCs^48^, kindly provided by the Pollard lab, University of Edinburgh, using nucleofection with the SG Cell Line 4DNucleofector X Kit (Lonza) as per manufacturer’s instructions. GFP^-^ NSCs were sorted using the FACS AriaII (BD Biosciences) and plated at clonal density. Individual clones were picked and genotyped to confirm GFP KO. NSCs were reprogrammed by nucleofection of a Dox-inducible *piggyBac* transposon vector carrying the *tetO-MKOS-ires-mOrange* cassette with/without a sgRNA expression cassette, *PB-CA-rtTA* vector and *pCMV-hyPBase*. 2 × 10^5^ NSCs were nucleofected with 750 ng each of the above-mentioned plasmids using SG Cell Line 4DNucleofector X Kit (Lonza), DN-100 program, as per manufacturer’s instructions. Cells were recovered in NSC medium and then plated on a layer of wild type MEF feeder cells seeded the day before at a density of 1 × 10^5^ cells per well in a gelatin-coated 6-well plate. One day post-nucleofection, reprogramming was initiated with NSC complete medium supplemented with 100 U ml^−1^ human LIF, 0.3 µg ml^−1^ of doxycycline (Sigma) and 10 µg ml^−1^ of L-ascorbic acid or 2-Phospho-L-ascorbic acid trisodium salt (Sigma). After 6 days, the medium was switched to serum-free N2B27-based medium (containing DMEM/F12 medium supplemented with N2 combined 1:1 with Neurobasal® medium supplemented with B27; all from Thermo Fisher Scientific), MEK inhibitor (PD0325901, 0.8 μM, Axon Medchem), GSK3b inhibitor (CHIR99021, 3.3 μM, Axon Medchem), 1 µg ml^−1^ of doxycycline (Sigma) and 10 µg ml^−1^ of L-ascorbic acid or 2-Phospho-L-ascorbic acid trisodium salt (Sigma). At day 16 of reprogramming, immunofluorescence for NANOG was performed as follows: cells fixed with 4% paraformaldehyde for 10 minutes on day 14 were permeabilized in 0.1% Triton-X in PBS for 1 h, blocked in 5% BSA in PBS with 0.1% Tween20 for 1 h at room temperature, and then stained in blocking solution with a primary antibody for NANOG (eBioMLC-51, Thermofisher Scientific, Dilution: 1/1000) overnight at 4 °C. The next day, an AlexaFluor488 conjugated secondary antibody (A-21208, Invitrogen, Dilution: 1/1000) was applied in blocking solution for 45 minutes at room temperature before washing and imaging. Whole well images were taken using the Celigo S Cell Cytometer (Nexcelom) and colonies were counted with ImageJ.

### CD44, ICAM1, *Nanog*-GFP expression analysis during reprogramming

Cells harvested at different time points of reprogramming were stained in FACS buffer for 30 min at 4 °C and washed with FACS buffer (1% FCS in PBS) prior to acquisition with LSR Fortessa (BD Biosciences) cytometer. The following antibodies from eBioscience were used: ICAM1-biotin (13-0541-82; Dilution: 1/100), CD44-APC (17-0441-82; Dilution 1/300), streptavidin-PE-Cy7 (25-4317-82; Dilution: 1/1500). Dead cells were excluded using LIVE/DEAD™ Fixable Near-IR Dead Cell Stain Kit (ThermoFisher Scientific, Dilution: 1/1500). Data were analyzed using Flowjo v10.

### RNA-Seq

#### Sample Preparation

For Wt and *Zfp266* KO MEF samples, 1 × 10^5^ Cas9 TNG MKOS MEFs were transduced with either a non-targeting control sgRNA or *Zfp266* sgRNA lentivirus at an MOI of 3 with 8 µg ml^−1^ polybrene (Merck-Millipore) for 4 h. After additional 96 h culture in MEF media, the cells were harvested for RNA extraction. For reprogramming samples, 0.25 × 10^4^ Cas9 TNG MKOS MEFs were mixed with 9.5 × 10^4^ WT MEFs (129 strain) and seeded in gelatin-coated wells of 6-well plates. Cells were transduced with either a non-targeting control sgRNA or *Zfp266* sgRNA lentivirus at an MOI of 3 with 8 µg ml^−1^ Polybrene (Merck-Millipore) for 4 h, before being recovered for 24 h in MEF media. After 24 h reprogramming was initiated by addition of reprogramming medium. Cells were harvested at day 3, day 5 and day 7 of reprogramming, respectively, and 1 × 10^5^ of mOrange^+^ OSKM expressing cells were sorted with the FACS AriaII (BD Biosciences) per sample. *Nanog*-GFP^+^ iPSCs were harvested at day 15, and sorted with the FACS AriaII (BD Biosciences) into 96-well plates. Sorted iPSCs were cultured in ESC medium with puromycin (1 μg ml^−1^) to select for transgene independent clones and KO of *Zfp266* was confirmed by genotyping. *Zfp266* KO ESCs were generated by transfecting Clone J ESCs with a *Zfp266* sgRNA plasmid expressing BFP. Single BFP^+^ ESCs were then sorted with the FACS AriaII (BD Biosciences) into 96-well plates 48 h after transfection. Clones which became BFP- negative (i.e. shed the sgRNA plasmid) were selected and KO of *Zfp266* was confirmed by genotyping. 1 × 10^5^ iPSCs or ESCs were used for RNA extraction. Cells were homogenized with the QIAshredder kit (Qiagen) and total RNA was extracted from all samples using the RNeasy Plus Micro Kit (Qiagen). Libraries were prepped with the NEB Ultra II stranded mRNA Library prep kit (NEB). RNA-Seq libraries were sequenced with NextSeq, 75SE.

#### Read processing

For each sequencing run, a quality control report was generated using FastQC and Illumina TruSeq adapter sequences were removed using Cutadapt^49^. Sequencing runs from the same biological sample were then concatenated and mapped to the GRCm38 reference genome using STAR^50^.

#### Differential analysis

For each biological sample, aligned sequencing reads were first assigned to genomic features (e.g., genes) using Rsubread^51^ and a count table was generated. Differential expression analysis was then performed with DESeq2^52^, and statistically significant genes (e.g., FDR < 0.05 and log2FoldChange > 1) were identified using the standard workflow. Importantly, although the data represents a control and treatment time-series experiment, we opted to combine the factors of interest into a single factor for easier comprehension. Gene ontology analysis for differentially expressed genes was performed using the goseq package^53^.

#### Downstream analysis

For exploratory analysis and visualization, a batch-corrected and regularized log matrix of expression values was used. The count table was first transformed to stabilize the variance across the mean using the rlog function from DESeq2 and then unwanted batch effects (e.g., library preparation date) were removed using the removeBatchEffect function from limma^54^.

### DamID-seq

#### Sample Preparation

A total of 1 × 10^5^ WT MEFs (129 strain) were nucleofected with either *PGK-mO-Dam* or *PGK-mO-Dam-Zfp266* plasmids using the P4 Primary Cell 4D-Nucleofector X Kit (Lonza). 5 replicates were performed in total. Cells were recovered in MEF media for 48 h before 3 × 10^**4**^ − 1.6 × 10^**5**^ GFP + cells per sample were sorted with the FACS AriaII (BD Biosciences). Genomic DNA was isolated with Quick-gDNA™ MicroPrep (ZymoResearch) and 32 ng genomic DNA/sample was used for DamID-seq library preparation as previously described^37^. In brief, 32 ng genomic DNA was digested with 20 units of DpnI (NEB) for 3 h at 37 °C in 15 μl volume, before heat inactivation of the enzyme for 20 min at 80 °C. Double-strand DamID adapters were prepared by annealing AdRt (5’-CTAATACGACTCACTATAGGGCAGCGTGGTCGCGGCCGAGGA-3’, IDT) and AdRb (5’-TCCTCGGCCG-3’, IDT)^38^. Adapter ligation was performed overnight at 16 °C with 20 units T4 ligase, 1× T4 ligase buffer (NEB), and 0.2 μM DamID adapters in 20 μL. After heat inactivation of ligase for 20 min at 65 °C, DpnII digestion was performed for 1 h at 37 °C before heat inactivation for 20 min at 65 °C. Then, 100 μL of PCR mix (KAPA HiFi HS ReadyMix (KAPA Biosystems), 10 μM AdR PCR primer, 5’-GGTCGCGGCCGAGGATC-3’ (IDT), 1× SYBR green I nucleic acid gel stain (Life Technologies)) was added to the tube. From the final volume of 125 μL, 10 μL was used to perform qPCR in technical duplicate (in total 20 μL), and the number of PCR cycles to stop the PCR in the log-linear amplification phase was determined. The remaining 105 μL was then used to amplify the adapter-ligated fragments. The amplified DNA fragments were purified using SPRI magnetic beads, and 50 ng of the PCR amplified DNA was used in a tagmentation reaction (5 min) in which the Tn5 enzyme fragments the DNA and simultaneously inserts the preloaded Illumina adapters. After PCR amplification of the tagmented DNA and SPRI magnetic beads purification, DamID libraries were sequenced with NextSeq, 40PE.

#### Read processing

For each sequencing run, a quality control report was generated using FastQC and Illumina Nextera adapter sequences were removed using Cutadapt. Sequencing runs from the same biological sample were then concatenated and mapped to the GRCm38 reference genome using BWA^55^. Uninformative and spurious alignments were subsequently filtered using a combination of SAMtools^56^ and BEDtools^57^ commands. Specifically, reads mapped to the mitochondrial chromosome and reads mapped to blacklisted regions were filtered.

#### Peak calling

For each biological sample, aligned sequencing reads were assigned to genomic features (e.g., DpnII restriction fragments) using Rsubread and a count table was generated. Statistically significant regions of Dam-fusion protein binding (e.g., FDR < 0.05 and log2FoldChange > 1) were detected using the callPeak command from Daim^37^. 

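The methods give these thresholds as an example. In the authors' deposited table the lowest −log10 q was 1.00, which is a q of 0.1, and the median was 1.33. The signal value ranged from 0.227 to 8.66 with a median of 0.898 in the authors' deposited table, and its scale is not stated there. A q under 0.05 was held by 7934 peaks (52.5%) and a signal value above 1 by 5035 in the authors' deposited table, and both applied to 3986 peaks (26.4%). The score follows the −log10 q and stops at 1000, a value that 946 peaks shared. Among the 3986 peaks, 34.3% held a B1 SINE (ratio 2.26) and 38.2% an AP-1 core motif (ratio 1.75), each with permutation p = 0.002, the smallest possible. Of the MEF MORs, 50 met one of these peaks (10.4%, ratio 23.0 to random placement, permutation p = 0.0002, the smallest possible). This subset was chosen after the values had been seen.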

For further details, please refer to the original manuscript describing the Daim software^37^. The regions were then annotated and analyzed for gene and genome ontology enrichment using the annotatePeaks command from HOMER^58^.

#### Downstream analysis

Heatmaps of read coverage at Dam-fusion binding regions were produced using the computeMatrix and plotHeatmap commands from deepTools^59^. When plotting heatmaps, a total of 5 peaks identified exactly over *Zfp266* exons (chr9:20495068-20521417) were removed from the *Zfp266* DamID peak regions due to the high signal intensity caused by the *PGK-mO-Dam-Zfp266* plasmid. 

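*Zfp266* lies on the minus strand of chromosome 9 of GRCm38 from 20495068 to 20521419. Its 5 peaks run from 20499022 to 20500709, 20500868 to 20501170, 20501878 to 20503650, 20504442 to 20505279 and 20505929 to 20506806. In this order their signal values were 8.66, 8.42, 6.85, 8.33 and 5.24 in the authors' deposited table. They are the 5 highest of the whole list, and the next peak has a signal value of 2.79 in the authors' deposited table. The peaks covered all 1815 coding bases of the gene, in 6 coding blocks, but only 97 of its 4470 exon bases outside the coding sequence. Because peaks are whole DpnII fragments, 3568 of the 5480 bases they cover lie outside exons. The 2 introns longer than 1000 bp at the upstream end of the gene held no peak. No peak lay within 10 kb of *Pgk1*, whose promoter is on the plasmids (nearest peak 113894 bp away). Leaving them out gave 15114 peaks and moved the ratios of B1 SINEs and of the 4 motifs by less than the range of the control sets.

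**Figure D4:**
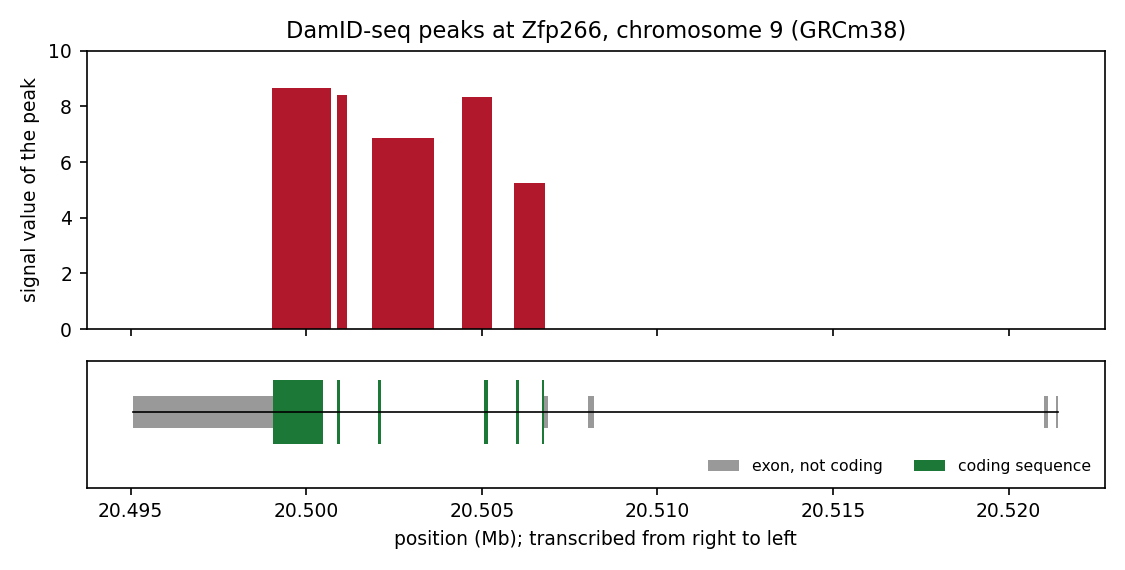
DamID-seq peaks at *Zfp266* (upper panel, signal value on the vertical axis, each bar as wide as its peak) above the exons of the gene (lower panel, coding sequence in tall blocks and other exon sequence in low blocks), against the position on chromosome 9 in Mb. The peaks, with signal values from 5.24 to 8.66, stand over the coding blocks.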

De novo motif discovery and was performed using the MEME-ChIP tool from the MEME suite (version 5.1.1)^60^. Motif enrichment analysis was performed using findMotifsGenome command from HOMER^58^ as DamID-seq’s large peak size was not optimal for the MEME-ChIP tool. Genome browser images of peak regions and read coverage were composed using the Integrative Genomics Viewer^61^.

### ATAC-seq

#### Sample Preparation

Cas9 TNG MKOS MEFs were plated and transduced in the same manner as samples prepared for RNA-Seq. After 24 h reprogramming was initiated by addition of reprogramming medium for reprogramming samples, while MEF samples were maintained in MEF media. Cells were harvested 96 h after sgRNA transduction (which was 72 h after OSKM induction for reprogramming samples) and sorted with the FACS AriaII (BD Biosciences). Cells were then processed for ATAC-Sequencing according to the Omni-ATAC protocol^62^. Briefly, 5 × 10^4^ sorted MEFs or mOrange^+^ OSKM expressing cells per sample were washed with cold 1x PBS then pelleted before the supernatant was discarded. Cell pellets were then gently resuspended in 50 μl of lysis buffer (48.5 μl resuspension buffer, 0.5 μl 10% NP-40 (Sigma) 0.5 μl 10% Tween-20 (Sigma), 0.5 μl 1% Digitonin (Promega) (resuspension buffer: 500 μl 1 M Tris-HCl, pH7.5 (ThermoFisher), 100 μl 5 M NaCl (Sigma), 150 μl 1 M MgCl_2_ (Sigma), 49.25 ml nuclease-free H_2_O) and incubated on ice for 3 minutes. Then, 1 ml of wash buffer (990 μl resuspension buffer, 10 μl Tween-20 (Sigma)) was added to the tubes before they were gently inverted and then centrifuged for 10 minutes at 500 x *g*, at 4 °C. Supernatants were then carefully aspirated. Nuclei pellets were then resuspended in 50 μl of transposition mix (2.5 μl Tn5 transposase, 25 μl 2x TD buffer (both Illumina), 0.5 μl 1% Digitonin (Promega), 0.5 μl 10% Tween-20 (Sigma), 16.5 μl 1x PBS, 5μl nuclease-free H_2_O) and incubated in a thermomixer at 37 ^o^C, 1000 rpm for 30 minutes. Transposed DNA was then purified with the Zymo DNA Clean and Concentrator-5 Kit (Zymo Research) and eluted in 21 μl nuclease-free H_2_O. All purified DNA (~20 μl) was used for PCR amplification with NEBNext High Fidelity 2x MasterMix (NEB) and optimum cycle number was determined by qPCR, as per the protocol. Amplified DNA was then purified with double-sided bead purification using AMPure XP magnetic beads (Beckman Coulter). Library concentration was determined with Qubit (ThermoFisher) and fragment size/quality with TapeStation (Agilent). ATAC libraries were sequenced with NextSeq, 40PE.

#### Read processing

For each sequencing run, a quality control report was generated using FastQC and Illumina Nextera adapter sequences were removed using Cutadapt^49^. Sequencing runs from the same biological sample were then concatenated and mapped to the GRCm38 reference genome using BWA^55^. Duplicate reads caused by PCR amplification were subsequently identified using the MarkDuplicates command from Picard (https://broadinstitute.github.io/picard/). Uninformative and spurious alignments were next filtered using a combination of SAMtools^56^ and BEDtools^57^ commands. Specifically, reads mapped to the mitochondrial chromosome, reads mapped to blacklisted regions, reads marked as duplicates, and reads not properly paired (e.g., reads that aren’t FR orientation or with an insert size greater than 2 kb) were filtered.

#### Peak calling

For each biological sample, statistically significant regions of chromatin accessibility (FDR < 0.1) were detected using the callpeak command from MACS2^63^ (https://github.com/macs3-project/MACS). For downstream analyzes, a consensus set of peaks was created by taking the union across all biological samples with the multiinter command from BEDtools^57^.

#### Differential analysis

For each biological sample, aligned sequencing reads were first assigned to genomic features (e.g., consensus set of peaks) using Rsubread^51^ and a count table was generated. Differential accessibility analysis was then performed with DESeq2^64^ and statistically significant peaks (e.g., FDR < 0.05 and log2FoldChange > 1) were identified using the standard workflow.

#### Downstream analysis

Heatmaps of read coverage at chromatin accessibility regions were produced using the computeMatrix and plotHeatmap commands from deepTools^59^. K-means clustering was used to partition the regions into two distinct categories of reprogramming MORs. Genome browser images of peak regions and read coverage were composed using the Integrative Genomics Viewer^61^. Peaks were annotated against mm10 with annotatePeaks.pl from the HOMER suite (version 4.11)^58^. De novo motif discovery and enrichment analysis of MORs were performed using the *Zfp266* KO samples’ narrowpeak summits within MORs with the MEME-ChIP tool from the MEME suite (version 5.1.1)^60^. The number of SINE elements around peaks were counted using the BEDTools window command in a window of ±500 bp from the summits of the peaks. ATAC-seq data of iPSCs were retrieved from GSE98124^39^.

### ChIP-seq and MNase-seq data analysis

ChIP-seq data of ESCs and MEFs in early reprogramming at 48 h were retrieved from GSE90895 and GSE168142, respectively^40,41^. Read mapping and peak calling of the ChIP-seq data were performed with BWA and MACS2 as described above, as for the ATAC-seq data. Input control-subtracted coverage files were generated using the bdgcmp command from MACS2 and were transformed into bigWig using bedGraphToBigWig. Micrococcal nuclease-sequencing (MNase-seq) data of MEF was retrieved from GSE40896 in the BED format^65^. Coordinates for mm9 were converted to mm10 using the UCSC liftOver tool^66^.

### Luciferase reporter assays

The pGL3 reporter plasmid containing the SV40 early promoter (Promega) was used for all luciferase reporter assays along with an internal control Renilla plasmid (Promega). Luciferase activity was measured with the GloMax 96-microplate luminometer (Promega) using the Dual-Glo Luciferase Assay System (Promega). For assays performed in HEK293 cells, 0.5–1 × 10^4^ cells were plated per well of a 96-well plate 24 h prior to transfection. Transfection mixes were prepared as follows; 100 ng pGL3 reporter plasmid, 0.5 ng Renilla plasmid and 100 ng overexpression plasmid (BFP/VPR/VPR-*Zfp266*/Wt *Zfp266*) were mixed in Opti-MEM I Reduced Serum Medium (Gibco) up to 100 μl. Fugene HD Transfection Reagent (Promega) was then added at a ratio of 3:1 (reagent:DNA) and 5–10 μl was added to each well of cells. Luciferase activity was measured 48 h after transfection. For assays performed in MEF/reprogramming cells, 1 × 10^4^ TNG MKOS MEFs were plated per well of a 96-well plate 24 h prior to transfection, either in MEF media or ES media +dox (300 ng ml^−1^) to induce OSKM expression. Transfection mixes were prepared as such; 1 μg pGL3 reporter plasmid, 10 ng Renilla plasmid were mixed in Opti-MEM I Reduced Serum Medium up to 100 μl. Fugene HD Transfection Reagent was then added at a ratio of 4:1 (reagent:DNA) and 20 μl was added to each well of MEFs/reprogramming cells. Luciferase activity was measured 48 h after transfection.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Data 12

Supplementary Data 13

Reporting summary

## Data Availability

RNA-seq, DamID-seq, ATAC-seq data generated in this study have been deposited in the GEO database under accession code GSE198166. The processed KO screen data are available at https://kaji-crispr-screen-updated.netlify.app. Source data are provided as a Source Data file. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: B1 SINE-binding ZFP266 impedes mouse iPSC generation through suppression of chromatin opening mediated by reprogramming factors
**Source:** Nat Commun. 2023 Jan 30;14:488. doi: 10.1038/s41467-023-36097-9
**Supplement:** Supplementary file 1 — Supplementary Information

**
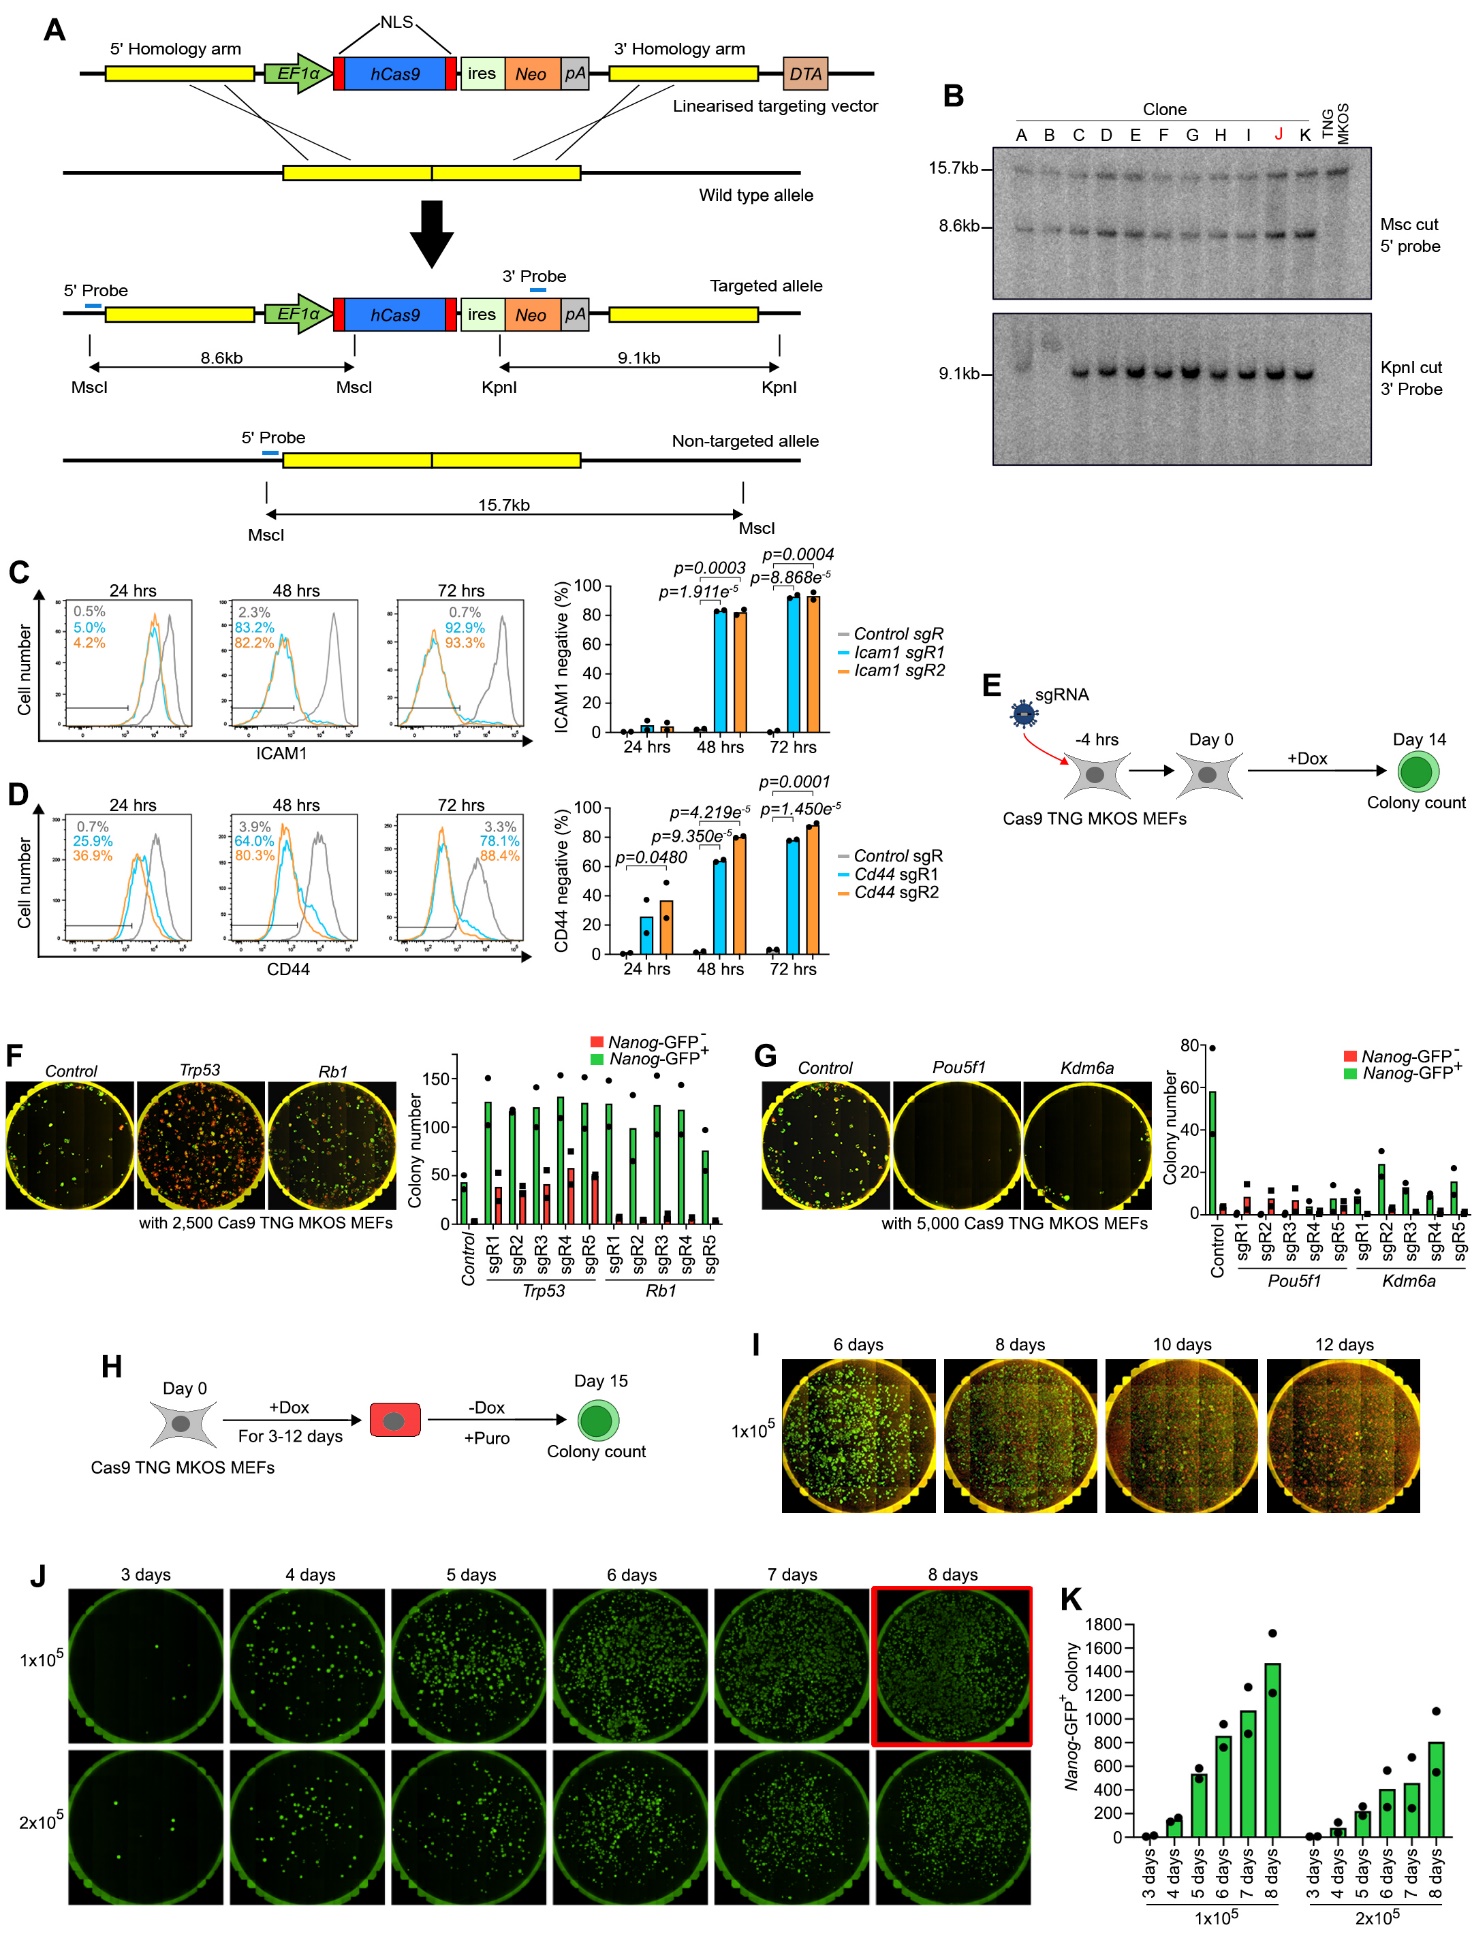
Supplementary Figure 1. Cas9 TNG MKOS MEFs as a tool for studying reprogramming. A.** Schematic diagram of the strategy to generate the Cas9 TNG MKOS ESC line. An *EF1α* promoter-driven *Cas9* expression cassette was inserted in the *Rosa26* locus of the TNG MKOS ESC line. NLS; Nuclear localisation signal, *hCas9*; Codon optimised SpCas9; ires; internal ribosome entry site, *neo*; Neomycin resistance gene, *pA;* polyadenylation signal, *DTA*; diphtheria toxin A. **B.** Southern blotting of selected G418 resistant clones. Clone J was used for all subsequent work. Southern blotting was carried out once. **C,D.** Loss of ICAM1 in TNG MKOS ESCs (**C**), and CD44 expression in Cas9 TNG MKOS MEFs (**D**), 24, 48, 72 hours after transduction of sgRNAs against *Icam1* and *Cd44*, respectively. Control sgRNA; non-targeting control sgRNA. The graph represents the average of 2 independent experiments. *p-*values are based on a one-tailed t-test. **E.** Schematic diagram of *Cas9* TNG MKOS MEF reprogramming with sgRNA expression. Cells were cultured in +dox for 14 days, starting 4 hours after sgRNA transduction. **F.** Cas9 TNG MKOS MEF reprogramming with *Trp53, Rb1* sgRNAs. The graph represents the mean of 2 independent experiments, with 2 technical replicates. **G.** Cas9 TNG MKOS MEF reprogramming with *Pou5f1, Kdm6a* sgRNA. The graph represents average of 2 independent experiments, with 2 technical replicates. **H.** Schematic diagram of the optimization strategy to obtain high numbers of *Nanog*-GFP+ iPSC colonies for the screen. Cas9 TNG MKOS MEFs seeded in the absence of feeders were cultured in +dox for 3-12 days and then in -dox +Puro until day 15 for colony counting**. I.** Day 15 whole-well images of reprogramming with +dox for 6, 8, 10, 12 days starting with 1x10^5^ Cas9 TNG MKOS MEFs on day 15. Keeping +dox conditions for over 8 days decreased *Nanog*-GFP+ iPSC colony number. Red; mOrange, Green; *Nanog*-GFP. **J.** Whole-well images of reprogramming with +dox for 3 to 8 days starting with 1x10^5^, 2x10^5^ Cas9 TNG MKOS MEFs. 8 days +dox starting with 1x10^5^ *Cas9* TNG MKOS MEFs (red square) was used for the screen. **K.** Quantification of Nanog-GFP+ colonies in J. The data represents average of 2 independent experiments, with 2 technical replicates. Source data are provided as a Source Data file.

**
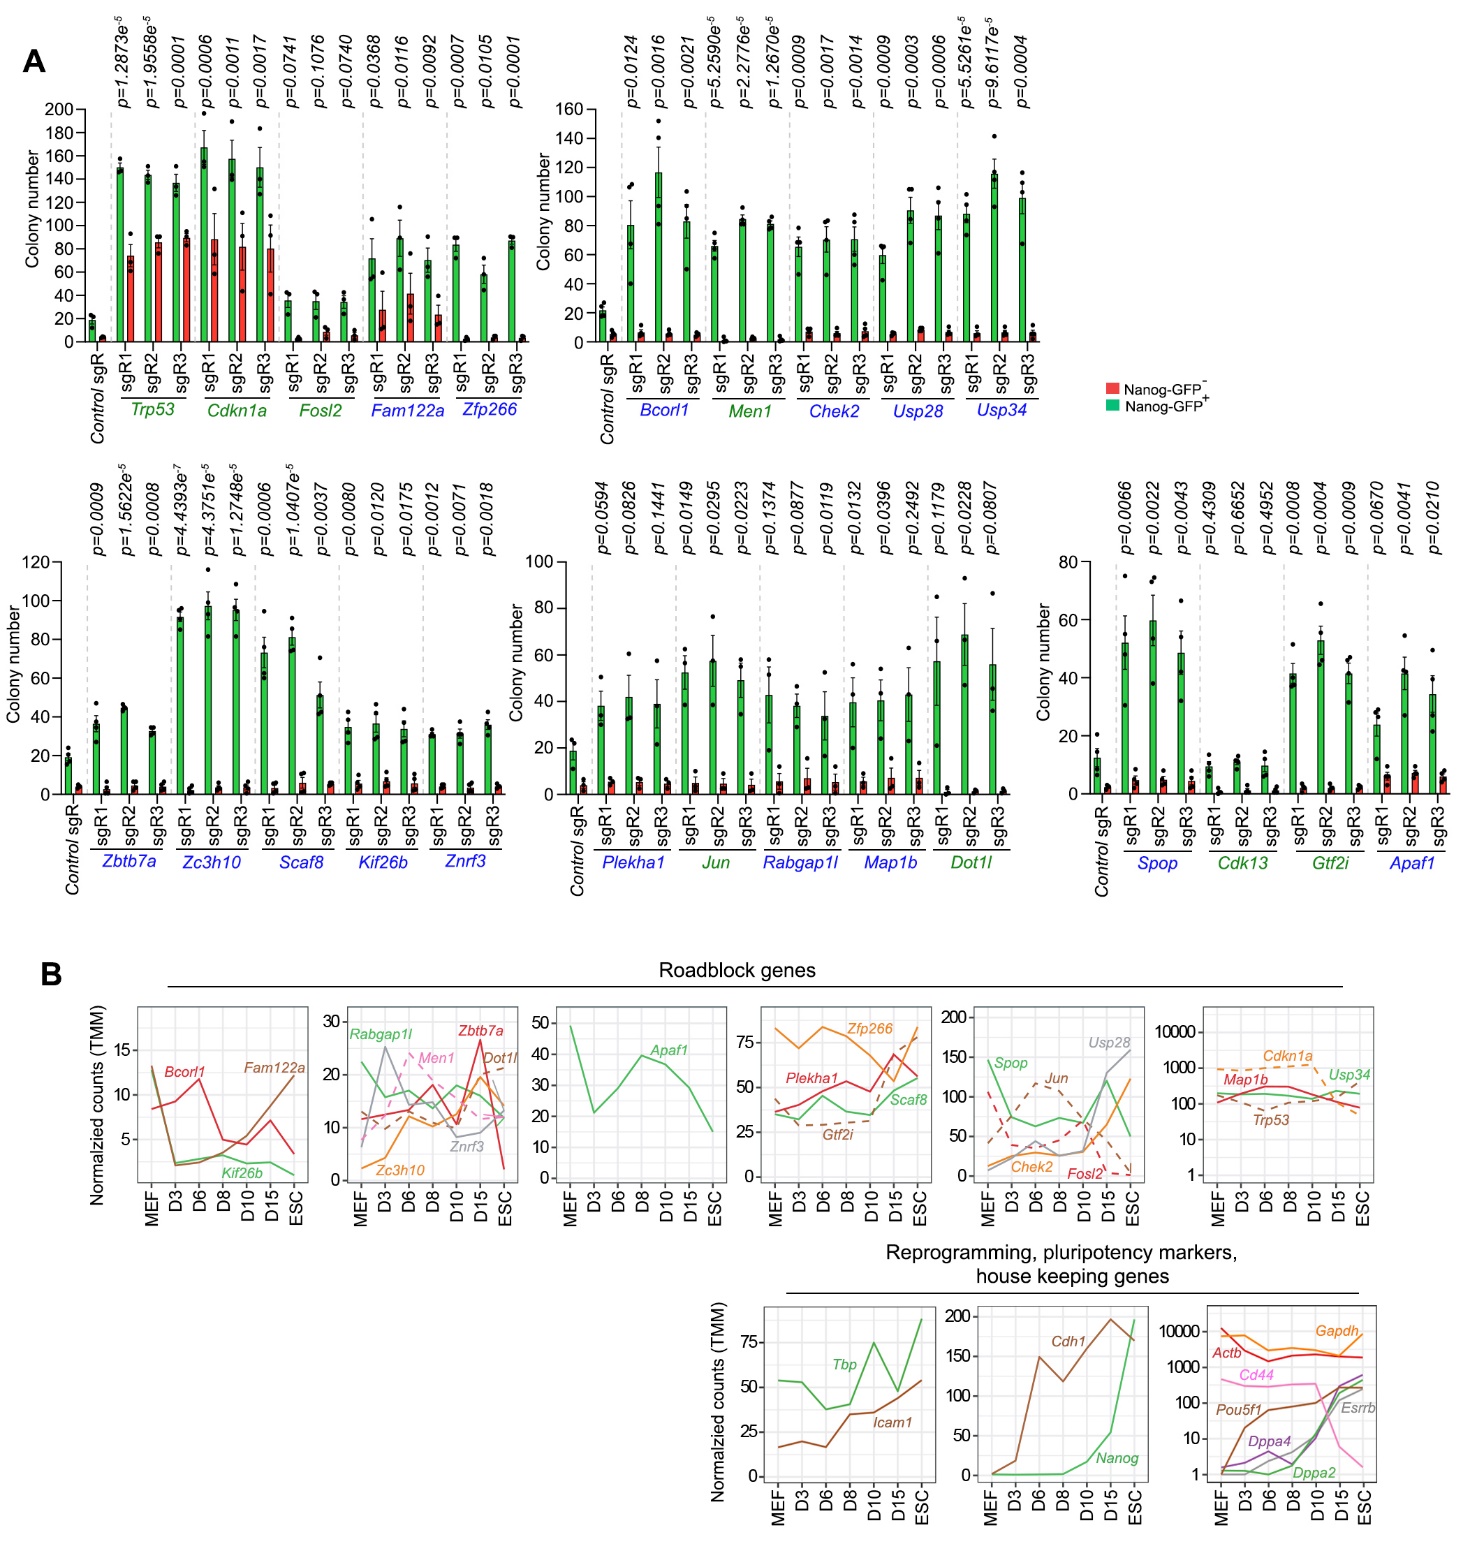
Supplementary Figure 2.** **Candidate gene KO reprogramming validation and expression pattern of those genes during reprogramming. A.** Number of *Nanog*-GFP^+^ and *Nanog*-GFP^-^ colonies in Cas9 TNG MKOS MEF reprogramming with sgRNA expression against the 24 roadblock genes. The data represents average of 3 (Trp53, Cdkn1a, Fosl2, Fam122a, Zfp266, Plekha1, Jun, Rabgap1l, Map1b, Dot1l) or 4 (Bcorl1, Men1, Chek2, Usp28, Usp34, Zbtb7a, Zc3h10, Sacf8, Kif26b, Znf3, Spop, Cdk13, Gtf2i, Apaf1) independent experiments, with 2 technical replicates. Error bars indicate SEM. *p-*values are based on an unpaired two tailed t test. **B.** Expression of the previously reported (dotted line) and other (unbroken line) roadblock genes (top panels), and reprogramming markers (*Icam1, Cdh1, Cd44*), pluripotency markers (*Nanog, Pou5f1, Esrrb, Dppa2, Dppa4*), and housekeeping genes (*Tbp, Gapdh, Actb*) (bottom panels) during reprogramming from GEO: GSE85178. The genes were grouped based on their highest expression levels. Source data are provided as a Source Data file.

**
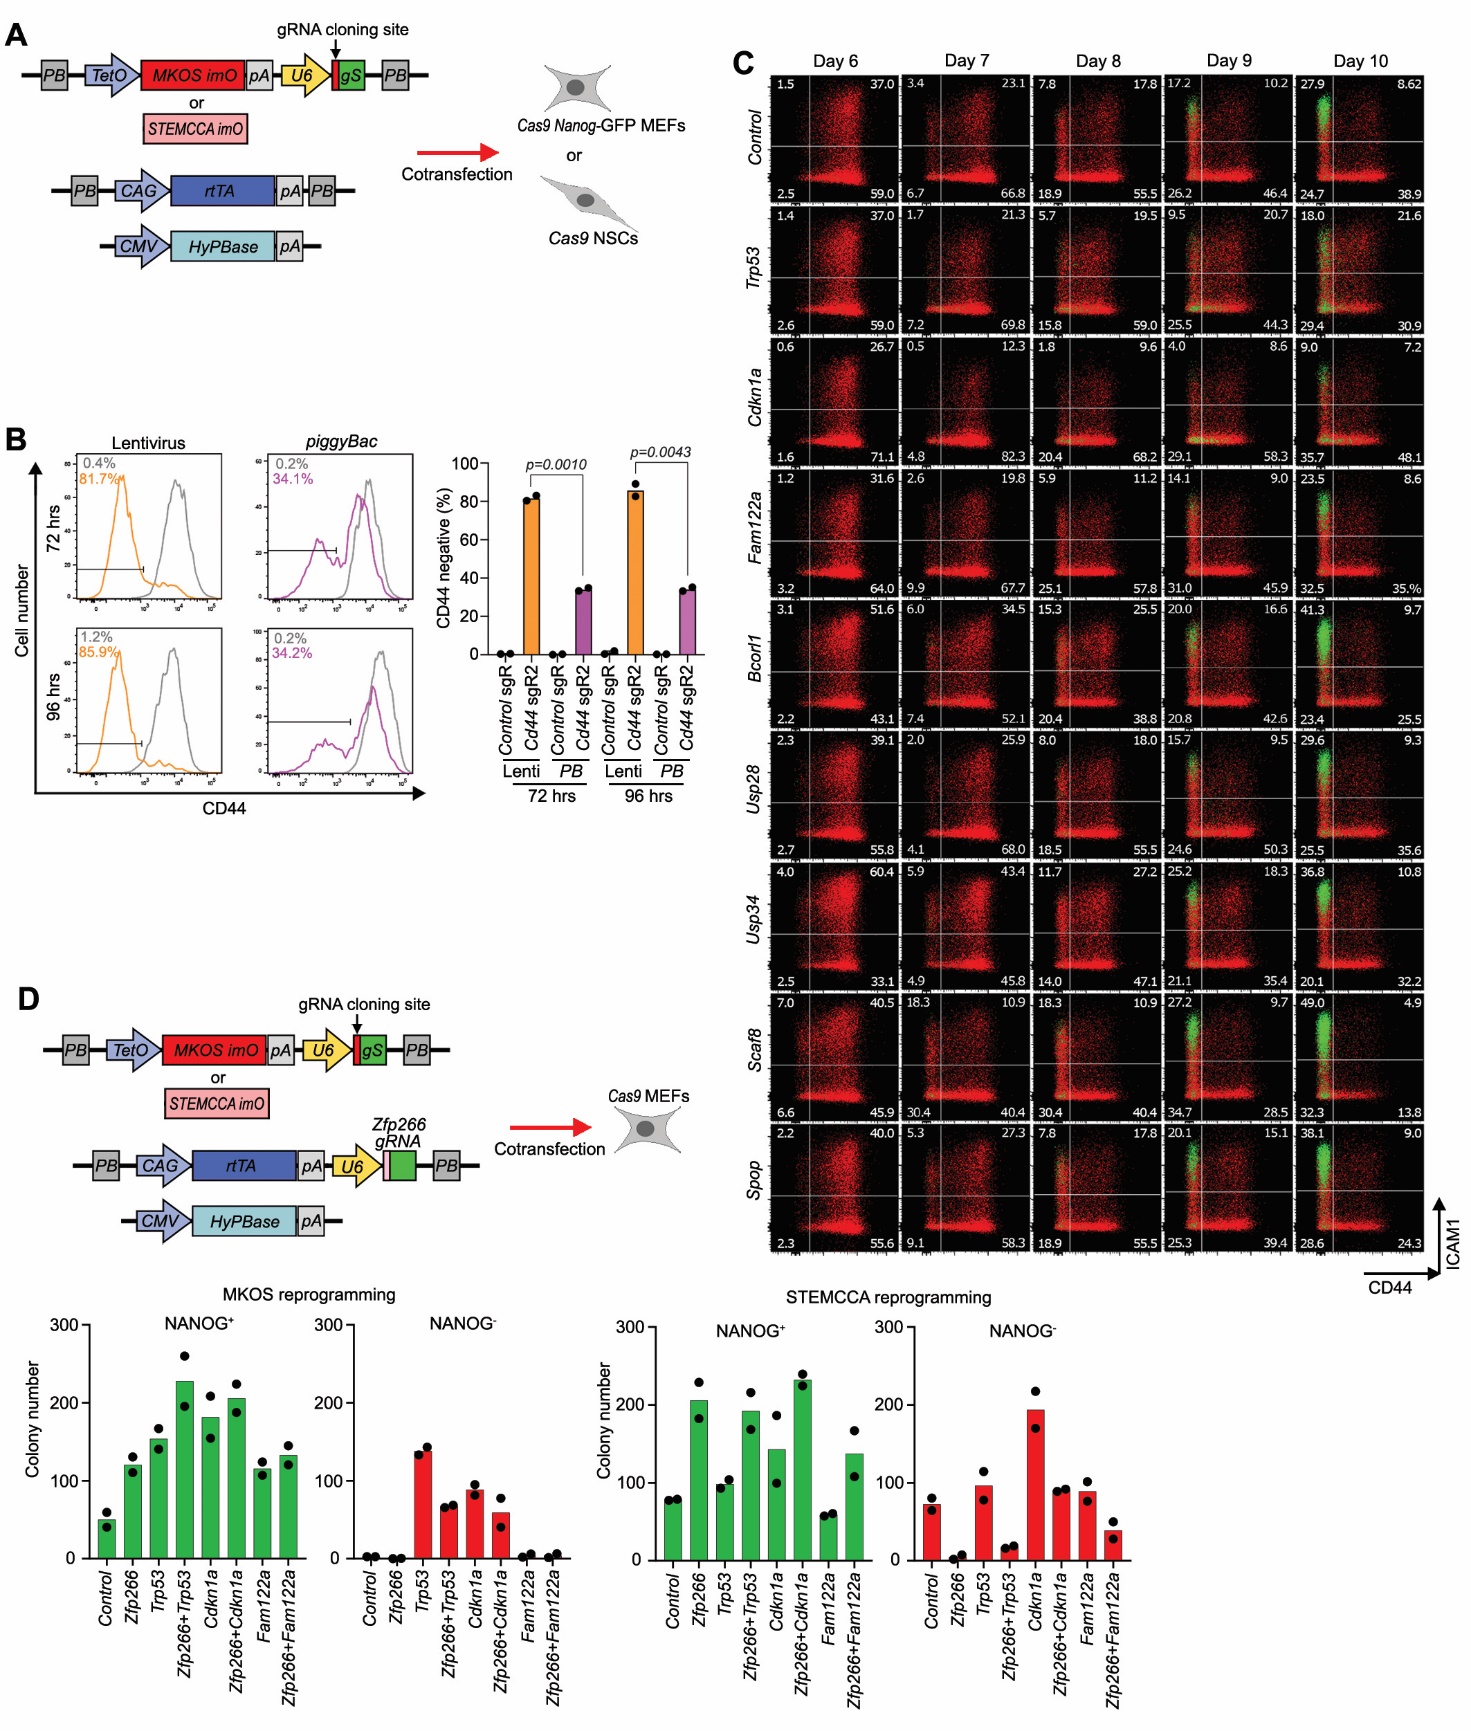
Supplementary Figure 3.** ***piggyBac* reprogramming with sgRNA expression and unaffected reprogramming kinetics by KO of roadblock genes. A.** Schematic diagram of *piggyBac* reprogramming with sgRNA expression. sgRNA sequences were cloned downstream of the U6 promoter in a *piggyBac* transposon carrying the dox-inducible *MKOS-ires-mOrange* (imO) or *STEMCCA-imO* reprogramming cassette. These *piggyBac* vectors were co-transfected with a *piggyBac* vector carrying a CAG promoter-driven rtTA expression cassette and a HyPBase expression vector in Cas9 expressing *Nanog*-GFP MEFs or NSCs. gS; scaffold sequence for sgRNA. **B.** Loss of CD44 by lentiviral (left) or *piggyBac* (right) delivery of a *Cd44* sgRNA in Cas9 *Nanog*-GFP MEFs. Only cells with the sgRNA expression vector were analysed based on fluorescent reporters on the vectors. The graph represents average of 2 independent experiments. *p*-values are based on a one-tailed t-test. **C**. CD44/ICAM/*Nanog*-GFP expression changes during reprogramming with sgRNA expression against roadblock genes. Data represent one of two experiments. Red; *Nanog*-GFP^-^ cells, Green; *Nanog*-GFP^+^ cells. **D.** *piggyBac*-mediated reprogramming with double KO of roadblock genes. sgRNAs against *Zfp266* and other roadblock genes were cloned into rtTA and reprogramming factor expression vectors, respectively. Transposons with indicated sgRNA(s) were transfected into Cas9 expressing MEFs. 14 days later numbers of NANOG^+^ and NANOG^-^ colonies were counted. Data represent an average of two independent experiments with 2 technical replicates. Source data are provided as a Source Data file.

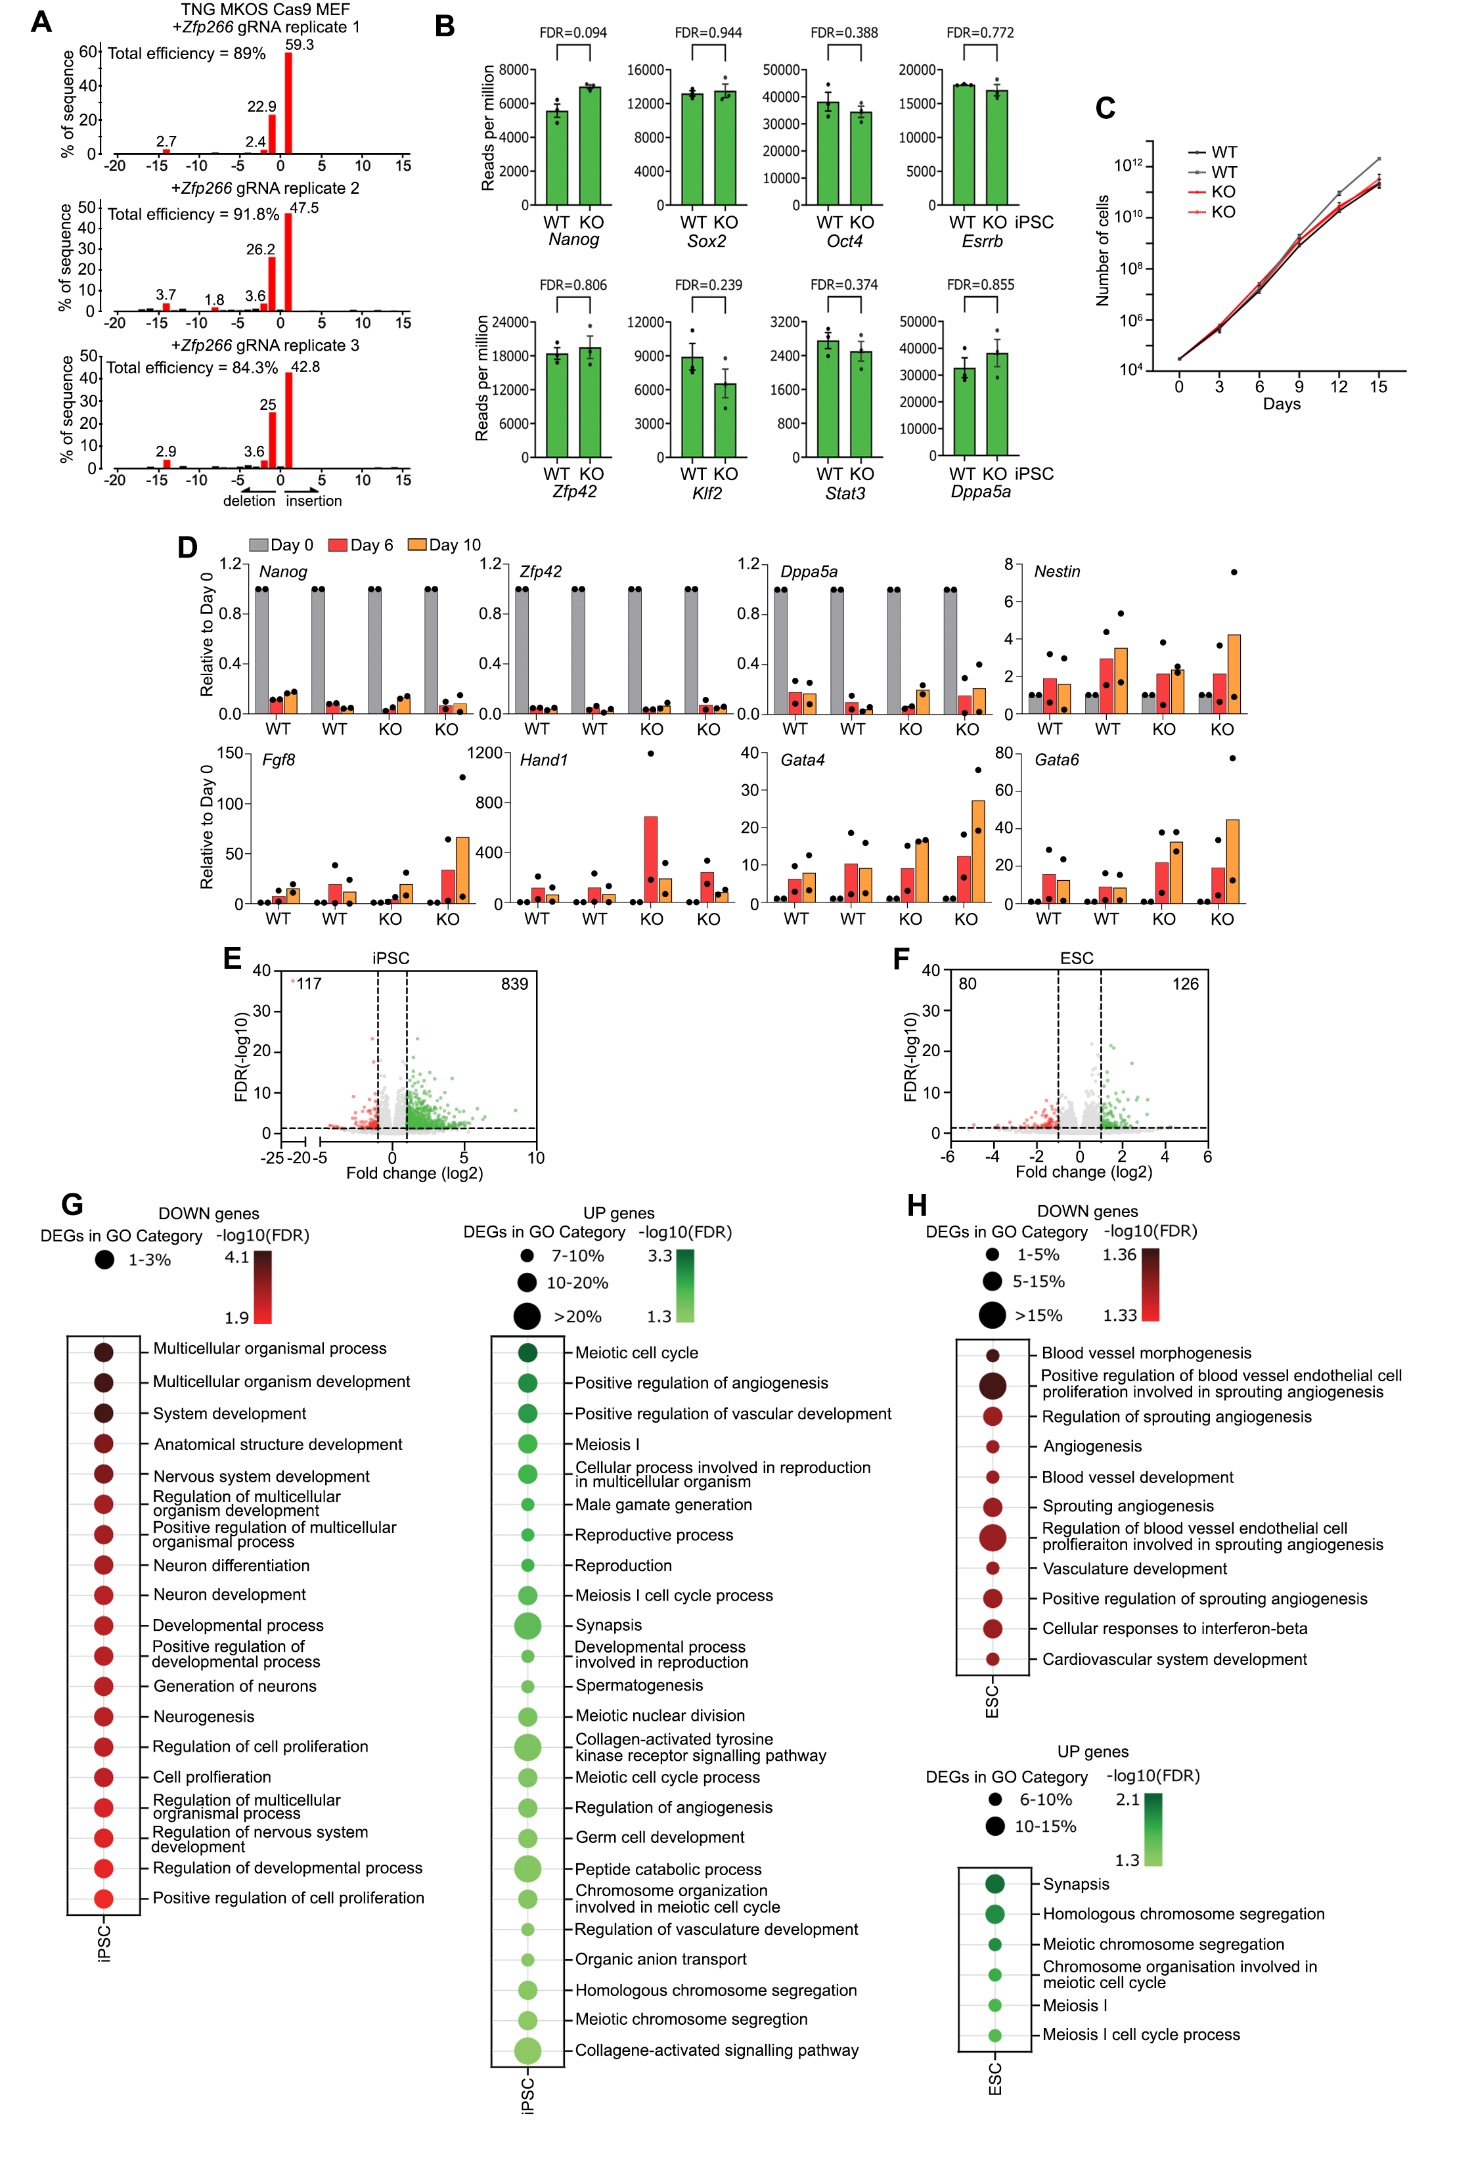

**Supplementary Figure 4. Characterization of ZFP266 KO MEFs, iPSCs and ESCs. A.** Indel mutation frequency estimated by a TIDE assay with *Zfp266* cDNA from Cas9 TNG MKOS MEFs with *Zfp266* sgRNA expression used for RNA-seq (*Zfp266* KO MEF samples). **B.** Pluripotency gene expression extracted from RNA-seq data of 3 independent iPSC clones established from *Zfp266* KO vs Wt reprogramming. Error bars indicate SEM. **C.** Proliferation of Wt and *Zfp266* KO iPSCs over 15 days. Data represent an average of 3 independent experiments. **D.** Expression of pluripotency (*Nanog, Zfp42, Dppa5a*), ectoderm (*Nestin*), mesoderm (*Fgf8*, *Hand1*), and endoderm (*Gata4, Gata6*) markers upon embryoid body differentiation of Wt and *Zfp266* KO iPSCs measured by RT-qPCR. The levels at day 6 and day 10 are represented relative to the levels at day 0. **E** and **F.** RNA-Seq volcano plot of iPSC clones established from *Zfp266* KO vs Wt reprogramming (E) and *Zfp266* KO vs Wt ESCs (F). Up-regulated and down-regulated genes in KO cells are shown to the right and left of the plot, respectively (cut-off FDR<0.05, log2FC>|1|). **G** and **H**. GO enrichment analysis of differentially expressed genes in *Zfp266* KO vs Wt iPSCs (G) and ESCs (H). Source data are provided as a Source Data file.

**
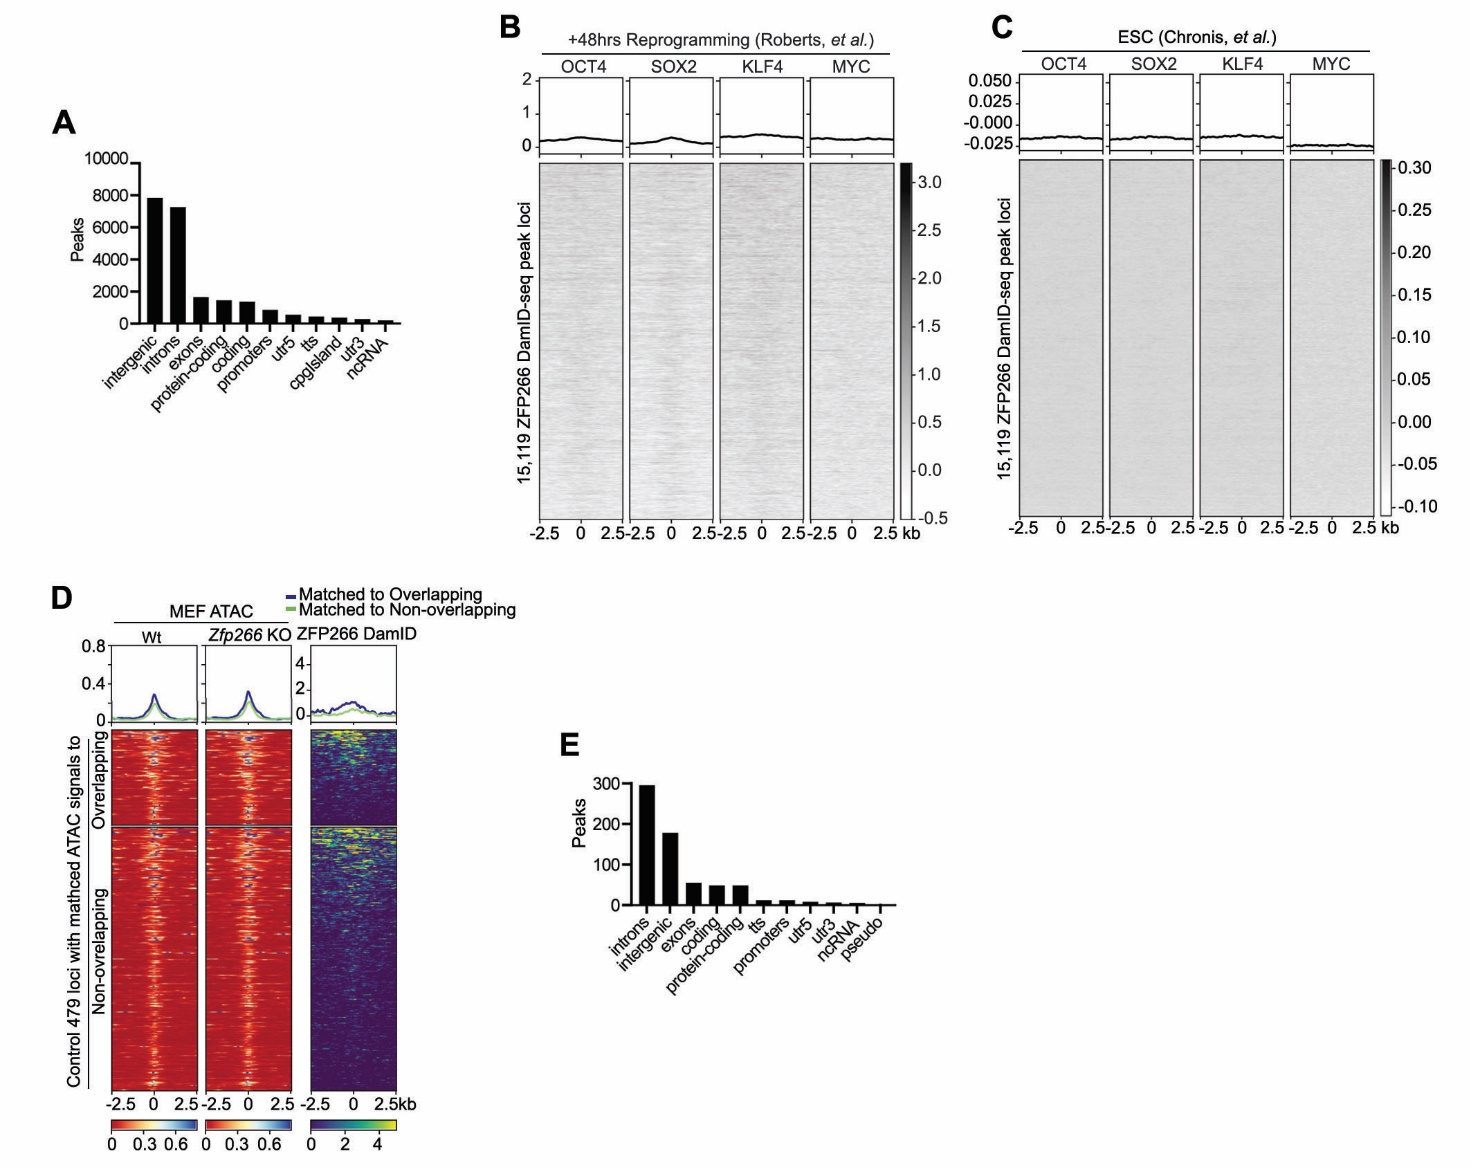
Supplementary Figure 5. No enrichment of OSKM binding at MEF ZFP266 DamID-seq peaks and ZFP266 DamID-seq signals at *Zfp266* KO MEF MOR control regions. A.** Number of ZFP266 DamID-seq peaks that overlap with regions with the indicated genomic annotations **B, C.** OSKM ChIP-Seq signals at 48 hours of reprogramming (**B**) and ESCs (**C**) at MEF ZFP266 DamID-seq peaks. Input subtracted ChIP-seq data are shown. **D**. ZFP266 DamID-seq signals at *Zfp266* KO MEF MOR control regions that have similar ATAC-signals to MORs. No ZFP266 DamID-seq signal enrichment is observed in these control loci. **E**. Number of *Zfp266* KO MEF MORs that overlap with regions with the indicated genomic annotations.**
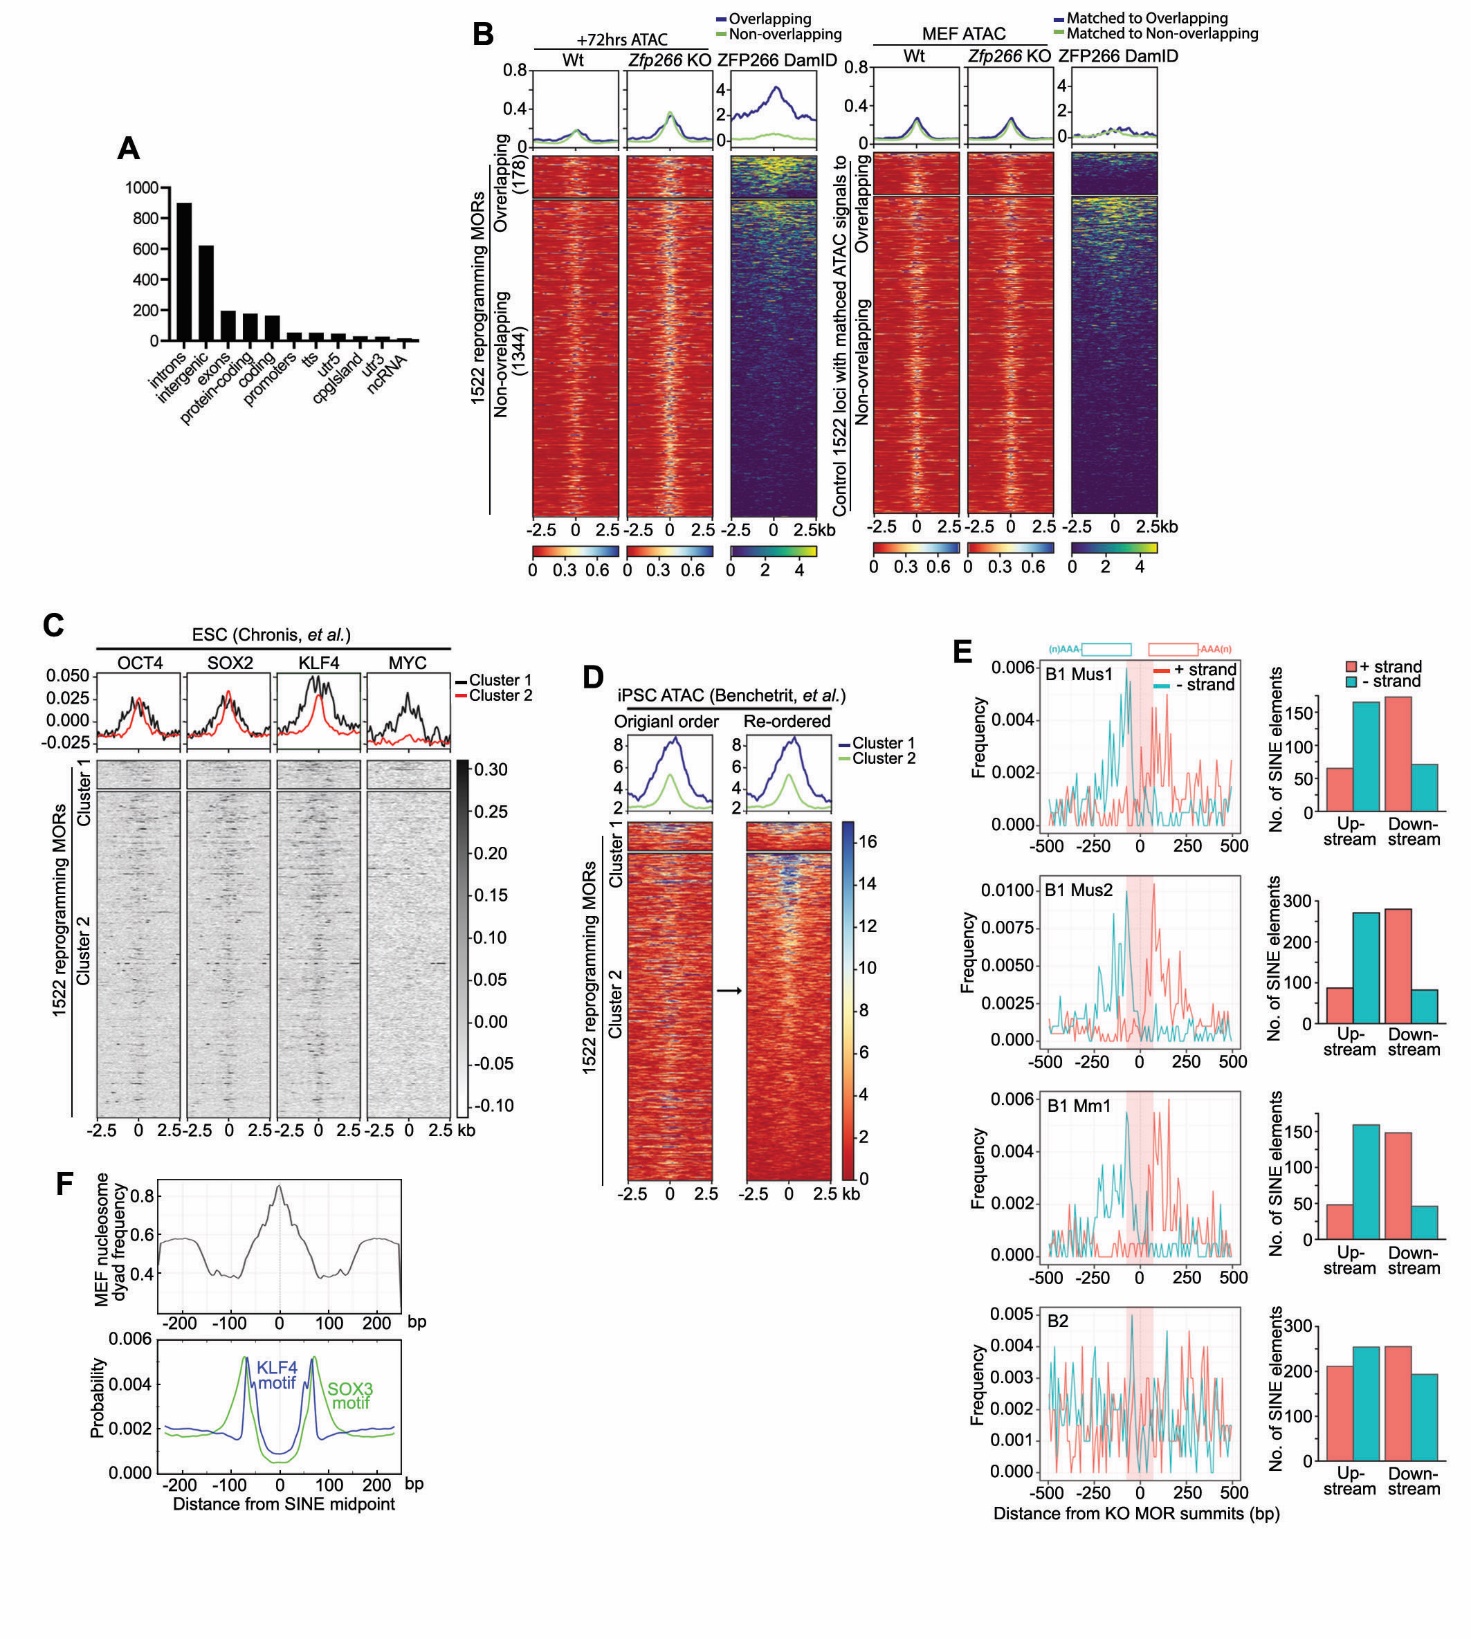
Supplementary Figure 6. No enrichment of MEF ZFP266 DamID-seq signals, but notable OSK binding in ESCs, at majority of *Zfp266* KO reprogramming MORs. A**. Number of *Zfp266* KO reprogramming MORs that overlap with regions with the indicated genomic annotations. **B**. MEF ZFP266 DamID-seq signals at *Zfp266* KO reprogramming MORs (left) and control loci with matched chromatin accessibility (right). The DamID-seq signals at non-overlapping MORs is equivalent to those at matched control loci, unlike overlapping MORs, confirming only ~10% of reprogramming MORs are bound by ZFP266 in MEFs. **C.** OSKM ChIP-Seq signals in ESCs at *Zfp266* KO reprogramming MOR loci. Input subtracted ChIP-seq data are shown. **D**. ATAC-seq signals in iPSCs at *Zfp266* KO reprogramming MOR loci, in the descending order of *Zfp266* KO reprogramming ATAC-seq signals (left) or iPSC ATAC-seq signals (right). **E**. Distribution of B1 SINE subfamilies and B2 SINEs within *Zfp266* KO reprogramming MORs. Graphs on right show the actual numbers of SINEs located on the plus or minus strand either upstream or downstream of the MOR summits. **F**. Nucleosome dyad frequency at all B1 SINEs using MNase-seq data with MEFs (GSM1004654) (top), and KLF4 and SOX3 motif enrichment at the same regions (bottom).

**
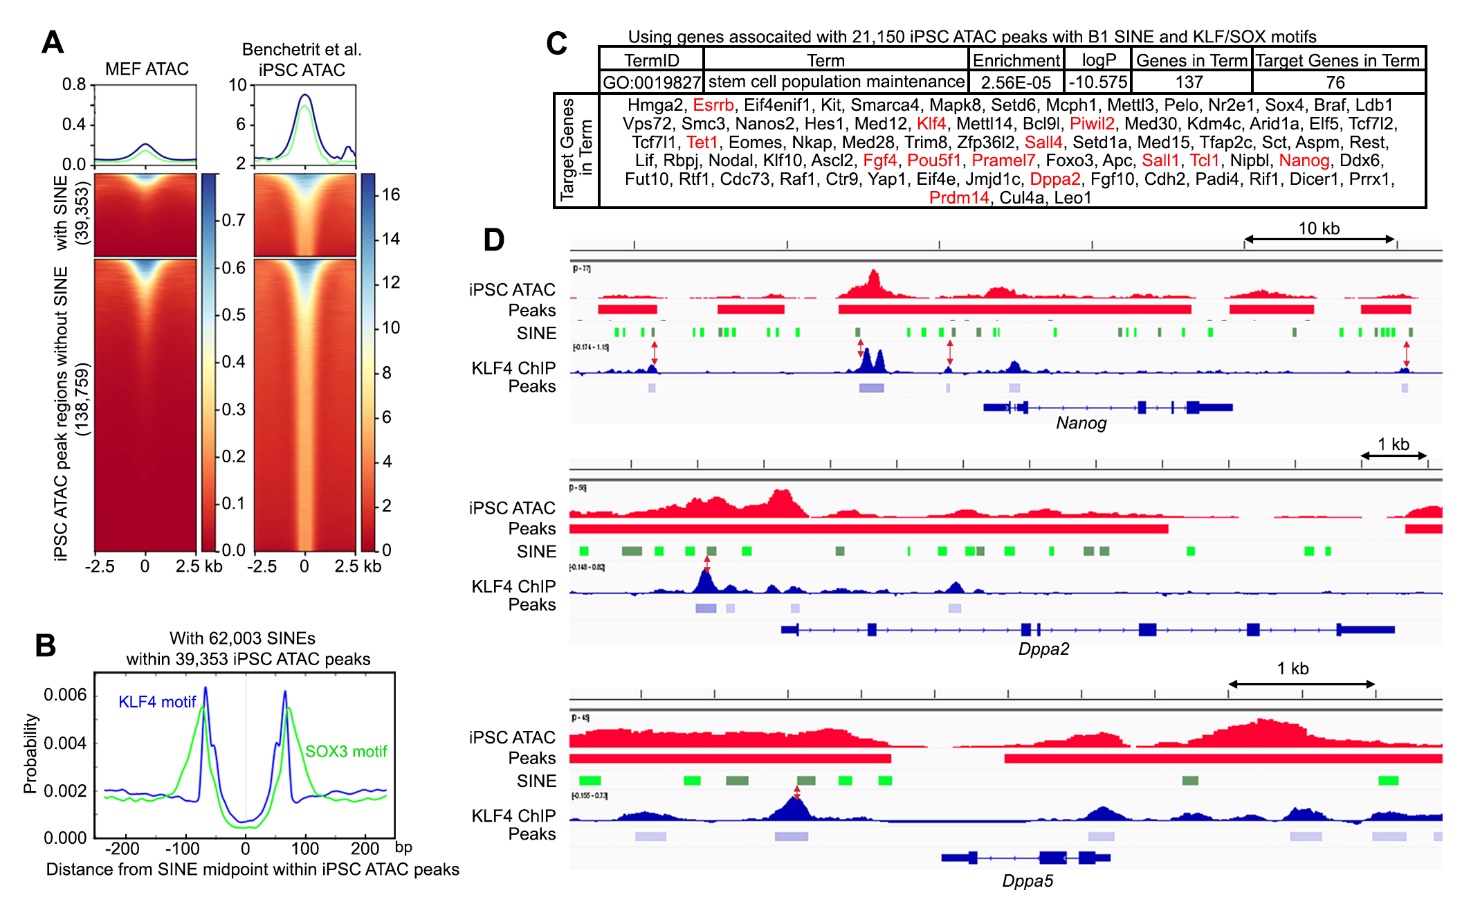
Supplementary Figure 7. B1 SINEs in iPSC open chromatin regions. A.** Of 178,112 iPSC ATAC-peaks, 22% (39,353) has at least one B1 SINE, majority of which are closed in MEFs. **B.** Those B1 SINEs at iPSC ATAC-peaks have KLF4 and SOX3 motif enrichment at the head and the tail of SINE. **C.** Gene associated with 12,150 iPSC ATAC-seq peaks with at least one B1 SINE and KLF/SOX motif are enriched in genes with a GO term “stem cell population maintenance”. Well known pluripotency associated genes are highlighted in red. **D.** Pluripotency gene loci with iPSC ATAC-seq peaks (red), B1 SINE (green) and KLF4 ChIP-seq signals (Blue). B1 SINE with KLF4 motif is indicated in dark green, and proximity of B1 SINEs to KLF4 ChIP-seq peaks is indicated in red arrows. Input subtracted ChIP-seq data are shown.

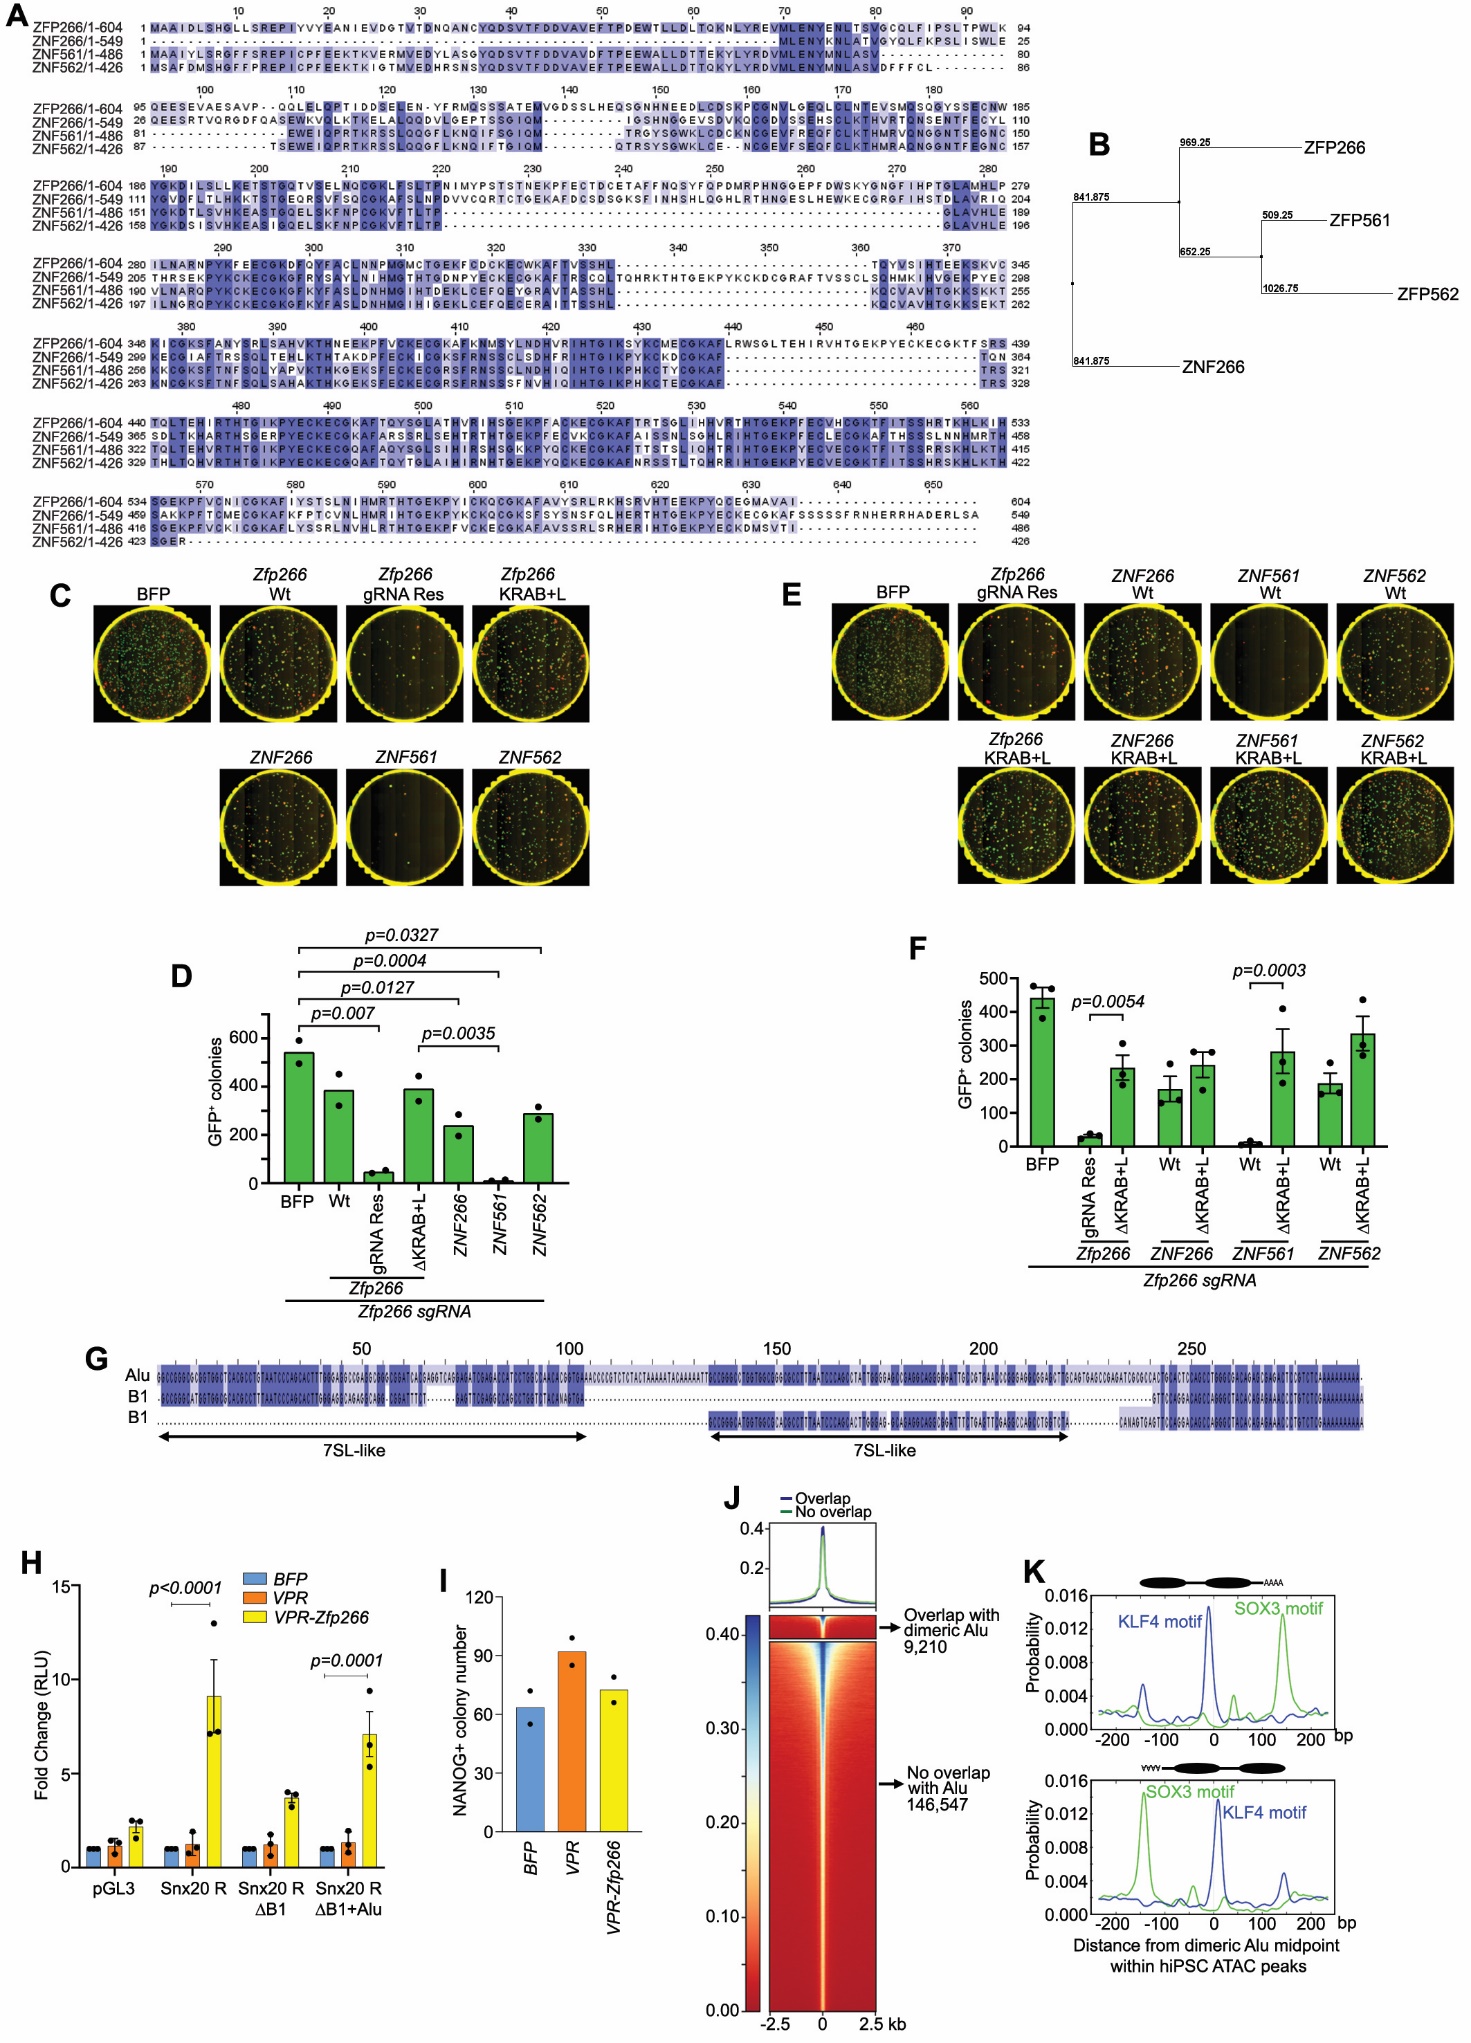

**Supplementary Figure 8. Human orthologue of mouse ZFP266. A.** Amino acid sequence alignment of mouse ZFP266, human ZNF266, ZNF561 and ZNF562 using Jalview **B.** Neighbour joining Tree of mouse ZFP266, human ZNF266, ZNF561 and ZNF562. **C** and **D.** Cas9 *Nanog*-GFP MEF reprogramming with MKOS piggyBac transposons, *Zfp266* sgRNA expression as well as cDNA overexpression of *BFP*, wild-type *Zfp266* (Wt), sgRNA resistant *Zfp266* (gRNA Res), sgRNA resistant *Zfp266* with KRAB domain deletion (ΔKRAB+L), human *ZNF266*, *ZNF561* or *ZFN562*, imaged at day 15. Red; mOrange, Green; *Nanog*-GFP (C). Mean *Nanog*-GFP+ colony numbers of C (D). *p*-values are based on a one-way ANOVA test. **E** and **F.** Cas9 *Nanog*-GFP MEF reprogramming with MKOS piggyBac transposons, *Zfp266* sgRNA expression as well as cDNA overexpression of *BFP*, sgRNA resistant *Zfp266* (gRNA Res), sgRNA resistant *Zfp266* with KRAB domain deletion (ΔKRAB+L), human *ZNF266*, *ZNF561* or *ZFN562* with (ΔKRAB+L) or without (Wt) KRAB domain deletion, imaged at day 15. Red; mOrange, Green; Nanog-GFP (E). Mean *Nanog*-GFP+ colony numbers of E (F). Error bars indicate SEM, *p*-values are based on a one-way ANOVA test. **G.** DNA sequence alignment of mouse B1 SINE and human Alu. **H.** Luciferase reporter assay with an empty reporter vector (pGL3) or vectors containing *Snx20* regulatory region (Snx20 R), *Snx20* regulatory region with B1 SINE deletion (Snx20 R ΔB1) and *Snx20* regulatory region where B1 SINE as substituted with an Alu sequence (Snx20 R ΔB1+Alu), co-transfected with either *BFP*, *VPR* only or *VPR-Zfp266* expression vectors in HEK293 cells. Data are mean values of three independent experiments and error bars represent SEM. *p*-values are obtained using a two-way ANOVA test. **I.** Human dermal fibroblast reprogramming using lentiviral vectors expressing *OCT4, SOX2, KLF4* and *MYC*, with *VPR-ZFP266*. NANOG+ colony numbers were counted on day 21 of reprogramming. Graph represents averages of 2 technical replicates. **J.** Heatmap of human ESC ATAC-seq peak regions with (top) or without (bottom) overlap with Alu. **K.** KLF4 and SOX3 motif enrichment at Alu within human ESC ATAC-seq peaks. Alu on the top and bottom strand are analysed separately. Source data are provided as a Source Data file.

# Supplementary material for: B1 SINE-binding ZFP266 impedes mouse iPSC generation through suppression of chromatin opening mediated by reprogramming factors
**Source:** Nat Commun. 2023 Jan 30;14:488. doi: 10.1038/s41467-023-36097-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files:**

**Supplementary Data 1:** sgRNA read counts from the genome-wide KO screen with 3 technical replicates

**Supplementary Data 2:** Statistical analysis results of the KO screen with MAGeCK

**Supplementary Data 3:** Normalized read counts of RNA-seq during reprogramming with and without Zfp266 KO

**Supplementary Data 4:** Differentially expressed genes (DEG) between wild-type and Zfp266 KO MEFs. The differential expression analysis was performed using DESeq2 which uses a Wald test (a two-sided test) to detect statistically significant differentially expressed genes. It also uses the Benjamini-Hochberg method to adjust for multiple testing.

**Supplementary Data 5:** Differentially expressed genes (DEG) between wild-type and Zfp266 KO MEF reprogramming day 3. The differential expression analysis was performed using DESeq2 which uses a Wald test (a two-sided test) to detect statistically significant differentially expressed genes. It also uses the Benjamini-Hochberg method to adjust for multiple testing.

**Supplementary Data 6:** Differentially expressed genes (DEG) between wild-type and Zfp266 KO MEF reprogramming day 5. The differential expression analysis was performed using DESeq2 which uses a Wald test (a two-sided test) to detect statistically significant differentially expressed genes. It also uses the Benjamini-Hochberg method to adjust for multiple testing.

**Supplementary Data 7:** Differentially expressed genes (DEG) between wild-type and Zfp266 KO MEF reprogramming day 7. The differential expression analysis was performed using DESeq2 which uses a Wald test (a two-sided test) to detect statistically significant differentially expressed genes. It also uses the Benjamini-Hochberg method to adjust for multiple testing.

**Supplementary Data 8:** Differentially expressed genes (DEG) between wild-type and Zfp266 KO ESCs. The differential expression analysis was performed using DESeq2 which uses a Wald test (a two-sided test) to detect statistically significant differentially expressed genes. It also uses the Benjamini-Hochberg method to adjust for multiple testing.

**Supplementary Data 9:** Peak annotation of ZFP266 DamID in MEFs

**Supplementary Data 10:** Differentially opened regions from ATAC KO vs wild-type MEF ATAC-seq. The differential open region analysis was performed using DiffBind which internally uses DESeq2. Thus, statistically significant differentially open regions was detected by a Wald test (a two-sided test) and the Benjamini-Hochberg method for multiple testing.

**Supplementary Data 11:** Differentially opened regions from ATAC KO vs wild-type reprogramming day 3 ATAC-seq. The differential open region analysis was performed using DiffBind which internally uses DESeq2. Thus, statistically significant differentially open regions was detected by a Wald test (a two-sided test) and the Benjamini-Hochberg method for multiple testing.

**Supplementary Data 12:** Reprogramming MOR annotation

**Supplementary Data 13:** Plasmid information

# Supplementary material for: B1 SINE-binding ZFP266 impedes mouse iPSC generation through suppression of chromatin opening mediated by reprogramming factors
**Source:** Nat Commun. 2023 Jan 30;14:488. doi: 10.1038/s41467-023-36097-9
**Supplement:** Supplementary file 17 — Reporting summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flowjo v10, Celigo (5.2.0.0)                                                                                                                                                                                                                             |
| Data analysis   | SAMtools (1.3), BEDtools (2.29.2), DESeq2 (3.2), MACS2 (2.1.0.20151222), Daim ( <a href="https://github.com/ndomon/DAIM">https://github.com/ndomon/DAIM</a> ), HOMER (v4.11), deepTools (v3.3.2), MEME suite (5.1.1), Jalview (2.11.2.5), MAGECK (0.4.2) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Raw and processed RNA-seq, DamID-seq, ATAC-seq data are available at GSE198166 from 19th December 2022.  
ATAC-seq data of iPSCs were retrieved from GSE98124.  
ChIP-seq data of ESCs and MEFs in early reprogramming at 48 hr were retrieved from GSE90895 and GSE168142.

Micrococcal nuclease-sequencing (MNase-seq) data of MEF was retrieved from GSE40896.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Experiments were performed with biological replicates when available as stated in the manuscript. Sample size calculation was not carried out preceding the experiments, but sample sizes were determined based on previous experiences. In general, 2-3 technical replicates allowed us to make sure the experiments have minimal technical variations, and we focused on the data which made statistical differences within 2-3 independent experiments. We aimed to set up different experiments to variate the data when possible instead of repeating the same experiments. |
| Data exclusions | No data exclusion.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | At least 2 technical replicates were included in all experiments. As a nature of the experiments, some of the variations were large. Statistical tests showed which data were reproducible.                                                                                                                                                                                                                                                                                                                                                                                      |
| Randomization   | For sequencing experiments, samples were bar-coded randomly and sequenced all together in the same lane in order to avoid batch effects. For iPSC colony counting, we used an image analysis tool in Celigo, thus randomization of samples were not required.                                                                                                                                                                                                                                                                                                                    |
| Blinding        | Counting iPSC colony numbers were carried out using a whole well imaging machine, Celigo, in order not to have a bias of the examiner. Luciferase assays and RT-PCR does not require blinding as the measurements are given by the machines.                                                                                                                                                                                                                                                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | ICAM1-biotin (13-0541-82, eBioscience, 1/100)<br>CD44-APC (17-0441-82, eBioscience, 1/300)<br>streptavidin-PE-Cy7 (25-4317-82, eBioscience, 1/1500)<br>NANOG (eBioMLC-51, ThermoFisher Scientific, 1/1000)<br>AlexaFluor488 conjugated secondary antibody (A-21208, Invitrogen, 1/1000) |
| Validation      | Using those antibodies, we confirmed that; ES cells are 100% positive for ICAM1, 100% negative for CD44, majority of ES cells are NANOG positive, MEFs are 100% positive for CD44, 100% negative for NANOG, and ~50% of MEFs are negative for ICAM1.                                    |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                           |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Cas9 TNG MKOS ES line was generated from mouse ES cell line, E14tg2a, with 129 mouse genetic background. HEK293 cells (human embryonic kidney epithelial cells) are purchased from Merck. |
| Authentication                                                       | Pluripotency of Cas9 TNG MKOS ES lines has been confirmed by generating chimeric mice.                                                                                                    |
| Mycoplasma contamination                                             | Mycoplasma contamination-free state has been confirmed by a qPCR mycoplasma test.                                                                                                         |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                             |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                       |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mouse                                                                                                                                                                                 |
| Wild animals            | Not used.                                                                                                                                                                             |
| Reporting on sex        | 8-10 week, B6CBAF1 female mice were used to collect embryos for morula aggregation. generate chimeric embryos and isolate fibroblasts.                                                |
| Field-collected samples | No field collected samples were used in the study                                                                                                                                     |
| Ethics oversight        | Experiments with animals have been approved by the University of Edinburgh Animal Welfare and Ethical Review Body and carried out under licenses authorized by the Home Office in UK. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Cells harvested at different time points of reprogramming were stained in FACS buffer for 30 min at 4°C and washed with FACS buffer prior to acquisition with LSR Fortessa (BD Biosciences) cytometer. The following antibodies from eBioscience were used: ICAM1-biotin (13-0541-82; Dilution: 1/100), CD44-APC (17-0441-82; Dilution 1/300), streptavidin-PE-Cy7 (25-4317-82; Dilution: 1/1500). Dead cells were excluded using LIVE/DEAD™ Fixable Near-IR Dead Cell Stain Kit (ThermoFisher Scientific, Dilution: 1/1500). |
| Instrument         | LSR Fortessa, Aiall (BD biosciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Software           | Flowjo v10                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |

Cell population abundance

For RNA-seq, mOrange+ reprogramming factor expressing cells were flow-sorted. Those cells were typically 10-40%, and purity after sorting was >90%. For DamID-seq, plasmid transfected GFP+ cells were 10-50% of entire samples and purity after sorting was >90%.

Gating strategy

Using SSC/FSC/Draq7 staining, only live singlet cells were used for further analysis/sorting. Positive/negative boundaries were set based on unstained or fluorescence protein non-expressing cells.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

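The data are 1 list of DamID-seq peaks, made by the authors from 5 samples of MEFs with Dam-ZFP266 and 5 with Dam only, 48 h after nucleofection. The authors removed adapters with Cutadapt, aligned the reads to GRCm38 with BWA, removed reads on the mitochondrial chromosome and in blacklisted regions, counted reads per DpnII fragment with Rsubread and called peaks with the callPeak command of Daim. The paper's text does not name the versions of Cutadapt, BWA, Rsubread and Daim. The paper's text does not say that duplicate reads were removed. The deposited list holds a score and a signal value for each peak as Daim gave them, and the score is proportional to the −log10 q up to its limit of 1000. The signal value compares Dam-ZFP266 with Dam only, and its scale is not stated in the methods. The authors' list also holds the −log10 p-value and −log10 q-value of each peak. The score was used only to rank or filter peaks within the list, and the signal value and q-value to describe or filter them.

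The samples enter the list together. No value of a single sample was used, the read depth of the samples is unknown, and neither a replicate error nor a comparison between replicates could be computed. Precision is therefore given as the range over control sets, as p from these sets, or as Wilson 95% intervals for shares of MORs. These intervals cover counting error only. The coordinates of MORs and their fold changes come from the paper's Supplementary Data 10 and 11, whose copies held the 479, 1522 and 86 regions that the paper counts.

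Peak positions were compared with GRCm38 by looking up the GATC sites at their starts and ends. Curated RefSeq transcripts (45756 transcripts, 21774 protein-coding genes) were the main annotation and the GENCODE vM21 basic transcripts an alternative. B1 SINEs were found with blastn 2.17.0 and the consensus of Fig. 4E (e-value limit 10, at least 80 bp at 70% identity). Motifs were exact matches to consensus sequences on both strands: TGACTCA or TGAGTCA for AP-1, CCMCRCCC for KLF, CCATTGT for SOX, and TTTGCATNACAAT or TTTGCATAACAA for OCT4::SOX2. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9.

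Control regions were drawn in 1000 sets of each of the 7 kinds. The kinds starting at a GATC site, placed uniformly and matched for GC content were chosen in advance, and the other 4 after the data had been seen. For fragment-matched regions the length tolerance of 5% was widened for 57 peaks that had no match. For fragment-matched regions within 1 Mb, the tolerance or the distance was widened for 2616 peaks (17.3%), so these are local for most peaks only. MORs were placed 10000 times. The two-sided p is computed from the number of control values at least as extreme on the nearer side, doubled and with the observed value counted among them. Adjusted p-values of motifs follow Benjamini-Hochberg over the 4 motifs. Shares of MORs were compared by Fisher's exact test, medians of MORs by permutation with 100000 resamples, and the gene list by 10000 random lists drawn from the same 10 groups of gene length. The joint occurrence of B1 SINEs and AP-1 motifs was measured by a Mantel-Haenszel odds ratio over 10 groups of region length.

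The steps were tested on simulated regions. With 15119 control regions taken as peaks, the B1 SINE ratio was 1.00 (permutation p = 0.961), and after 1535 of them had been moved onto B1 SINEs, 25.7% were found with one where 25.7% were expected. For AP-1 motifs the ratio was 0.997 (permutation p = 0.811) before and the share 29.2% after moving 760 regions, where 29.1% was expected. Of 479 simulated MORs, 110 were expected to meet a peak and 110 did. These tests check the counting only, since the unchanged regions were drawn in the same way as the control regions. They cannot show that control regions, with a mean of 6.46 DpnII fragments against 1.97 in peaks, are a fair comparison.

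Genes named in the text are those that the paper names beside a DamID-seq result, the 15 genes that it names as pluripotency genes or among genes highly expressed in ESCs, the genes of the MORs in Fig. 6E (*B3gnt3*, *Piwil2* and *Snx20*), *Pgk1*, and the genes at the midpoints of the 5 peaks with the highest signal value outside *Zfp266* and of the longest peak. This rule was set in advance. The authors' own annotation of the peaks in Supplementary Data 9, the DamID-seq read coverage, the ATAC-seq and ChIP-seq reads, other transposable element families and de novo motif discovery were not analysed here, and sentences of the paper that rest only on them have no data beside them. Alternatives covered stricter peak subsets, the overlap that counts as shared, the definition of a B1 SINE, the annotation, the kind of control regions and the placement of MORs.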

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

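The tests on promoters and the test on clusters of zinc finger genes were chosen only after the result was seen.

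The text of the paper does not discuss promoters among the peaks. The midpoint of 350 peaks lay in a promoter (2.31%), against 1.22% of control regions (ratio 1.90, permutation p = 0.002, the smallest possible, two-sided). Technical explanations were weighed first. GC content as the whole cause is argued against by the ratio of 1.80 that remained with GC-matched control regions, and the length of the DpnII fragments by the ratio of 1.79 with fragment-matched regions. The gene density of the neighbourhood accounts for part of the excess at most, since the ratio was 1.34 against regions within 100 kb (each permutation p = 0.002, the smallest possible). The 155 such peaks with a score above the median had a ratio of 1.17 there, which did not pass the test (permutation p = 0.0839), so for peaks of high score the neighbourhood stays open as an explanation. Dam alone methylates accessible chromatin, and how well the comparison with Dam only removed this at promoters was not tested. No biological explanation was tested.

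Exons of other genes named Zfp were overlapped by 50 peaks at 41 genes. The text of the paper does not discuss them, and its annotation of the peaks was not used here. This is 0.331% of peaks, 2.06 times the mean share of control regions (permutation p = 0.002, the smallest possible, two-sided). Reads from the *Zfp266* plasmid that were mapped to paralogs would need shared sequence, but 0 of these peaks held a stretch of 40 bases identical to a *Zfp266* exon. The authors' deposited table gives them a median signal value of 0.889, close to that of all peaks and far from the peaks at *Zfp266*. Genes of this kind stand in clusters. Against fragment-matched regions within 1 Mb the ratio was 1.38 (permutation p = 0.026), which argues against the clusters as the whole cause, though it leaves room for a part. With peaks above the median score the excess did not pass the test there (ratio 1.42, 24 peaks, permutation p = 0.0959). Binding of ZFP266 at such exons is not excluded, and no biological explanation was tested.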

How the results depend on the processing

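The alternatives described as added were chosen only after the data had been seen. For 15 results, 117 alternatives were computed, each changing 1 choice, of which 69 were fixed before the data were examined and 48 were added. Of the former, 64 kept their direction and their side of the threshold, 2 became weaker and 3 reversed. Of the latter, 40 kept both, 3 became weaker, 3 reversed and 2 moved.

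The peak counts with an FDR under 0.05 (7934) and with a signal value above 1 as well (3986) are lower by construction, since fewer peaks pass. Both subsets were added.

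The share of peaks in introns or intergenic regions was close to that of control regions under each of these alternatives (ratios 0.990 to 1.01), and its direction was not stable. The ratio was 0.996 (permutation p = 0.174) for peaks above the median score, 0.996 (p = 0.0619) with GC-matched control regions and 1.00 (p = 0.633) when any overlap with an exon or promoter counted. Among the added settings it was 0.996 (permutation p = 0.342) for peaks with an FDR under 0.05 and a signal value above 1, 0.999 (p = 0.615) with fragment- and GC-matched regions, 1.01 with regions within 100 kb and 1.01 with fragment-matched regions within 1 Mb (each p = 0.002, the smallest possible). The cause was not tested.

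The deficit of SOX motifs was 0.980 (permutation p = 0.126) with fragment- and GC-matched regions and turned into 1.01 (p = 0.346) with fragment-matched regions within 1 Mb, both added. The cause was not tested. The number of the 15 listed genes (pluripotency genes and genes named beside them) with a peak was above that of random lists at 10 kb, but the ratio was 0.763 (permutation p = 0.982) for peaks in the gene only and 0.799 (p = 0.591) within 50 kb. It was 1.59 (permutation p = 0.445) for peaks above the median score and 2.60 (4 genes against 1.54, p = 0.109) for the added subset of peaks with an FDR under 0.05 and a signal value above 1. With only the 9 genes that the paper calls pluripotency genes or markers, also added, it was 1.31 (3 genes against 2.28, permutation p = 0.818), but 0.739 (1 gene against 1.35, p = 1) for peaks in the gene only. No setting passed its test for this list (lowest permutation p = 0.109), and the cause was not tested.

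The rest of the 117 alternatives kept direction and call, and the ranges here cover these alternatives and not the combinations of several choices. The ratios ranged from 1.28 to 2.34 for B1 SINEs, from 1.57 to 2.28 for AP-1 motifs and from 1.11 to 1.48 for KLF motifs. The share of OCT4::SOX2 motifs passed no test among them. For MORs with a peak, the ratio ranged from 5.94 to 23.0 in MEFs and from 2.97 to 7.23 in reprogramming cells, and the odds ratio between them from 2.65 to 3.43. For MEF MORs near a peak it ranged from 1.44 to 4.52, and for peak clusters from 0.806 to 0.950. The rise of the B1 SINE ratio with the score ranged from 0.168 to 0.429. The count of 5 peaks at *Zfp266* has no alternative.

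No paired analysis was possible because the list pools the samples and comes from no fit that can be repeated here. For the same reason leaving out a replicate was not possible, and there is no depth per sample to weigh the peaks by. The pooled list limits all results to differences between regions of the genome. It cannot show how far they vary between samples.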

Differences from the paper's values

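No value that the paper states for a measure also computed here differed by more than 1.5 times. The list held the paper's 15119 peaks. A peak was met by 127 MEF MORs against the paper's 123, and no setting that was run gave 123. The share of reprogramming MORs was 11.8% against the paper's 10%. A B1 SINE was found in 4974 peaks, against about 7200 peaks with a SINE of the Alu family in Fig. 4D, read by eye. Intergenic peaks numbered 7431 against about 7800, and intron peaks 6871 against about 7200, in Supplementary Fig. 5A, read by eye.

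Some statements of the paper stand beside other values here. The paper states that ZFP266 does not bind pluripotency gene loci in MEFs, while *Esrrb* held 1 peak and *Nanog* and *Pou5f1* had a peak within 10 kb. This is within the spread of random gene lists (3 of the 9 genes that it calls pluripotency genes or markers against 2.28, permutation p = 0.818, a split made after the values had been seen). For peaks in the gene only it was 1 of the 9 against 1.35. The methods name an FDR and a fold change as example thresholds, while the highest q of the authors' deposited table was 0.1. A q under 0.05 and a signal value above 1 were held by 3986 of the peaks. Whether the signal value is on the scale of that fold change is not stated. The paper describes the peaks at *Zfp266* as lying exactly over its exons, while they covered 100% of the coding bases and 30.4% of all exon bases. The paper states that reprogramming MORs without a peak had no raised DamID-seq signal, while 10.9% of them had a peak within 5 kb against 4.68% of randomly placed regions. Placed within 100 kb, chosen after the data had been seen, the regions had 9.30% (ratio 1.17, permutation p = 0.0318). The paper's comparison was of signal, with control regions of similar accessibility, which is a different measure.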

Other observations

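In this part, the tests on the *Zfp266* plasmid, on the rise with the score, on the joint occurrence of B1 SINEs and AP-1 motifs and on MORs without a peak, and all tests with fragment-matched regions, were chosen only after the result was seen. Regions and placements within 100 kb were added after the data had been seen.

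For the excess of B1 SINEs in peaks, 3 technical explanations could be tested. With control regions matched for GC content the ratio was 1.69, within 100 kb of the peaks it was 1.28, and with control regions of as many DpnII fragments and the same length it was 1.80. Each argues against that explanation as the whole cause, but regional sequence composition leaves the least. The mapping of short reads to repeats stays open. The ratio of B1 SINEs with at least 95% identity exceeded that of those under 80% by 1.25, and with fragment-matched regions by 0.633 (each permutation p = 0.002, the smallest possible, two-sided). This decides nothing, since lost reads could only lower the ratio and reads placed among near-identical copies could raise it. B1 SINEs under 80% identity, where such copies are fewest, had ratios from 1.28 to 1.69 with 6 of the 7 kinds of control regions (1.30 with fragment-matched regions within 1 Mb) and 0.917 within 100 kb. The excess of these elements speaks against such reads as the whole cause with 6 kinds and not with regions within 100 kb, and peaks that also hold a closer copy were not set apart. The excess of AP-1 motifs changed less than that of B1 SINEs after GC matching (ratio 1.67) and within 100 kb (1.58). With fragment matching it changed slightly more, from 1.74 to 1.61, where that of B1 SINEs went from 1.90 to 1.80. The ratio of KLF motifs, 1.37 in all, was 1.31 with fragment matching, 1.20 after GC matching and 1.11 within 100 kb. No biological explanation was tested.

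The B1 SINE excess rose with the score of the peaks and the AP-1 excess did not pass its test for a rise (0.0493, permutation p = 0.216, although with fragment-matched regions within 1 Mb it was 0.0737, p = 0.036). The difference between both rises was 0.263 (permutation p = 0.002, the smallest possible), beyond the spread of the control sets, and 0.107 (p = 0.032) with regions within 100 kb. A hypothesis is that B1 SINEs may be closer to what the score measures than AP-1 motifs are. The score depends on read depth and fragment length as well as on binding, which the pooled list does not separate.

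B1 SINEs and AP-1 motifs were not found together more often than apart. Of the 4974 peaks with a B1 SINE, 2188 (44.0%) held an AP-1 motif, and of the 10145 without, 4500 (44.4%) did. Long regions hold more of everything, which favours finding both together, so peak length could not explain a lack of joint occurrence. Over 10 groups of length the odds ratio was 0.790 in peaks, against 1.22 in control regions and 1.02 (range over the sets 0.865 to 1.20) in fragment-matched regions (each permutation p = 0.002, the smallest possible, two-sided). The grouping by length therefore decides nothing about length as a cause. It shows that the odds ratio in peaks stayed below that of control regions among regions of similar length. Features that each raise a region's chance of being a peak can give such a negative association among peaks without any interaction between the elements, which was not tested. Peaks with both had the largest ratio to control regions, 2.50, compared with 1.60 for a B1 SINE only and 1.51 for an AP-1 motif only. Within 100 kb these were 1.71, 1.07 and 1.53. Among peaks without a B1 SINE the AP-1 ratio was 1.87, and among peaks without an AP-1 motif the B1 SINE ratio was 2.14.

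The overlap of MEF MORs with peaks was tested against regional clustering, where the ratio was 5.94 with MORs moved within 100 kb. It was also tested against the idea that any region of changed accessibility meets peaks this often. The odds ratio of MEF MORs over the more closed regions of reprogramming cells was 15.2 (p = 1.8e-08, Fisher's exact test, two-sided), although those regions come from other cells. Region length as the cause of the difference between MEF and reprogramming MORs is argued against by the odds ratio of 2.86 with all MORs at 500 bp. For MEF MORs without a peak, short DpnII fragments are argued against as the whole cause, since only 31.4% of MORs on the longest fragments (1079 bp or more) had a peak, and 25.8% on the shortest (up to 364 bp). A part stays open, because placed regions met a peak in 3.17% of cases on the longest and in 1.41% on the shortest. The lack of a B1 SINE is argued against as the whole cause too, since 70.8% of MORs with a B1 SINE had no peak. Accessible chromatin as such stays open, because regions of equal accessibility without a change were not analysed here.

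The signal values at *Zfp266* were tested against the plasmid as their source. Peaks covered 100% of the coding bases, held the 5 highest signal values in the authors' deposited table and left out the 2 long upstream introns, which is consistent with reads from the Zfp266 plasmid, the source that the paper names. No peak lay over the promoter of *Pgk1*, which is on the plasmids of both groups. No biological explanation was tested.

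Outside *Zfp266*, the highest signal value in the authors' deposited table, 2.79, belongs to an intergenic peak of 30751 bp on chromosome 7 from 64465607 to 64496357. It is followed by 2.69 on chromosome 17 from 29453598 to 29455762, a peak with 6 B1 SINEs, and by 2.62 on chromosome Y from 4071861 to 4151237. Values of 2.49 on chromosome 13 from 51285227 to 51285913 and 2.42 on chromosome 6 from 37724474 to 37725667 come next in the authors' deposited table. In this order, the −log10 q of these peaks there was 1.04, 2.65, 1.33, 3.18 and 5.61. The peak with the highest signal value thus lies near the lowest −log10 q of the list, 1.00. The longest peak, 93799 bp, has its midpoint in an intron of *Sgms2* on chromosome 3, from 131373188 to 131466986. Chromosome X held 2.15 peaks per Mb and the autosomes 6.16, a ratio of 0.348, while the density of B1 SINEs on X was 0.815 of that on autosomes. Chromosome Y held 5 peaks. No explanation was tested for these values.

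*B3gnt3*, *Piwil2* and *Snx20*, which the paper shows for reprogramming cells, had their nearest MEF peaks 59390, 75188 and 139009 bp away.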
